# Dedifferentiation‐derived neural stem cells exhibit perturbed temporal progression

**DOI:** 10.15252/embr.202255837

**Published:** 2023-04-11

**Authors:** Kellie Veen, Phuong‐Khanh Nguyen, Francesca Froldi, Qian Dong, Edel Alvarez‐Ochoa, Kieran F Harvey, John PD McMullen, Owen Marshall, Patricia R Jusuf, Louise Y Cheng

**Keywords:** dedifferentiation, *Drosophila*, neuroblast, temporal transcription factors, terminal differentiation, Development, Neuroscience, Stem Cells & Regenerative Medicine

## Abstract

Dedifferentiation is the reversion of mature cells to a stem cell‐like fate, whereby gene expression programs are altered and genes associated with multipotency are (re)expressed. Misexpression of multipotency factors and pathways causes the formation of ectopic neural stem cells (NSCs). Whether dedifferentiated NSCs faithfully produce the correct number and types of progeny, or undergo timely terminal differentiation, has not been assessed. Here, we show that ectopic NSCs induced via bHLH transcription factor Deadpan (Dpn) expression fail to undergo appropriate temporal progression by constantly expressing mid‐temporal transcription factor(tTF), Sloppy‐paired 1/2 (Slp). Consequently, this resulted in impaired terminal differenation and generated an excess of Twin of eyeless (Toy)‐positive neurons at the expense of Reversed polarity (Repo)‐positive glial cells. Preference for a mid‐temporal fate in these ectopic NSCs is concordant with an enriched binding of Dpn at mid‐tTF loci and a depletion of Dpn binding at early‐ and late‐tTF loci. Retriggering the temporal series via manipulation of the temporal series or cell cycle is sufficient to reinstate neuronal diversity and timely termination.

## Introduction

The central nervous system (CNS) is the cognitive control centre of the body and is generated by neural stem cells (NSCs) during development. *Drosophila* NSCs, called neuroblasts (NBs), exhibit key properties of mammalian NSCs such as self‐renewal, temporal control of proliferation and production of different neural subtypes that will form the adult brain. Thus, NBs serve as a powerful model to study the mechanisms that underlie the determination of overall brain size and neuronal diversity (Harding & White, 2018).

Molecular differences such as the mode of division and the temporal identity exist between different NB populations located in different parts of the brain. NBs within the ventral nerve cord (VNC) and the central brain (CB) of the larval CNS undergo Type I divisions, whereby the NB divides asymmetrically to generate a NB and a smaller ganglion mother cell (GMC). The GMC then divides to produce two daughter cells, which terminally differentiate into neurons or glia. A subset of NBs in the larval CB undergo Type II division, in which the NB's asymmetric division generates a NB and an intermediate neural progenitor (INP). Intermediate neural progenitors mature prior to dividing asymmetrically to produce another progenitor and a GMC. Within the optic lobes (OLs), the medulla outer proliferation centre (OPC) NBs are formed from a pseudostratified neuroepithelium through a differentiation wave characterised by proneural factor expression, termed the “proneural wave” (Egger *et al*, 2007; Yasugi *et al*, 2008). These NBs undergo asymmetric division and are broadly thought to behave similarly to Type I NBs.

In addition to positional identity, NBs can also be temporally defined by the expression pattern of sequential markers, known as the temporal series or temporal transcription factors (tTFs). The tTFs confer temporal identity to neurons born within each tTF window, and their cross‐regulation ensures unidirectional progression through the temporal series (Li *et al*, 2013; Suzuki *et al*, 2013). Type I, II and medulla NBs all express unique sets of tTFs; however, in all the regions of the CNS, tTFs play conserved roles to control neuronal diversity and proliferative potential of NBs (Maurange *et al*, 2008; Bayraktar & Doe, 2013; Li *et al*, 2013; Suzuki *et al*, 2013; Eroglu *et al*, 2014; Liu *et al*, 2015; Ren *et al*, 2017; Syed *et al*, 2017; Abdusselamoglu *et al*, 2019; Pahl *et al*, 2019; Konstantinides *et al*, 2022; Zhu *et al*, 2022).

One of the key regulatory mechanisms of brain size and neuronal diversity is the control of neuronal cell fate maintenance. We and others have shown that a number of transcription factors including Longitudinals Lacking (Lola), Midlife crisis and Nervous fingers 1 (Nerfin‐1) prevent neuron‐to‐NB reversion by repressing the expression of NB and cell‐cycle genes in post‐mitotic neurons in the OLs (Carney *et al*, 2013; Southall *et al*, 2014; Froldi *et al*, 2015, 2019; Xu *et al*, 2017; Vissers *et al*, 2018). Additionally, signalling pathways such as Notch can influence the differentiation status of neurons as expression of hyperactivated Notch can induce neuronal dedifferentiation and the formation of ectopic NBs (Xu *et al*, 2017; Vissers *et al*, 2018). However, the molecular mechanisms by which these factors regulate neuronal fate is not well‐understood. This is important for defining the logic by which NSCs mature into neurons and what prevents them from reverting into NSCs. Such knowledge is necessary for understanding normal CNS development, as well as in disease settings such as cancer. Furthermore, it could potentially be harnessed to promote regeneration. In this study, we identified the basic helix–loop–helix (bHLH) transcription factor, Deadpan (Dpn), as a mediator of dedifferentiation downstream of Nerfin‐1 in the OL. Overexpression of Dpn caused the formation of supernumerary NBs in deep neuronal layers of the medulla. The dedifferentiated NBs acquired and maintained an Eyeless (Ey)/Sloppy paired (Slp)‐positive mid‐temporal identity throughout larval neurogenesis, delaying the onset of the late‐tTF Tailess (Tll)‐positive fate. As a result, excessive Twin of eyeless (Toy)‐positive progeny was made at the expense of Tll‐positive neurons and Reversed polarity (Repo) glial cells. Furthermore, ectopic NBs generated via Dpn overexpression underwent slower cell cycle progression, and failed to terminally differentiate in a timely fashion. Mechanistically, our DamID analysis showed that Dpn binds preferentially to the mid‐temporal tTFs, where we observed a depletion of Dpn binding at early‐ and late‐tTF loci. Furthermore, retriggering the progression of the tTFs via Dichaete (D) was able to rescue both neuronal diversity and terminal differentiation. Similarly, promoting NB progression through G1/S phase of the cell cycle was able to restore temporal progression, neuronal diversity and terminal differentiation. Finally, we show that dedifferentiation induced by inhibition of Lola, Nerfin‐1, as well as hyperactivation of Notch in the OL similarly caused stalled temporal progression.

Together, our findings suggest that cell cycle regulators and temporal transcription factors are key determinants of proliferation and termination profiles of dedifferentiated NBs. To utilise dedifferentiated NSCs for regenerative purposes, we will have to recreate the correct temporal profiles and ensure cell cycle progression occurs appropriately.

## Results

### Deadpan overexpression induces ectopic neuroblasts in the optic lobe medulla region

We and others have previously shown that the Nerfin‐1 transcription factor maintains neuronal differentiation in Type I, II and medulla neuronal lineages (Froldi *et al*, 2015; Xu *et al*, 2017; Vissers *et al*, 2018). In the absence of Nerfin‐1, neurons undergo dedifferentiation to acquire a NB‐like fate, by turning on bona‐fide NB markers such as Deadpan (Dpn) and Miranda (Mira; Froldi *et al*, 2015; Xu *et al*, 2017; Vissers *et al*, 2018). In the OLs, symmetrically dividing neuroepithelial cells differentiate into medulla NBs located at the superficial CNS surface (0 μm, Fig 1A and B, pink), which in turn generates medulla neurons that occupy the deep layers of the CNS at around 8–12 μm from the superficial surface (Fig 1A–C, green; Egger *et al*, 2007; Yasugi *et al*, 2008). The pan‐neural bHLH transcription factor, Dpn, lies downstream of Notch signalling (San‐Juán & Baonza, 2011; San‐Juán *et al*, 2012) and was identified to be a Nerfin‐1 target gene in our previous DamID analyses (Vissers *et al*, 2018). To assess whether Dpn lies functionally downstream of Nerfin‐1, we tested whether *UAS‐dpn* caused neuronal dedifferentiation. Using three different neuronal/NB drivers (See Fig EV1 and methods for detailed expression analysis of the *GAL4s*) – *GMR31H08‐GAL4* (Jenett *et al*, 2012), *ey* ^*OK107*^ *‐GAL4* (Morante *et al*, 2011) and *eyR16F10‐GAL4* (Jenett *et al*, 2012), we found that Dpn overexpression in the medulla region of the brain induced the formation of ectopic NBs in deep sections of the CNS (Fig EV1A and B, G and H, and M and N, Vissers *et al*, 2018). Further confirmation of dedifferentiation was made through temporally restricted expression of Dpn during L3 using *GAL80ts;GMR31H08‐GAL4*. In this scenario, transgene expression in mature neurons also induced dedifferentiation (Fig EV1C and D). Finally, we confirmed that Dpn overexpression is capable of inducing neuronal dedifferentiation using clonal analysis (Fig 1D, via heat shock‐induced *actin‐Gal4 flp‐out*). Ectopic NBs (Mira^+^) were first recovered in clones 24 h after heat shock (AHS) in deep sections of the CNS (Fig 1F–I′, quantified in Fig 1E). This demonstrates that wild‐type NBs first generated mature neurons (indicated by the lack of ectopic NBs at 16 h AHS), which then underwent dedifferentiation to give rise to ectopic NBs by 24 h AHS. These ectopic NBs failed to express the neuronal marker Elav (Appendix Fig S1B–B″), and actively divided, as indicated by the M‐phase marker phospho‐Histone H3 (pH3, Appendix Fig S1A–A″). By 72 h AHS, clones that overexpressed Dpn possessed multiple Mira^+^ cells (Fig 1J and K).

**Figure 1:**
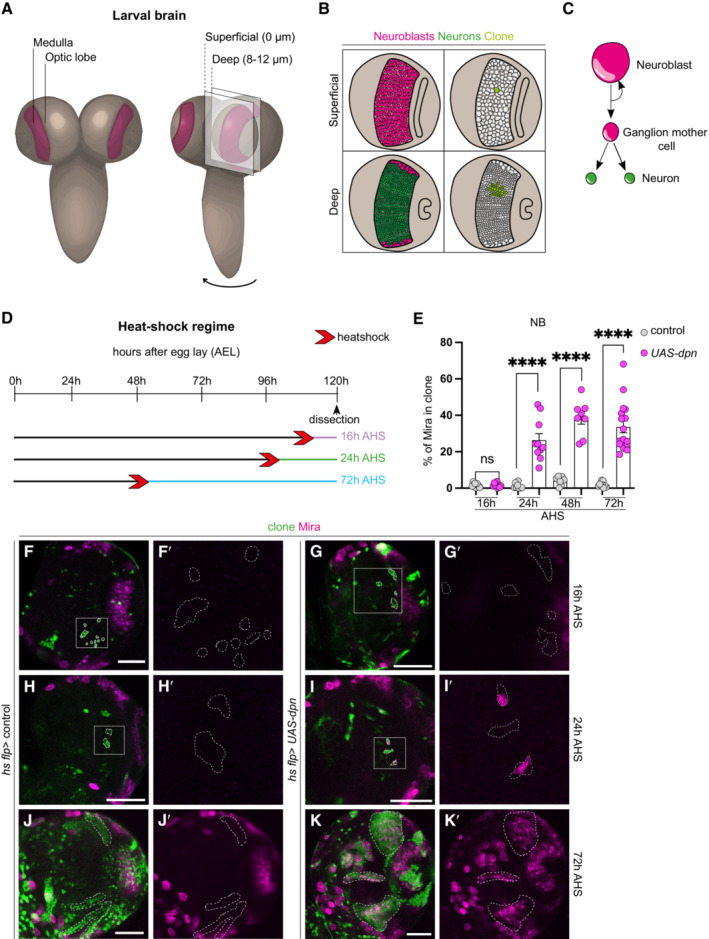
Dpn overexpression causes reversion of neurons to NBs in the deep layers of the developing CNS ASchematic representation of the larval central nervous system (CNS). Medulla (depicted in maroon) is located with the optic lobes (OLs) of the CNS. Cross section and cell composition at superficial surface (0 μm) and deep layer (8–12 μm) of the OLs are depicted in (B).B(left) Superficial surface is occupied by neuroblasts (NBs, pink), and deep layers are occupied by neurons (green). (right) Cross section through a *hs flp* clone (light green) showing the clone consists of a single NB in the superficial layer and its neuronal progeny in the deep layer.CSchematic representation of NB divisions: NBs undergo asymmetric division to give rise to a Ganglion mother cell (GMC) that produces two neurons.DSchematic depicting the heat shock regimes used in (E–K). Clones were induced via heat shock (red arrows), and dissected at 16 h (purple), 24 h (green), and 72 h (blue) after heat shock.EQuantification of % Mira^+^ cells in control and *UAS‐dpn* clones (calculated as the ratio of Mira^+^ cell volume as a percentage of total clone volume). Sixteen hours (Control *n* = 9, m = 1.584 ± 0.3779, *UAS‐dpn n* = 9, m = 1.657 ± 0.37), 24 h (Control *n* = 9, m = 1.150 ± 0.4781, *UAS‐dpn n* = 10, m = 26.37 ± 3.629), 48 h (Control *n* = 7, m = 3.971 ± 0.9249, *UAS‐dpn n* = 8, m = 38.56 ± 3.446), 72 h (Control *n* = 9, m = 1.874 ± 0.4897, *UAS‐dpn n* = 17, m = 33.62 ± 3.243).F–K′(F′, G′, H′, I′) are the magnified images of the square region outlined in (F, G, H, I). (F–K) are merged images, (F′–K′) are single channel images of (F–K) depicting the presence of NBs (Mira^+^). Clones (green) are outlined by dotted lines. All images in this figure, and all following figures are single confocal sections. (F–F′ and G–G′) No Mira^+^ NBs are recovered in deep sections of control or *UAS‐dpn* clones at 16 h after clone induction. Quantified in (E). (H–H′ and I–I′) At 24 h after clone induction, Mira^+^ NBs are recovered in *UAS‐dpn* but not control clones. Quantified in (E). (J–J′ and K–K′) At 72 h after clone induction, numerous Mira^+^ NBs are recovered in *UAS‐dpn* but not in control clones. Quantified in (E). Data information: Data are represented as mean ± SEM. *P*‐values were obtained using unpaired *t*‐test, and Welch's correction was applied in case of unequal variances. ****P < 0.0001. Scale bars: 50 μm.

**Figure EV1:**
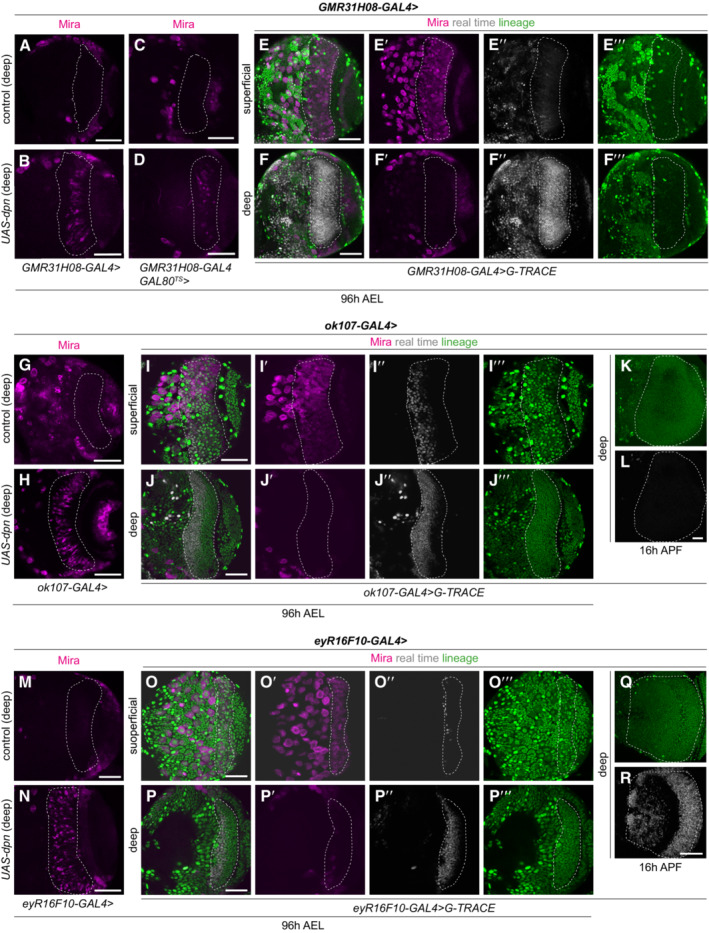
Lineage analysis of drivers utilised to induce dedifferentiation A–RRepresentative images of the deep medulla neuronal layer or neuroblast (NB) superficial layer in the larval optic lobe, in which *UAS‐dpn* and control are expressed using *GMR31H08‐GAL4*, *ok107‐GAL4*, and *eyR16F10‐GAL4* (outlined) and stained with the neuroblast (NB) marker, Miranda (Mira, magenta). (A–D) *GMR31H08‐GAL4* and *GMR31H08‐GAL4 GAL80* ^*TS*^ driving *UAS‐dpn* induces ectopic Mira^+^ cells in deep medulla layers compared to control. (E–F‴) *GMR31H08‐GAL4* is expressed in real time (grey) mainly in medulla neurons within the deep layer compared to NBs in the superficial layer. (G, H) *ok107‐GAL4* driving *UAS‐dpn* induces ectopic Mira^+^ cells in deep medulla layers compared to control. (I–L) *ok107‐GAL4* is expressed in real time (grey) in medulla neurons within the deep layer and NBs in the superficial layer 96 h AEL, however, its expression is not maintained at 16 h APF, therefore, this driver is unsuitable for examination of NB termination. (M, N) *eyR16F10‐GAL4* driving *UAS‐dpn* induces ectopic Mira^+^ cells in deep medulla layers compared to control. (O–R) *eyR16F10‐GAL4* is expressed in real time (grey) in medulla neurons within the deep layer and few NBs in the superficial layer 96 h AEL and is expressed at 16 h APF and is therefore a suitable driver for examination of NB termination. Scale bars: 50 μm.

As Dpn was identified to be a target of Nerfin‐1, we next investigated the epistatic relationship between Dpn and Nerfin‐1. We induced clones expressing Nerfin‐1 RNAi and compared the level of dedifferentiation with that of Nerfin‐1 RNAi clones additionally expressing Dpn RNAi. We found that Dpn RNAi expression significantly reduced the number of ectopic NBs induced by Nerfin‐1 knockdown, suggesting that Dpn lies downstream of Nerfin‐1 to mediate neuronal cell fate maintenance (Appendix Fig S1C–F).

### Ectopic neuroblasts generated via Dpn overexpression express mid‐temporal transcription factors

NBs contribute to the sequential generation of different neuron types by changing the expression of temporal transcription factors (tTFs) in a defined sequence (Apitz & Salecker, 2014). In the OLs, medulla NBs sequentially express a series of tTFs including the early factor Homothorax (Hth), mid‐tTFs Eyeless (Ey), Sloppy paired 1/2 (Slp) and Dichaete (D), and late‐tTF Tailless (Tll; Li *et al*, 2013; Suzuki *et al*, 2013). The tTFs contribute to the progression of the temporal series by activating the next tTF while repressing the previous tTF (Fig 2A). Medulla NBs continuously transit through the temporal cascade as they age; therefore, at any given time, different NBs in the superficial layer of the medulla would express Hth, Ey, Slp, D, Tll or a combination of these tTFs (Fig 2C–G′). As expected, 72 h after clone induction (Fig 2B), about 20–30% the superficial NBs were positive for either Hth, Ey, Slp, D or Tll (or a combination of these factors, Fig 2M). Surprisingly, the ectopic NBs in *UAS‐dpn* clones mostly expressed the mid‐tTFs Ey and Slp (Fig 2I–J′ and M), while some ectopic NBs expressed D and very few expressed the early‐tTF Hth or the late‐tTF Tll (Fig 2H–H′, K–L′ and M).

**Figure 2:**
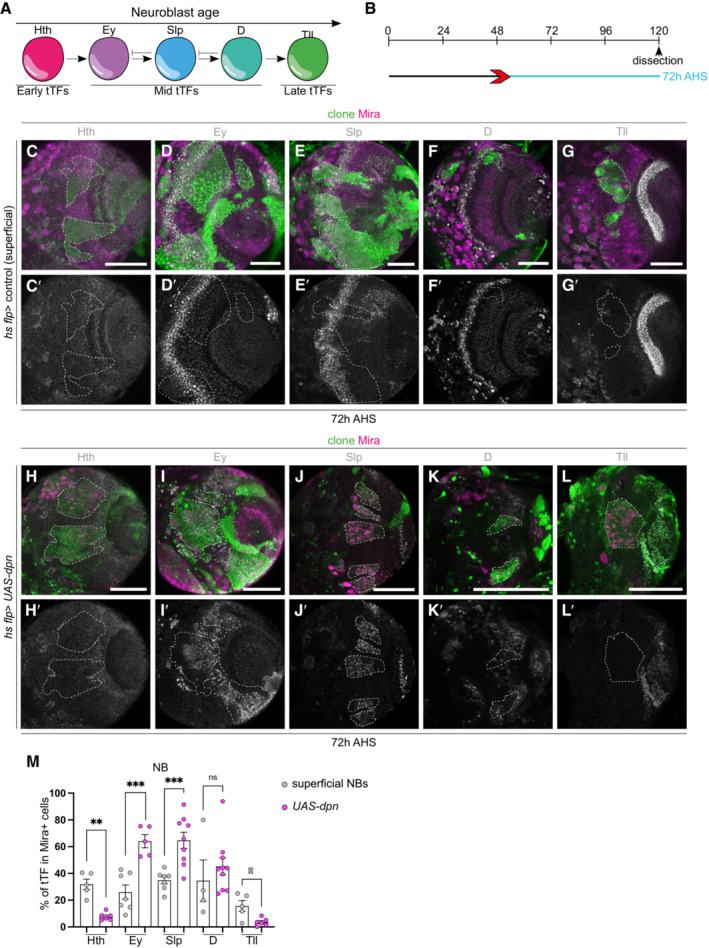
Ectopic NBs generated via *dpn* overexpression express mid‐temporal transcription factors ASchematic representation of temporal series in neuroblasts (NBs). NBs express temporal transcription factors (tTFs; Hth, Ey, Slp, D, Tll) as they age. These can be categorised into early, mid, and late tTFs.BSchematic depicting the heat shock regimes used in (C–L′). Clones were induced via heat shock (red arrows) and dissected at 72 h (blue) after heat shock.C–L′Representative images of the deep medulla neuronal layer or NB superficial layer in the larval optic lobe, in which *UAS‐dpn* or control are driven in clones by *hs flp* (marked by GFP and outlined) and stained with the stem cell marker, Miranda (Mira, magenta), and various temporal transcription factors (tTFs) (grey). (C–G′) In superficial sections of control clones, Mira^+^ superficial NBs express the tTF: Hth, Ey, Slp, D, Tll in concentric patterns. Quantified in (M). (H–L′) In deep sections of the NB clone induced via *UAS‐dpn*, Mira^+^ NBs do not express early tTF Hth or late‐tTF Tll, but are positive for mid‐tTFs Ey, Slp and D. Quantified in (M).MQuantification of volume of cells that express a specific tTF as % of total Mira^+^ NB volume within a clone. Hth (Control *n* = 5, m = 31.86 ± 3.89, *UAS‐dpn n* = 6, m = 7.779 ± 1.212), Ey (Control *n* = 7, m = 26.05 ± 5.302, *UAS‐dpn n* = 5, m = 64.08 ± 4.936), Slp (Control *n* = 7, m = 34.87 ± 2.753, *UAS‐dpn n* = 9, m = 64.72 ± 6.045), D (Control *n* = 4, m = 34.57 ± 15.49, *UAS‐dpn n* = 10, m = 45.2 ± 6.339), Tll (Control, *n* = 5, m = 15.65 ± 4.036, *UAS‐dpn n* = 6, m = 3.584, ±1.87). Data information: Data are represented as mean ± SEM. *P*‐values were obtained performing unpaired *t*‐test, and Welch's correction was applied in case of unequal variances. ***P < 0.001, **P < 0.005, *P < 0.05. Scale bars: 50 μm.

As NBs age, they are expected to undergo sequential transition through the sequence of Hth → Ey → Slp → D → Tll tTFs (Li *et al*, 2013; Suzuki *et al*, 2013). To assess whether ectopic NBs induced via Dpn overexpression also underwent sequential expression of these transcription factors, we induced *UAS‐dpn* clones, and examined their temporal profile at 24, 48, 72 and 96 h AHS (Fig 3A–F″, H–H′ and J–J′). At all time points examined, we found that between 40 and 70% of the dedifferentiated NBs expressed Slp (used as a proxy for midtemporal identity as it is specifically expressed in the NBs and not in neurons; Fig 3B). In addition, only 5% of the ectopic NBs generated via Dpn overexpression were positive for the late‐tTF Tll at 96 h AHS, compared to ~50% of control NBs at the same time (Fig 3G–K). Together, this indicates that ectopic NBs induced by Dpn overexpression adopt a mid‐temporal identity shortly after clone induction and maintain this identity throughout larval development.

**Figure 3:**
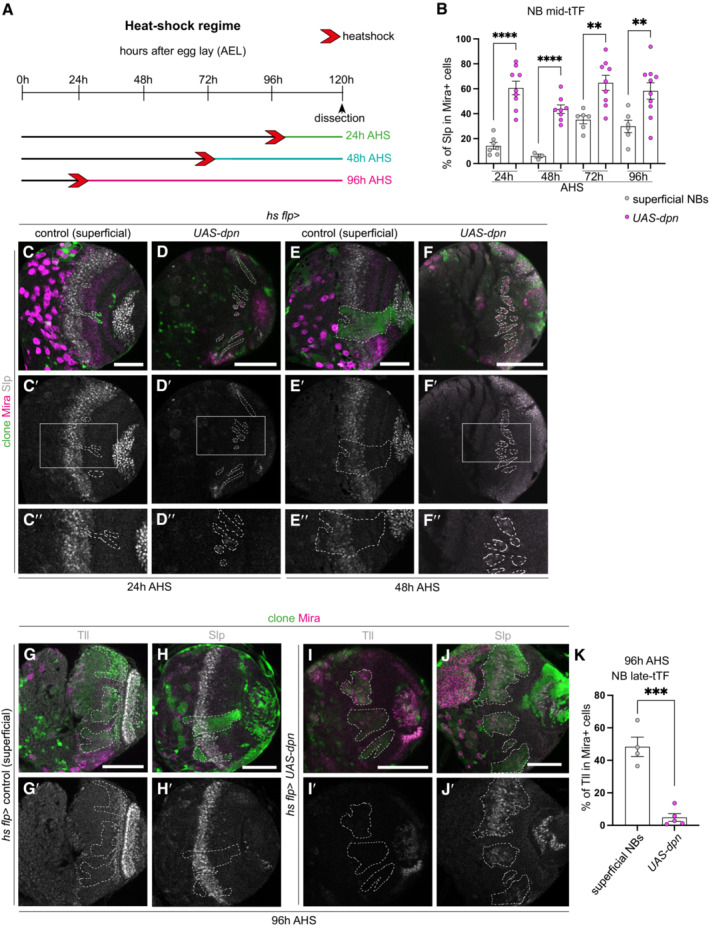
Ectopic NBs generated via *dpn* overexpression immediately adopt a mid‐temporal identity ASchematic depicting the heat shock regimes used in (B–F″) and (G–K′). Clones were induced via heat shock (red arrows) and dissected at 24 h (green), 48 h (turquoise), or 96 h (pink) after heat shock.BQuantification of % of Slp^+^ cells in Mira^+^ cells in control and *UAS‐dpn* clones (expressed as the ratio between Slp^+^ volume and total Mira^+^ volume within a clone). 24 h (Control *n* = 7, m = 14.25 ± 2.696, *UAS‐dpn n* = 9, m = 60.66 ± 5.384), 48 h (Control *n* = 3, m = 6.096 ± 1.509, *UAS‐dpn n* = 8, m = 43.64 ± 3.398), 72 h (Control *n* = 6, m = 35.13 ± 3.242, *UAS‐dpn n* = 9, m = 64.72 ± 6.045), 96 h (Control *n* = 6, m = 29.85 ± 4.951, *UAS‐dpn n* = 10, m = 58.2 ± 6.603).C–F″Representative images of the deep medulla neuronal layer in the larval optic lobe, in which *UAS‐dpn* or control are driven by *hs flp* (marked by GFP and outlined) and dissected and stained with the stem cell marker, Miranda (Mira, magenta), and Sloppy‐paired (Slp, grey). At 24 and 48 h after clone induction, Mira^+^ NBs express mid tTF Slp compared to superficial NB control, quantified in (B). (C″, D″, E″, F″) are the magnified images of the square region outlined in (C′, D′, E′, F′), respectively.G–J′At 96 h after clone induction, Mira^+^ NBs express mid tTF Slp and do not express late tTF Tll, compared to control, quantified in (B and K).KQuantification of % of Tll^+^ cells in Mira^+^ cells in control and *UAS‐dpn* clones (expressed as the ratio between Tll^+^ volume and total Mira^+^ volume within a clone). Control *n* = 4, m = 48.34 ± 5.956, *UAS‐dpn n* = 5, m = 4.805 ± 2.375. Data information: Data are represented as mean ± SEM. *P*‐values were obtained performing unpaired *t*‐test, and Welch's correction was applied in case of unequal variances. ****P < 0.0001, ***P < 0.001, **P < 0.005, *P < 0.05. Scale bars: 50 μm.

### Neuroblasts generated via Dpn overexpression exhibit delayed terminal differentiation

Medulla NBs progress through the series of temporal factors until the oldest medulla NBs express Glial cells missing (Gcm) and transition from neurogenesis to gliogenesis and exit the cell cycle (Li *et al*, 2013; preprint: Zhu *et al*, 2021). Medulla NB cell cycle exit occurred around 16 h after pupal formation (APF) in control OLs (29°C, Fig 4A–D and J, no Mira^+^ NBs are recovered at this time point). When Dpn was overexpressed with *eyR16F10‐GAL4* (Jenett *et al*, 2012), which strongly drives gene expression in the pupal CNS (Fig EV1Q and R), significantly more NBs were recovered at 16 h, indicating that NBs termination was delayed (Fig 4H and J). *UAS‐dpn* NBs maintained the expression of the mid‐tTF Slp until at least 10 h APF (Fig EV2A–C″, E and F–G‴), but prior to their terminal differentiation they began to reduce Slp expression and expressed the late‐tTF Tll (Fig EV2D and E). These data suggest that ectopic NBs generated via Dpn overexpression exhibit a prolonged mid‐temporal identity before eventually switching on late‐tTFs, and undergoing terminal differentiation and exiting the cell cycle, as no NBs were detected by 24 h APF (Fig 4E–J).

**Figure 4:**
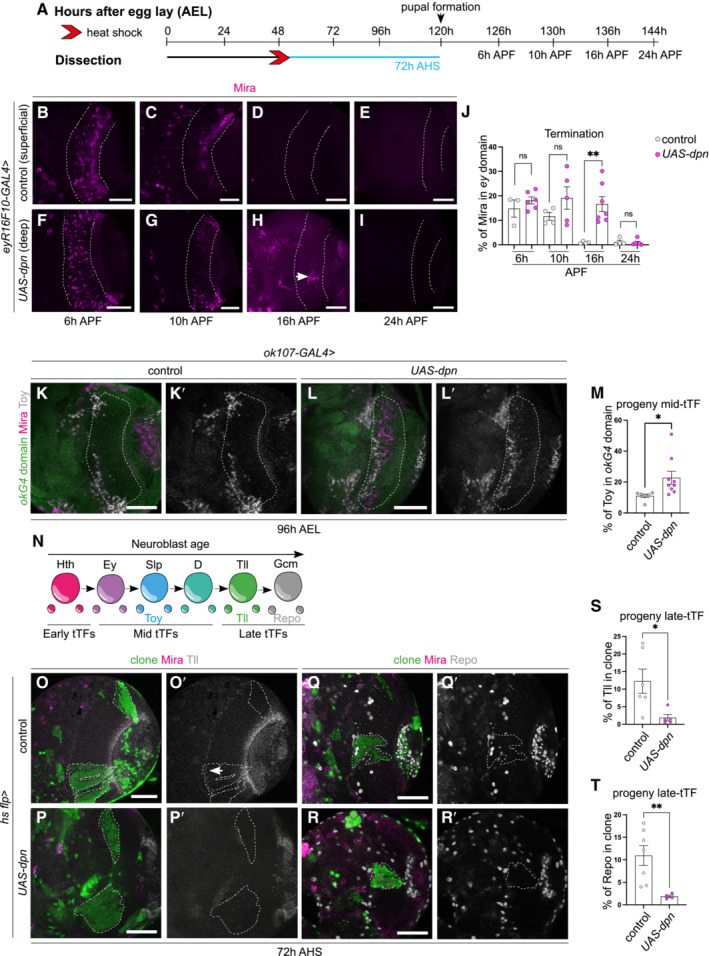
NBs generated via Dpn overexpression delays the timing of their terminal differentiation and generates Toy^+^ progeny at the expense of Tll^+^ neurons and Repo^+^ glial cells ASchematic depicting the timeline of experiments performed in (B–L′). Larval brains are dissected at 96 h, pupal brains are dissected at 126 h (6 h APF), 130 h (10 h APF), 136 h (16 h APF), and 144 h AEL (24 h APF). Heat shock regime for (Q–T′). Clones were induced by heat shock (red) at 48‐h AEL and dissected 72 h (blue) after heat shock.B–M(B–I, K–L′) Representative images of the superficial medulla neuroblast (NB) layer or deep medulla neuronal layer in the larval or pupal optic lobe, in which *UAS‐dpn* or control (*UAS‐luciferase*) are driven by *eyR16F10‐GAL4*, or *ok107‐GAL4* (outlined) and stained with the stem cell marker, Miranda (Mira, magenta), and mid‐temporal progeny marker, Toy‐GFP (grey). (B–E) Mira^+^ NBs are recovered in superficial sections of control under *eyR16F10‐GAL4* expression at 6 h APF and 10 h APF but not from16 h APF onwards, quantified in (J). (F–I) Mira^+^ NBs are recovered in deep sections of *UAS‐dpn* driven by *eyR16F10‐GAL4* at 6 h APF, 10 h APF, and 16 h APF but not at 24 h APF, quantified in (J). Arrow in (H) points to the NBs. (J) Quantification of % Mira^+^ cells within *eyR16F10‐GAL4* expression domain in control and *UAS‐dpn* (calculated as the ratio of Mira^+^ cell volume as a percentage of total *eyR16F10‐GAL4* domain volume). Six hours APF (Control, *n* = 3, m = 14.82 ± 3.521, *UAS‐dpn*, *n* = 6, m = 18.13 ± 1.46), 10 h APF (Control *n* = 4, m = 11.65 ± 1.605, *UAS‐dpn n* = 5, m = 19.11 ± 4.609), 16 h APF (Control *n* = 4, m = 0.8897 ± 0.239, *UAS‐dpn n* = 7, m = 16.64 ± 3.065), 24 h APF (Control *n* = 4, m = 1.174, ±0.7226, *UAS‐dpn n* = 6, m = 0.8518 ± 0.4849). (K–L′) More Toy+ progeny (grey) are present within the *ok107‐GAL4* domain (green, outlined) in *UAS‐dpn* compared to control. Quantified in (M). (M) Quantification of % Toy^+^ progeny within *ok107‐GAL4* expression domain in control and *UAS‐dpn* (calculated as the ratio of Toy^+^ cell volume as a percentage of total *ok107‐GAL4* domain volume). Control *n* = 6, m = 11.03 ± 1.169, *UAS‐dpn n* = 9, m = 22.78 ± 4.174.NSchematic representation of temporal series in NBs and their progeny. NBs express temporal transcription factors (tTFs; Hth, Ey, Slp, D, Tll) as they age. Slp^+^ NBs create Toy^+^ progeny; Tll^+^ NBs create Tll^+^ progeny; Gcm^+^ NBs create Repo^+^ progeny.O–R′Representative images of the deep medulla neuronal layer in the larval optic lobe, in which heat shock‐induced *UAS‐dpn* or control (*UAS‐luciferase*) clones are stained with the stem cell marker, Mira (magenta), late neuronal marker Tll (grey) or glial marker Repo (grey). Arrow points towards the small band of Tll^+^ neurons in control clones. (O–P′) At 72 h after clone induction, there is less Tll expression within *UAS‐dpn* clones than control clone, quantified in (S). (Q–R′) At 72 h after clone induction, there is less Repo expression within *UAS‐dpn* clones than control clones, quantified in (T).S, TQuantification of % Tll or Repo^+^ cells within control and *UAS‐dpn* clones (calculated as the ratio of Tll^+^ or Repo^+^ cell volume as a percentage of total clone volume). Tll (Control *n* = 6, m = 12.26 ± 3.449, *UAS‐dpn n* = 5, m = 1.881 ± 0.9293), Repo (Control *n* = 7, m = 10.94 ± 2.203, *UAS‐dpn n* = 4, m = 1.89 ± 0.2754). Data information: Data are represented as mean ± SEM. *P*‐values were obtained by unpaired *t*‐test, and Welch's correction was applied in case of unequal variances. **P < 0.005, *P < 0.05. Scale bars: 50 μm.

**Figure EV2:**
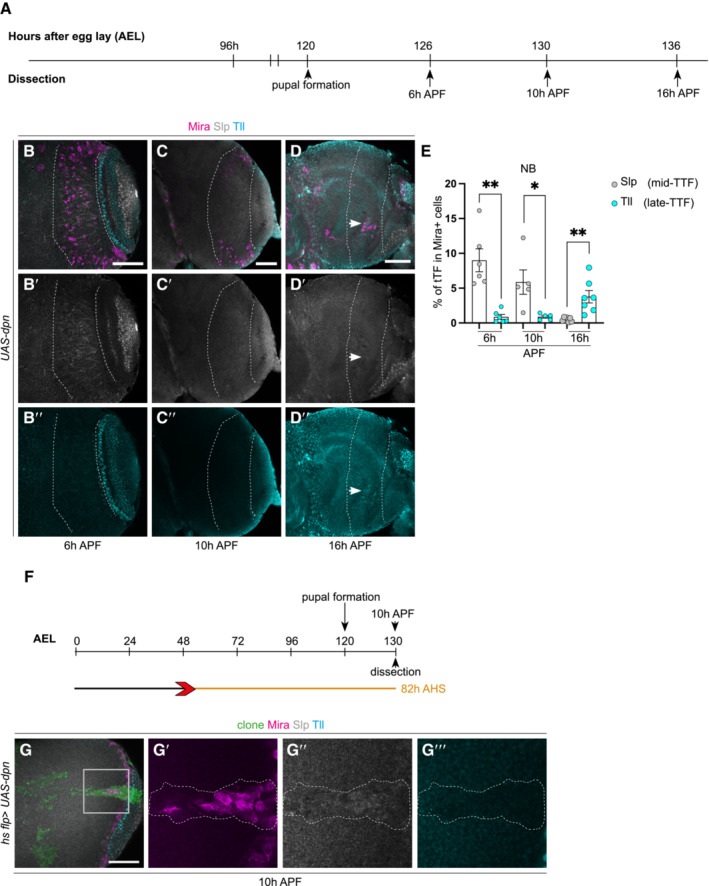
Slp and Tll expression during terminal differentiation in ectopic NBs generated via Dpn overexpression ATime‐line depicting age of ectopic neuroblasts (NBs). Pupal formation occurs at 120 h AEL; pupae are dissected at 126 h (6 h APF), 130 h (10 h APF), and 136 h (16 h APF).B–D″Representative images of the deep medulla neuronal layer in the pupal optic lobe, in which *UAS‐dpn* is driven by *eyR16F10‐GAL4* (outlined) and stained with the stem cell marker, Miranda (Mira, magenta), mid‐tTF, Sloppy‐paired (Slp, grey), and late tTF, Tailless (Tll, cyan). Dedifferentiated NBs express Slp and do not express Tll at 6 h APF and 10 h APF; however, they by 16 h APF they do not express Slp and instead express Tll. Quantified in (E).EQuantification of % Slp^+^ or Tll^+^ cells in Mira‐positive cells within the *eyR16F10‐GAL4* expression domain in *UAS‐dpn* (calculated as the ratio of Slp/Tll^+^ cell volume and Mira^+^ volume within *eyR16F10‐GAL4* domain). Six hours APF (Slp *n* = 6, m = 8.999 ± 1.64, Tll *n* = 6, m = 0.8718, ±0.3451). Ten hours APF (Slp *n* = 5, m = 5.876, ±1.752, Tll *n* = 5, m = 0.89 ± 0.1915). Sixteen hours APF (Slp *n* = 7, m = 0.4699, ±0.116, Tll *n* = 7, m = 3.767 ± 0.8893).FHeat shock regime for (G–G‴). Clones were induced by heat shock (red) at 48 h AEL and dissected at 126 h AEL (6 h APF), corresponding to 82 h (blue) hours after heat shock.G′–G‴Are magnified images of (G). At 82 h after clone induction (10 h APF), Mira^+^ NBs express Slp and not Tll. Data information: Data are represented as mean ± SEM. *P*‐values were obtained performing unpaired *t*‐test, and Welch's correction was applied in case of unequal variances. **P < 0.005, *P < 0.05. Scale bars: 50 μm.

### Dpn overexpression induces neuroblasts to generate Toy^+^ progeny at the expense of Tll^+^ neurons and Repo^+^ glial cells

Hth, Ey, Slp, D and Tll are each required for the sequential generation of different medulla neurons through the production of Brain‐specific homeobox (Bsh), Drifter (Dfr), Toy/Sox102F, Ets at 65A (Ets65a) and Tll, respectively (Morante & Desplan, 2008; Hasegawa *et al*, 2011; Li *et al*, 2013; Suzuki *et al*, 2013; Fig 4N). We next assessed the neuronal subtypes made by Dpn‐induced ectopic NBs. To better assess the cumulative effect of the neurons that are made throughout CNS development, *ey* ^*OK107*^ *‐GAL4* was used to drive the expression of Dpn. About 50% more Toy^+^ progeny were made by Dpn‐induced ectopic NBs than by control NBs (Fig 4K–M). Consistent with this, *UAS‐dpn* clones produced very few Tll^+^ neurons or Repo^+^ glial cells (Fig 4O–T). This indicates that Dpn overexpression in the medulla stalls the temporal progression of NBs, causing them to produce an excess of Toy^+^ progeny at the expense of Tll^+^ neurons and Repo^+^ glial cells.

### Genome‐wide profiling of Dpn binding reveals a bias towards mid‐temporal identity genes in medulla neuroblasts

To understand why NBs dedifferentiated from medulla neurons specifically adopt a mid‐temporal fate, we profiled the genome‐wide binding of Dpn in 3^rd^ instar larval NBs using Targeted DamID (TaDa; Southall *et al*, 2013; Marshall *et al*, 2016). 

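In Targeted DamID the protein under study is joined to the bacterial methylase Dam, which methylates adenine in GATC sites near the places where the fusion protein contacts DNA, and GAL4 limits its expression to chosen cells. For the pan-NB profile, Dam-Dpn was driven in all larval NBs with wor-GAL4 and compared with Dam alone. Each of these conditions had 2 biological replicates of 30 brains. Larvae were kept at 18°C and moved to 29°C to release GAL80 and start Dam expression. The authors aligned the reads with damidseq_pipeline at default options, averaged the replicates' binding profiles of Dam-Dpn over Dam, and called peaks with find_peaks at an FDR below 0.01. The study states an aim for mappable fragments per sample, but the peak list holds no reads, so the depth behind each peak is unknown. Both replicates are averaged in 1 list, which leaves no replicate error, and the study's own test of differential binding on per-replicate occupancy was not repeated here. The pan-NB list held 4289 peaks, 7 of them on the Y chromosome, and the 4282 on the arms 2L, 2R, 3L, 3R, 4 and X were used. They covered 6975497 bp, with a median width of 1408.5 bp and peak scores from 1.18 to 9.89. A peak score is the authors' own value for that peak and is used only to rank or filter peaks within its list. Of these peaks 67.2% had their midpoint inside a gene and 32.8% between genes. After circular shifts of the peaks along each arm, 69.8% on average and at least 67.1% lay inside a gene. The observed share lay near the lowest of these shifts, so it is no preference for genes. The highest-scoring pan-NB peak lay on 3R from 26507826 to 26508263, at plum, which encodes an immunoglobulin superfamily protein. The next peaks in rank lay at CG34057, lncRNA:CR46200 and mat on 3L (898866 to 902204), at lncRNA:CR45037 on 3R (26002048 to 26003103), at sbb on 2R (18336511 to 18341798) and at Mtpalpha, CG31709 and gcm on 2L (9577301 to 9578928). Peaks within 1 kb of a gene were assigned to it, the distance the study used. Gene positions came from the RefSeq annotation of Release 6. The lists name no genome build, and the positions marked on the axes of Fig 5 and Fig EV4 match that release.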

Using the NB‐specific *wor‐GAL4* driver line, and a Dpn‐Dam profiling line generated via FlyORF‐TaDa (Aughey *et al*, 2021), we profiled the binding sites of Dpn in all larval NBs. 

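NanoDam brings Dam to a GFP-tagged protein through a nanobody that binds GFP, so the tagged protein stays under its own promoter. Dpn-GFP brains were compared with brains of the w1118 background, which lack the tag, with Dam expression driven by eyR16F10-GAL4. The study uses this driver for medulla NBs and describes it as expressed in medulla neurons as well. A legend of the study reports only few superficial NBs with driver expression in larvae. The driver alone therefore does not restrict the list to NBs. Signal over w1118 needs Dpn-GFP, and the study uses Dpn as a NB marker. There were 2 biological replicates of 40 brains in each condition, averaged in 1 peak list made with the same tools and threshold as the pan-NB list. The medulla NB list held 3474 peaks covering 5666728 bp, with a median width of 1419 bp. Its highest-scoring peaks lay on 3R from 30276150 to 30276382 with no gene within 1 kb, on 2R from 8245162 to 8245511 at lncRNA:CR44446, on 3L from 898866 to 902204 at CG34057, lncRNA:CR46200 and mat, and on 2R from 18338341 to 18341798 at sbb. The next rank was shared by a peak on 2L from 14578136 to 14578490 with no gene within 1 kb and a peak on 3R from 9226774 to 9227414 at lncRNA:CR45196 and pum, which encodes a translational repressor. Of the pan-NB peaks, 2358 (55.1%) overlapped a medulla NB peak by at least 1 bp and 1924 did not. Of the medulla NB peaks, 2418 (69.6%) overlapped a pan-NB peak and 1056 did not. When the medulla NB peaks were shifted in a circle along each chromosome arm, 8.06% of pan-NB peaks overlapped on average and at most 15.2% in 1000 shifts (permutation p = 0.001, the smallest these shifts can give). A peak within 1 kb was found at 4654 genes in the pan-NB list and at 3915 genes in the medulla NB list, and 2800 genes had one in both. Overlap rose with peak score. Among the 1071 pan-NB peaks with the lowest scores, up to 2.78, 27.3% overlapped a medulla NB peak, and among the 1070 with the highest scores, from 5.58, 80.2% did. Technique and cell population differ together between the lists, and no sample separates their effects on these values. Lengths covered by peaks are compared between the lists, because scores of separate lists are not on a common scale.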

We then compared this to the binding of Dpn profiled only in medulla NBs, obtained using the NanoDam technique (Tang *et al*, 2022), a BAC‐recombineered Dpn‐GFP line under endogenous control, and the medulla‐specific *eyR16F10‐GAL4* driver line. 

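Every gene of the 5-member temporal series had a peak within 1 kb in both lists, and the largest difference in covered length was at hth. hth, which encodes a homeodomain TF and marks the youngest NBs, had 23 pan-NB peaks covering 32035 bp. No protein-coding gene had more peaks in that list, and Antp and jing had more covered length. In the medulla NB list hth had 4 peaks covering 4454 bp. Of the 23 pan-NB peaks at hth, 5 overlapped a medulla NB peak (21.7%), where pan-NB peaks of matched score elsewhere gave a 95% range from 47.8% to 82.6%. At ey, the Pax6 homologue on chromosome 4, all 4 pan-NB peaks overlapped a medulla NB peak. The medulla NB list had 1 further peak there, from 706824 to 707405, and the covered length was 4549 bp in the pan-NB list and 5479 bp in the medulla NB list. slp1, a forkhead TF gene on 2L, had 2 peaks in each list, all of them shared, with 1291 bp covered in the pan-NB list and 1223 bp in the medulla NB list. The medulla NB peaks at slp1 lay from 3824947 to 3825657 and from 3827588 to 3828631. Its neighbour slp2 had 1 shared peak, which covered 370 bp within 1 kb of the gene in the pan-NB list and 1687 bp in the medulla NB list. D, a Sox-family gene on 3L, had 1 shared peak, with 2255 bp covered in the pan-NB list and 655 bp in the medulla NB list. tll, an orphan nuclear receptor gene on 3R, had 2 pan-NB peaks, both shared. They lay from 30849900 to 30852277 and from 30854124 to 30855847. The covered length at tll was 2240 bp in the pan-NB list and 1506 bp in the medulla NB list. Among all 4150 runs of as many consecutive pan-NB peaks, a share of 0.0386 had as few overlapped as hth (0.0771 two-sided). Fisher's exact test (two-sided), which takes peaks as independent, gave an unadjusted p = 0.00136 for shared against unshared pan-NB peaks at hth and elsewhere. ey, slp1, slp2, D and tll had too few peaks for either measure to set them apart, and with 1 list per condition these values describe the lists and are not a test over replicates.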

We found that although Dpn bound in proximity to all five temporal cascade TFs in all NBs (Fig 5A–E and G), the binding of Dpn was lost or significantly reduced at *hth* and *tll* in medulla NBs, and significantly increased at *ey* and *slp1* (Fig 5F). Extending this analysis to the recently described complete medulla temporal patterning TF network (Zhu *et al*, 2022) showed a significant enrichment of Dpn binding at almost all mid‐temporal identity TFs, and a significant depletion at early and late tTFs (Figs EV3A and EV4A–C). Collectively, our genomics and genetic data suggest that the mid‐temporal identity tTFs are direct targets of Dpn in the medulla and are activated upon Dpn overexpression.

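The extended network was grouped as 3 early, 10 mid and 2 late tTFs, and all 15 genes had a peak within 1 kb in both lists. Where 2 lengths are given for a gene, the pan-NB list comes first and the medulla NB list second. Of the mid tTFs, 6 had more length covered in the medulla NB list than in the pan-NB list and 4 had less. Of the early tTFs 1 had more and 2 had less, and both late tTFs had less. Among all 5769 genes with a peak in either list, 37.7% had more in the medulla NB list. The largest gains in bp among the mid tTFs were at erm, a zinc finger TF gene on 2L, with 9248 bp in the pan-NB list and 11706 bp in the medulla NB list, and at slp2. The pair-rule gene opa had 4794 bp and 5793 bp, and scro, an NK-2 homeobox gene, had 6260 bp and 6764 bp. B-H1 had 1447 bp and 2019 bp, whereas its paralog B-H2 had 3309 bp and 2352 bp. The homeobox gene hbn had 3770 bp and 1314 bp. Among the other early genes, SoxN had 955 bp and 908 bp, and dmrt99B had 1157 bp and 3312 bp. Only the part of a peak within 1 kb of a gene is counted, so at short genes the window edge can cut much of a peak. The whole peaks at SoxN were 3273 bp and 3196 bp wide in the pan-NB list and 2607 bp in the medulla NB list. At slp2 the whole peaks were 2096 bp and 2646 bp wide. gcm, the switch gene for glia, had 3 pan-NB peaks with 1090 bp and 2 medulla NB peaks with 345 bp. repo, a glial homeobox gene, had no pan-NB peak within 1 kb and 1 medulla NB peak from 18234841 to 18235321 on 3R, which overlapped a pan-NB peak beyond that distance. nerfin-1, a zinc finger gene that keeps neurons differentiated, had 2 shared peaks, with 2282 bp and 2598 bp. The medulla share of the summed covered length averaged 49.6% ± 16.9 (SD over 10 genes) at mid tTFs, 45.0% ± 31.1 (SD over 3 genes) at early tTFs and 32.12% ± 11.4 (SD over 2 genes) at late tTFs. None of these lay outside the 95% range of 10000 random gene lists matched on covered length, which ran from 31.9% to 60.4% for mid, from 17.9% to 75.8% for early and from 0% to 85.9% for late tTFs. No depletion at the 2 late tTFs could fall below a range that starts at 0%, so their comparison cannot show one. With the higher-scoring 50% of each list the mid share was 34.8%, below the 44.0% of its random lists, and with the same medulla NB peaks against the 1737 highest-scoring pan-NB peaks, an equal number, it was 45.4%, below 50.4%.

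**Figure D1:**
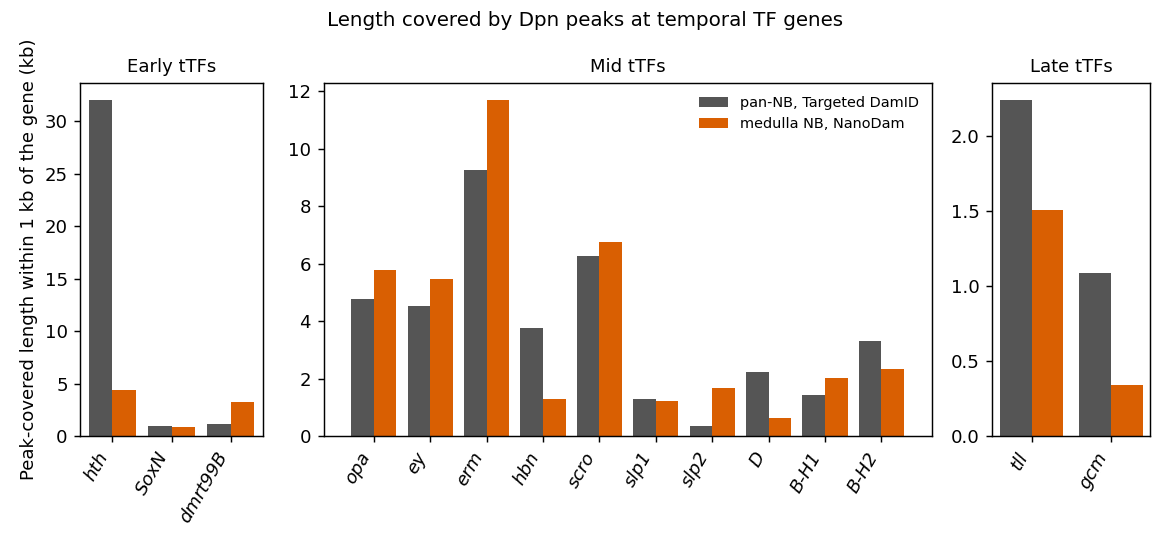
Length covered by Dpn peaks within 1 kb of each tTF gene, in kb, for early, mid and late tTFs. Grey bars are the pan-NB list and orange bars the medulla NB list, 1 list each, so there are no error bars. The y axes differ between groups. hth has the longest pan-NB bar, and 6 of 10 mid tTFs have a longer medulla NB bar.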

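Peaks at the mid tTFs were largely common to both lists. Their 10 genes had 28 pan-NB peaks, of which 26 (92.9%) overlapped a medulla NB peak. Pan-NB peaks elsewhere with matched scores gave a 95% range from 50% to 82.1%. At ey, slp1, slp2, D, opa, erm, hbn and B-H1 every pan-NB peak was shared, and 1 pan-NB peak at scro and 1 at B-H2 was not. Of the 26 pan-NB peaks at early tTFs, most of them at hth, 30.8% were shared. For comparison, the 15 genes of the neuroblast identity list, among them wor, mira and ase, had 50 pan-NB peaks, of which 78% were shared, and the Notch pathway and E(spl) list had 27, of which 85.2% were shared. Neither value exceeded the range of matched peaks. Binding at tTF genes was more frequent than at genes of matched length, where on average 36.0% of genes had a pan-NB peak and 31.0% a medulla NB peak. That is not particular to tTF genes. Neuroblast identity genes (100% in both lists) and ribosomal proteins (48.9% pan-NB, 33.0% medulla NB) also lay past the ranges of their random lists. The draws of peaks with matched scores, chosen after the data were seen, treat peaks as independent, and the medulla NB list of wild-type Dpn-GFP brains was not measured under Dpn overexpression. From the binding at mid tTF loci, together with its genetic data, the paper proposes that mid tTFs are direct targets of Dpn in the medulla and are activated when Dpn is overexpressed.

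**Figure D2:**
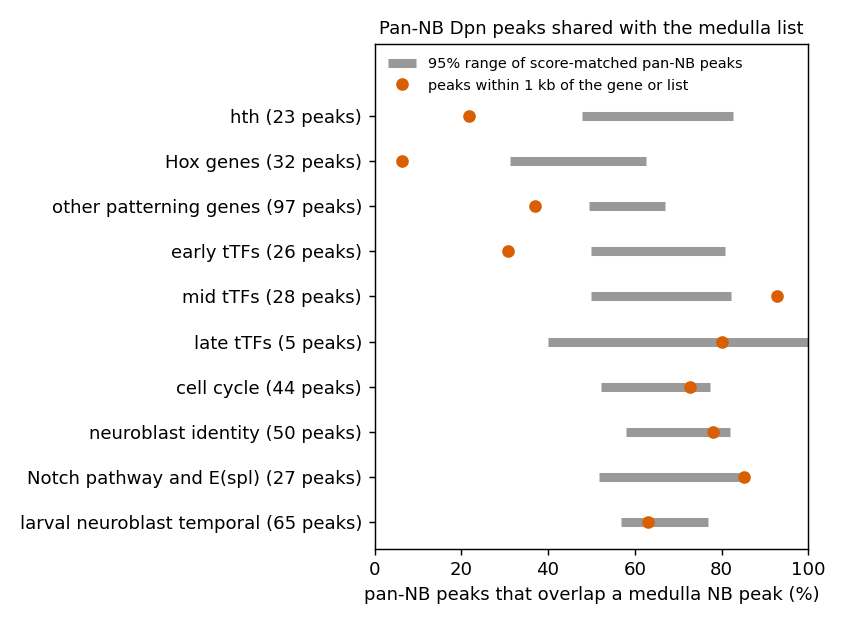
Percent of pan-NB peaks that overlap a medulla NB peak, for peaks within 1 kb of hth or of the genes of a list. Points are the observed shares and grey bars the 95% range of pan-NB peaks elsewhere with matched scores. The mid tTFs lie above their range, hth, the early tTFs, the Hox genes and other patterning genes below theirs, and the other lists shown within theirs or at its upper bound.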

**Figure 5:**
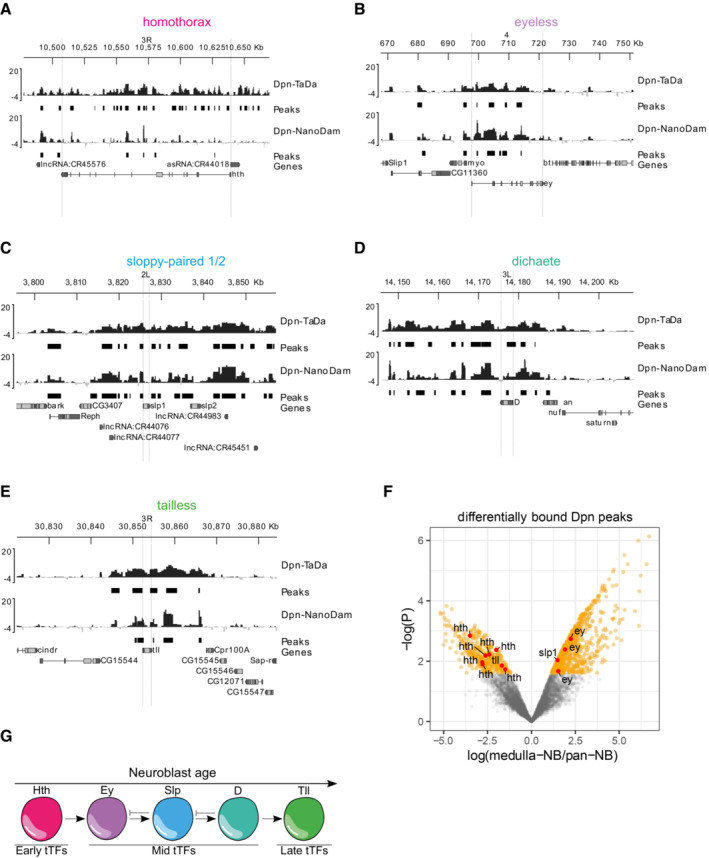
Dpn binds to tTFs with preference to mid‐tTFs A–EMean Targeted DamID Dpn (pan‐neuroblast, NB) and Dpn‐NanoDam (medulla specific) binding profiles (log2(Dam‐fusion/Dam) are shown for the optic lobe temporal TFs (A) homothorax (B) eyeless (C) sloppy‐paired 1/2 (D) dichaete and (E) tailess. Peaks with FDR < 0.01 are shown.FVolcano plot of differentially‐bound Dpn peaks in the medulla show that Dpn preferentially bind preferentially to mid‐tTFs Slp1/2 and Ey, but not to early or late tTFs Hth or Tll.GSchematic representation of temporal series in NBs. NBs express temporal transcription factors (tTFs; Hth, Ey, Slp, D, Tll) as they age.

**Figure EV3:**
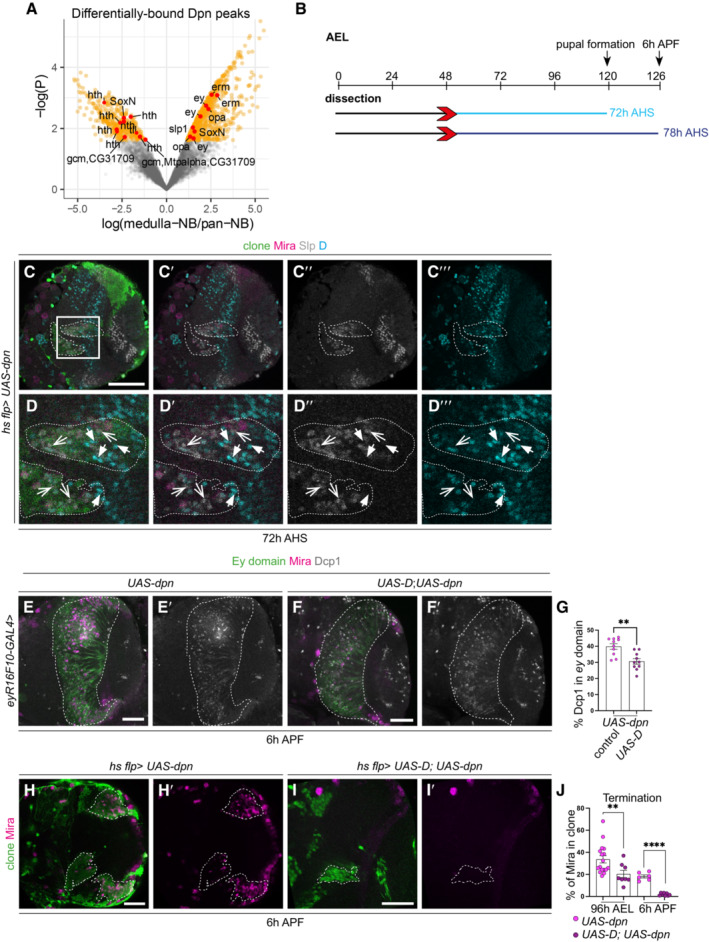
Slp and D are expressed in complementary patterns and *UAS‐D* promotes premature termination of *UAS‐dpn* ectopic NBs AVolcano plot of differentially bound by Dpn in the medulla. The temporal transcription factors (tTFs) depicted here include the more comprehensive network of transcription factors from Zhu *et al* (2022).BSchematic depicting the heat shock regimes used in (C–D‴ and H–I′). Clones were induced via heat shock (red arrows) at 48 h and dissected 72 h (light blue) or 78 h (6 h APF, dark blue) after heat shock.C–D‴Representative images of the deep medulla neuronal layer in the larval optic lobe, where *UAS‐dpn* generated by *hs flp*, express complementary patterns of Slp and D expression. (D–D‴) are magnified of (C–C‴). At 72 h after clone induction, Mira^+^neuroblasts (NBs) express Slp or D. Open arrow heads represent NBs that express Slp and not D. Closed arrow heads represent NBs that express D and not Slp. Miranda (Mira, magenta), D (cyan), Slp (grey).E–F′Representative images of the deep medulla neuronal layer in the larval optic lobe, where less cell death as detected by Death caspase 1 (Dcp1, grey) is found in ectopic NBs (Mira (magenta)) induced via *UAS‐D*; *UAS‐dpn* compared to *UAS‐dpn* (driven by *eyR16F10‐GAL4*). Quantified in (G).GQuantification of % Dcp1^+^ cells within the *eyR16F10‐GAL4* expression domain in the deep section of *UAS‐dpn* or *UAS‐D*; *UAS‐dpn* (calculated as the ratio of Dcp1^+^ cell volume within *eyR16F10‐GAL4* domain). *UAS‐dpn n* = 10, m = 39.87 ± 1.720, *UAS‐D*; *UAS‐dpn n* = 10, m = 30.59 ± 1.715.H–I′Representative images of the deep medulla neuronal layer in the larval optic lobe, where *UAS‐dpn* or *UAS‐D; UAS‐dpn* clones are induced via *hs flp*. NBs are marked by stem cell marker, Mira (magenta). At 96 h AEL and 6 h APF, NBs underwent premature terminal differentiation upon overexpression of (D), quantified in (J).JQuantification of % Mira^+^ cells in control *UAS‐dpn* and *UAS‐D; UAS‐dpn* clones (calculated as the ratio of Mira^+^ cell volume as a percentage of total clone volume). 72 h (*UAS‐dpn n* = 17, m = 33.62 ± 3.243, *UAS‐D; UAS‐dpn n* = 8, m = 20.38 ± 3.307). 78 h (*UAS‐dpn n* = 6, m = 18.3 ± 1.46, *UAS‐D; UAS‐dpn n* = 8, m = 1.859 ± 0.4215). Data information: Data are represented as mean ± SEM. *P*‐values were obtained performing unpaired *t*‐test, and Welch correction was applied in case of unequal variances. ****P < 0.0001, **P < 0.005. Scale bars: 50 μm.

**Figure EV4:**
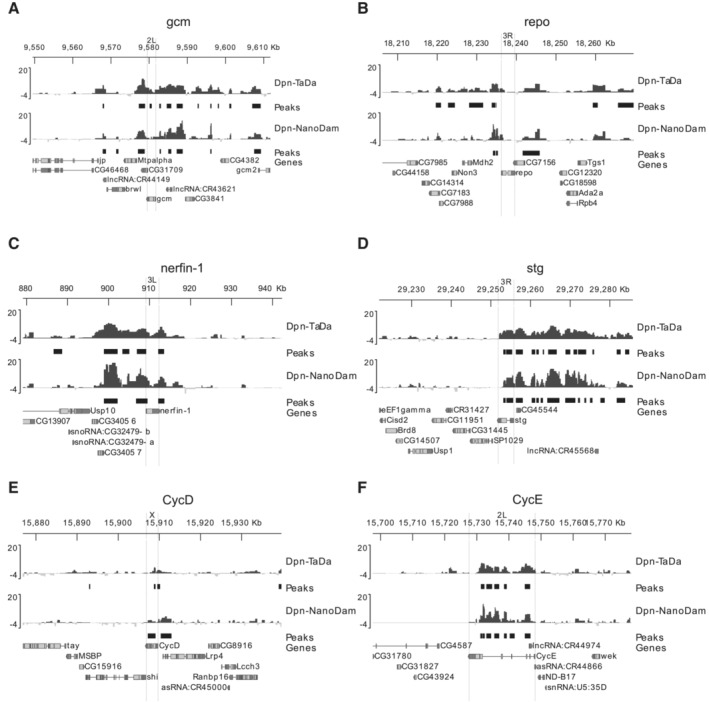
Dpn binds to tTFs and cell cycle loci A–FMean Targeted DamID and Dpn‐NanoDam Dpn binding profiles (log2(Dam‐fusion/Dam)) are shown for the optic lobe temporal TFs (A) gcm, (B) repo, (C) nerfin‐1; and for the cell cycle genes (D) stg, (E) CycD and (F) CycE. peaks with FDR < 0.01 are shown.

### Dichaete triggers the re‐initiation of the temporal series

The mid‐temporal identity tTFs form a mutually exclusive regulatory network, where the expression of one inhibits the others (Li *et al*, 2013; Suzuki *et al*, 2013; Zhu *et al*, 2022). Consistent with this, we found that D and Slp were expressed in a complementary pattern in *UAS‐Dpn* clones, where high expression of D correlated with low expression of Slp (Fig EV3B–D‴, closed arrows), and vice versa (Fig EV3B–D‴, open arrows). Next, we investigated whether inhibiting Slp expression via overexpression of D was sufficient to promote temporal progression in stalled Dpn‐overexpressing NBs. Overexpression of D in *UAS‐dpn* clones caused a significant reduction in Slp expression, and a corresponding increase in Tll expression in NBs, indicating that D can promote NB temporal progression towards a late temporal identity (Fig 6A–B″, F and I). This also induced an increase in the production of Tll^+^ neurons and Repo^+^ glial cells (Fig 6G–H″, J and K), indicating that D promoted NB temporal progression towards a late temporal fate. While a reduction in Toy^+^ progeny was also observed (Fig 6C–E′), this reduction was not significant, as neurons produced by D^+^ NBs can also express Toy (Bertet *et al*, 2014). Consistent with the model that D causes premature termination of the neurogenesis programme, we found that D overexpression in *UAS‐dpn* NBs did not increase cell death (Fig EV3E–G), but an earlier cessation of neurogenesis, as indicated by a reduction in Mira^+^ cells at 6 h APF (*eyR16F10‐GAL4* (Fig 6L–N), flp‐out clones (Fig EV3H–J)).

**Figure 6:**
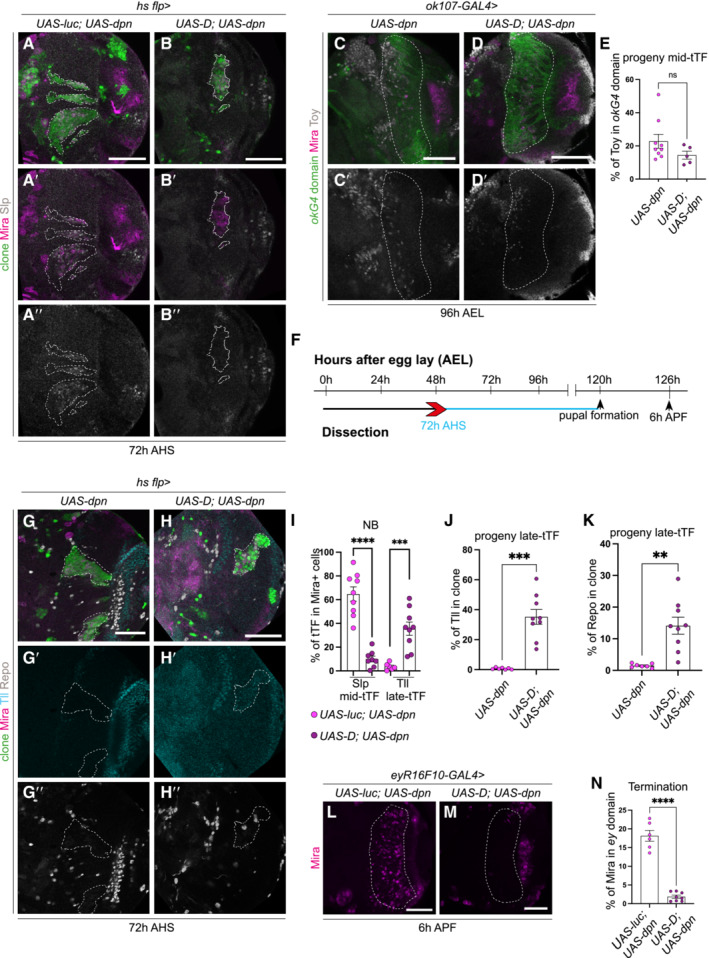
Dichaete triggers the re‐initiation of the temporal series A–H″(A–B″ and G–H″) Representative images of deep medulla neuronal layer in the larval optic lobe, in which *UAS‐luc*; *UAS‐dpn* and *UAS‐D; UAS‐dpn* are expressed in clones by *hs flp*, and stained with the stem cell marker, Miranda (Mira, magenta), and/or Slp, Tll or Repo (grey). (A–B″) At 72 h after clone induction, Mira^+^neuroblasts (NBs) within *UAS‐luc; UAS‐dpn* clones express Slp; Mira^+^ NBs within *UAS‐D; UAS‐dpn* clones do not express Slp, quantified in (I). (C–D′) Representative images of deep medulla neuronal layer in the larval optic lobe, in which *UAS‐dpn* and *UAS‐D; UAS‐dpn* are expressed in the *ok107‐GAL4* expression domain, and stained with the stem cell marker, Mira (magenta), and mid‐temporal progeny marker, Toy‐GFP (grey). Fewer Toy^+^ cells were recovered within the *ok107‐GAL4* domain (outlined) in *UAS‐D; UAS‐dpn* compared to *UAS‐dpn*, quantified in (E). (E) Quantification of % Toy^+^ cells within *ok107‐GAL4* expression domain in *UAS‐dpn* and *UAS‐D; UAS‐dpn* (calculated as the ratio of Toy^+^ cell volume as a percentage of total *ok107‐GAL4* domain volume). *UAS‐dpn n* = 9, m = 22.78 ± 4.174, *UAS‐D; UAS‐dpn n* = 5, m = 14.42 ± 2.394. (F) Timeline depicting the age of ectopic neuroblasts. Pupal formation occurs at 120 h AEL. Pupae are dissected at 126‐h AEL (6‐h APF). Heat shock regime for (A–B″) and (G–H″). Clones were induced by heat shock (red) at 48 h AEL and dissected at 72‐h (blue) after heat shock. (G–H″) At 72 h after clone induction, more Tll^+^ and Repo^+^ cells were recovered within *UAS‐D; UAS‐dpn* clones compared to *UAS‐dpn* clones, quantified in (I–K).IQuantification of % of Slp^+^ or Tll^+^ cells in Mira^+^ cells *UAS‐luc; UAS‐dpn* clones compared to *UAS‐D; UAS‐dpn* clones (expressed as the ratio between tTF^+^ volume and total Mira^+^ volume within a clone). Slp (*UAS‐luc; UAS‐dpn n* = 9, m = 64.72 ± 6.045, *UAS‐D; UAS‐dpn n* = 8, m = 9.99 ± 2.463), Tll (*UAS‐luc; UAS‐dpn n* = 6, m = 3.584 ± 1.187, *UAS‐D; UAS‐dpn n* = 9, m = 35.53 ± 5.596).J, KQuantification of % Tll^+^ or Repo^+^ cells within *UAS‐dpn* clones compared with *UAS‐D; UAS‐dpn* clones (calculated as the ratio of Tll^+^ or Repo^+^ cell volume as a percentage of total clone volume). Tll (*UAS‐dpn n* = 7, m = 0.7198 ± 0.2389, *UAS‐D; UAS‐dpn n* = 9, m = 35.22 ± 4.917), Repo (*UAS‐dpn n* = 7, m = 1.488 ± 0.2368, *UAS‐D; UAS‐dpn n* = 9, m = 14.13 ± 2.672).L, MMira^+^ NBs are present in deep sections of *UAS‐dpn* driven by *eyR16F10‐GAL4* at 126 h but are absent in *UAS‐D; UAS‐dpn*, quantified in (N).NQuantification of % Mira cells within *eyR16F10‐GAL4* expression domain in *UAS‐dpn* and *UAS‐D; UAS‐dpn* (calculated as the ratio of Mira^+^ cell volume as a percentage of total *eyR16F10‐GAL4* domain volume). *UAS‐dpn n* = 6, m = 18.13 ± 1.46, *UAS‐D; UAS‐dpn n* = 8, m = 1.859 ± 0.4215. Data information: Data are represented as mean ± SEM. *P*‐values were obtained via unpaired *t*‐test, and Welch's correction was applied in cases of unequal variances. ****P < 0.0001, ***P < 0.001, **P < 0.005. Scale bars: 50 μm.

### Temporal progression of dedifferentiated neuroblasts is regulated by the cell cycle

Cell division is essential for neurogenesis, and the progression through the cell cycle is important for temporal transition in Type I NBs (van den Ameele & Brand, 2019). We performed an EdU pulse chase experiment, which showed that *UAS‐dpn* clones produced significantly fewer progeny compared with control clones (the number of EdU^+^ cells was normalised to the number of NBs), suggesting that the pace of the cell cycle was slower in dedifferentiated NBs compared with wild‐type NBs (Fig 7A–B″, D and E). In addition, our DamID analysis showed that the cell cycle genes *cyclin D* (*cycD*), cyclin E (*cycE*) and *string* (*stg*) are direct targets of Dpn (Fig EV4D–F). Therefore, it is possible that Dpn can directly inhibit cell cycle progression, which in turn prevents temporal transition. To test this hypothesis, we overexpressed the key cell cycle regulators E2F transcription factor 1 (E2f1) and CycE, which can promote cell cycle progression at both the G2/M and G1/S check points (Fig 7L). This manipulation induced a small increase in Mira^+^ NBs (Fig 7G–I) and was able to promote temporal progression in Dpn‐expressing NBs, as indicated by fewer Slp^+^ NBs and a significant increase in Repo^+^ glial cells (Fig 7G–H‴, J and K).

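Dpn peaks lay within 1 kb of all 3 cell cycle genes in both lists. Lengths are given for the pan-NB list first and the medulla NB list second. stg, the Cdc25 phosphatase gene that triggers entry into mitosis, had 3 pan-NB and 3 medulla NB peaks on 3R, all shared, with 2645 bp and 2811 bp covered. The highest-scoring of the medulla NB peaks at stg ran from 29256286 to 29258045. CycE, the cyclin that drives entry into S phase, had 5 pan-NB peaks inside the gene on 2L, all shared, and 7 medulla NB peaks, 6 of them shared. They covered 6946 bp and 8455 bp. Its highest-scoring medulla NB peak, from 15731834 to 15732451, had rank 44 in its list. CycD, the partner of Cdk4 in G1, had lower-ranking peaks on the X chromosome, 2 in each list with 1 shared. Its highest-scoring peak had rank 2136 in the pan-NB list and rank 2197 in the medulla NB list, and with the higher-scoring 50% of each list it had 0 peaks in both. In a list of 30 cell cycle genes, 21 (70%) had a peak within 1 kb in the pan-NB list and 21 in the medulla NB list, 18 of them in both. Random lists of genes of matched length had 29.0% and 24.7% on average, with 95% ranges up to 46.7% and 40%, and the cell cycle list lay above all 10000 of them in both. The random lists match gene length only, and the result is not particular to cell cycle genes. Neuroblast identity genes (100% in both) and ribosomal proteins (48.9% and 33.0%) also lay past their ranges, whereas general neuronal genes, glia and other tissues did not. Ranked by their highest-scoring peak, the first 4 cell cycle genes were fzr, dap, CycB and stg in the pan-NB list and E2f1, dap, CycE and CycB3 in the medulla NB list. Covered lengths were 2596 bp and 1831 bp at dap, a CDK inhibitor gene, 12882 bp and 15314 bp at E2f1, 1002 bp and 945 bp at fzr, an activator of the anaphase-promoting complex, 2728 bp and 1076 bp at CycB, and 1514 bp and 2121 bp at CycB3. Myt1, Orc1 and Orc2 had a peak only in the pan-NB list, and Cdk1, aurA and twe only in the medulla NB list, where the peak at twe overlapped a pan-NB peak that lay beyond 1 kb of the gene. Cdk2, E2f2, Wee1, Mcm5, PCNA and geminin had none. Of the 44 pan-NB peaks at cell cycle genes 72.7% were shared, within the range of matched peaks. A peak marks where Dpn was near the gene and gives no measure of its transcription.

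**Figure D3:**
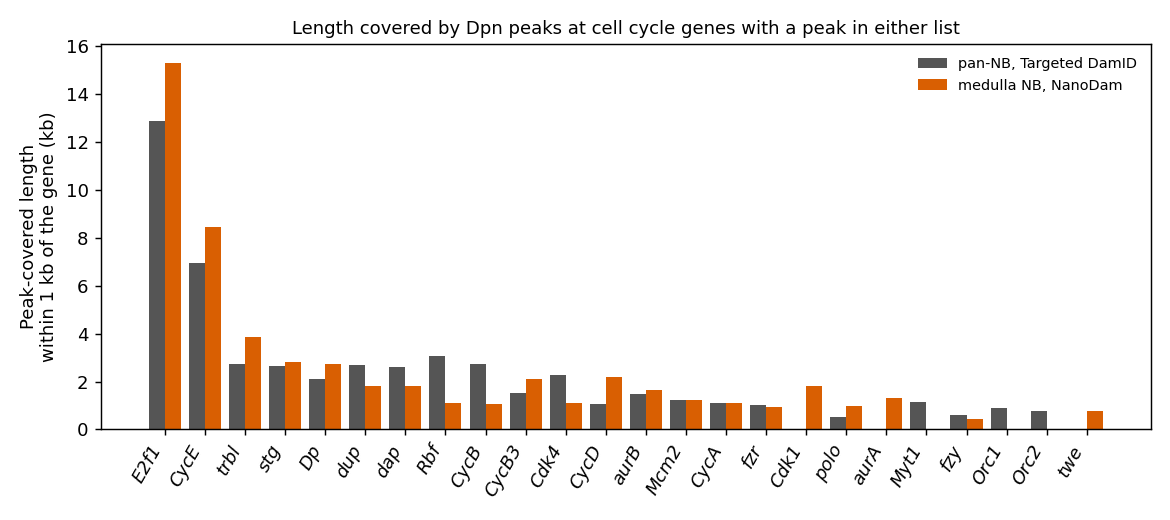
Length covered by Dpn peaks within 1 kb of the 24 cell cycle genes with a peak in either list, in kb, ordered by the sum of both. Grey bars are the pan-NB list and orange bars the medulla NB list, 1 list each, so there are no error bars. E2f1 and CycE have the longest bars.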

**Figure 7:**
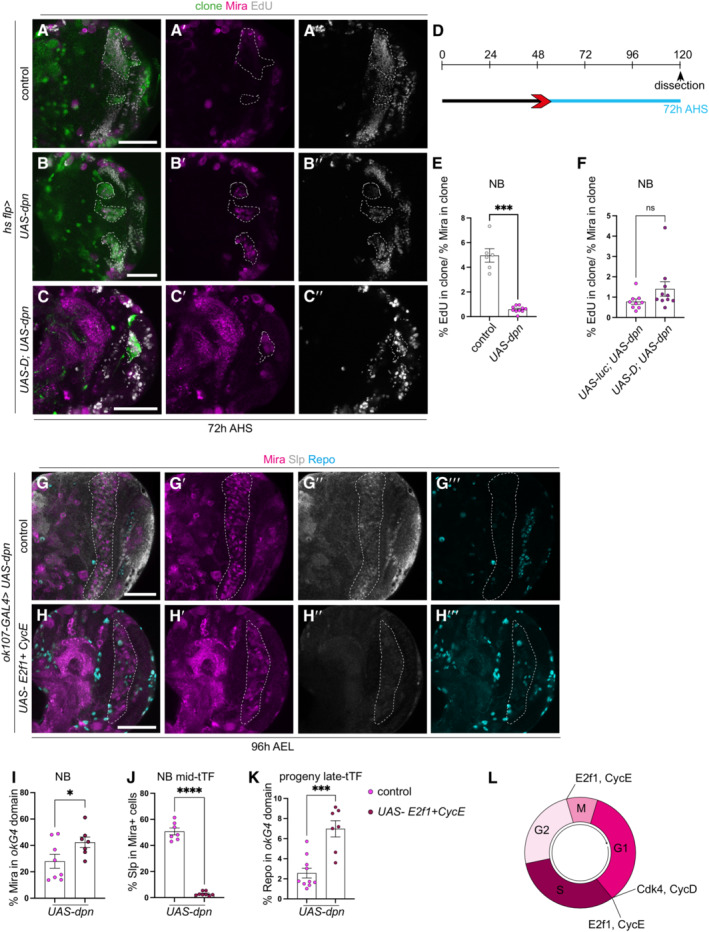
Temporal progression of dedifferentiated NBs is regulated by the cell cycle A–C″Representative images of the deep medulla neuronal layer in the larval optic lobe, in which control (*UAS‐luc*) and *UAS‐dpn* and *UAS‐D*; *UAS‐dpn* are expressed in *hs flp* clones (72 h after clone induction). Miranda (Mira, magenta) and EdU (grey). Despite increased number of Mira^+^ cells in *UAS‐dpn* compared to control, each neuroblast (NB) underwent slower cell cycle progression, as indicated by EdU^+^ incorporation. Quantified in (E). This slow cell cycle speed was not rescued in *UAS‐D; UAS‐dpn* clones. Quantified with *UAS‐luc*; *UAS‐dpn* in (F).DHeat shock regime for (A–C″). Clones were induced by heat shock (red) at 48‐h AEL and dissected 72‐h (blue) after heat shock.EQuantification of % of EdU‐positive cells in control (*UAS‐luc*) and *UAS‐dpn* clones (expressed as the amount of EdU^+^ cells per Mira^+^ volume within the clone). Control *n* = 6, m = 4.96 ± 0.5433, *UAS‐dpn n* = 10, m = 0.5927 ± 0.08484.FQuantification of % of EdU‐positive cells in *UAS‐luc; UAS‐dpn* and *UAS‐D; UAS‐dpn* clones (expressed as the amount of EdU^+^ cells per Mira^+^ volume within the clone). *UAS‐luc; UAS‐dpn n* = 9, m = 0.7807 ± 0.1311, *UAS‐D; UAS‐dpn n* = 10, m = 0.4866 ± 0.3579.G–H‴Representative images of the deep medulla neuronal layer in the larval optic lobe, where *UAS‐ E2f1; UAS‐ CycE*; *UAS‐dpn* or *UAS‐dpn* are expressed in the *ok107‐GAL4* domain (outlined), and stained with the stem cell marker, Mira (magenta), mid‐tTF, Slp (grey) and late progeny marker, Repo (Cyan). Quantified in (I–K). *UAS‐dpn* NBs express Slp and do not create Repo^+^ progeny, whereas *UAS‐ E2f1*; *UAS‐ CycE*; *UAS‐dpn* NBs do not express Slp and create Repo^+^ progeny.IQuantification of % Mira^+^ cells within *ok107‐GAL4* expression domain in *UAS‐dpn* control and *UAS‐ E2f1*; *UAS‐ CycE*; *UAS‐dpn* (calculated as the ratio of Mira^+^ cell volume as a percentage of total *ok107‐GAL4* volume). *UAS‐dpn* control *n* = 8, m = 27.99 ± 5.288, *UAS‐ E2f1*; *UAS‐ CycE*; *UAS‐dpn n* = 7, m = 42.37 ± 3.999.JQuantification of % Slp^+^ cells in Mira‐positive cells within the *ok107‐GAL4* expression domain in *UAS‐dpn*; *UAS luc* and *UAS‐E2f1*; *UAS‐CycE*; *UAS‐dpn* (calculated as the ratio of Slp^+^ cellular volume as a percentage of total Mira^+^ volume within *ok107‐GAL4* domain). *UAS‐dpn* control *n* = 7, m = 50.76 ± 2.582, *UAS‐E2f1*; *UAS‐CycE*; *UAS‐dpn n* = 8, m = 2.907 ± 0.5755.KQuantification of % Repo^+^ progeny in within the *ok107‐GAL4* expression domain in *UAS‐dpn*; *UAS luc* and *UAS‐E2f1*; *UAS‐CycE*; *UAS‐dpn* (calculated as the ratio of Repo^+^ cellular volume within *ok107‐GAL4* domain). *UAS‐dpn* control *n* = 10, m = 2.567 ± 0.491, *UAS‐E2f1*; *UAS‐CycE*; *UAS‐dpn n* = 7, m = 6.977 ± 0.8049.LSchematic representation of the cell cycle. Cdk4/CycD and E2f/CycE play roles in G1/S phase transition. E2f/ CycE play a role in G1/S and G2/M phase transitions. Data information: Data are represented as mean ± SEM. *P*‐values were obtained performing unpaired *t*‐test, and Welch's correction was applied in case of unequal variances. ****P < 0.0001, ***P < 0.001, **P < 0.005, *P < 0.05. Scale bars: 50 μm.

Interestingly, overexpression of CycD and Cyclin‐dependent kinase 4 (Cdk4), which promotes G1/S progression (Fig 7L), had an even stronger effect on temporal transition, resulting in premature neurogenesis (Appendix Fig S2B–D) to gliogenesis (Appendix Fig S2E–G) at 96h AEL. As both D and cell cycle genes can promote temporal progression in *UAS‐dpn* clones, we next assessed whether *UAS‐D* also affected cell cycle progression in *UAS‐dpn* clones. By performing an EdU pulse chase assay, we found that D overexpression did not significantly increase the rate of neuronal production in dedifferentiated NBs (Fig 7C–C″ and F). Together, this data suggest that in the OL, cell cycle progression lies upstream of the temporal series, to promote the generation of neurons.

### Notch, Lola and Nerfin‐1‐mediated dedifferentiation also causes temporal series progression defects

To determine whether dedifferentiated NBs commonly exhibit defects in their temporal identity, we next examined other models of neuronal dedifferentiation. Notch (N) lies upstream of Dpn (San‐Juán & Baonza, 2011) and is a Nerfin‐1 target gene. N activation phenocopied loss of Nerfin‐1, resulting in neuron to NB dedifferentiation (Vissers *et al*, 2018; Fig 8A–E). Furthermore, it was recently shown that the N pathway regulates Slp1 and Slp2 expression in medulla NBs through direct binding to Slp1/2 enhancers (preprint: Ray & Li, 2021). To test whether N activation, such as Dpn overexpression, stalled tTF progression, we assessed Slp expression in medulla regions where *UAS‐N* ^*ACT*^ was expressed under the control of *eyR16F10‐GAL4*. We found that the ectopic NBs induced via N^ACT^ exhibited significantly increased expression of the mid‐tTF Slp (Fig 8C–C‴ and F), and resulted in an increase in the number of Toy^+^ neurons (Fig 8I–J′). Similar to Dpn overexpression, dedifferentiated NBs caused by N activation failed to undergo timely terminal cell cycle exit. At 24 h APF, when all wild‐type NBs have exited the cell cycle, NBs generated via N^ACT^ continued to persist (Appendix Fig S2A and H). Next, we asked whether overexpression of D, known to repress Slp, could re‐initiate temporal progression, restore neuronal progeny composition and complete timely terminal differentiation in Notch‐mediated dedifferentiation. Overexpression of D did not significantly affect the rate of dedifferentiation (Fig 8E), but significantly increased the proportion of NBs that expressed the late‐tTF Tll and reduced the proportion of NBs that expressed the mid‐tTF Slp (Fig 8F and G). Consequently, this also resulted in an increase in the amount of Tll^+^ neurons (Fig 8D–D‴ and H) and a reduction in Toy^+^ progeny (Fig 8I–K′).

**Figure 8:**
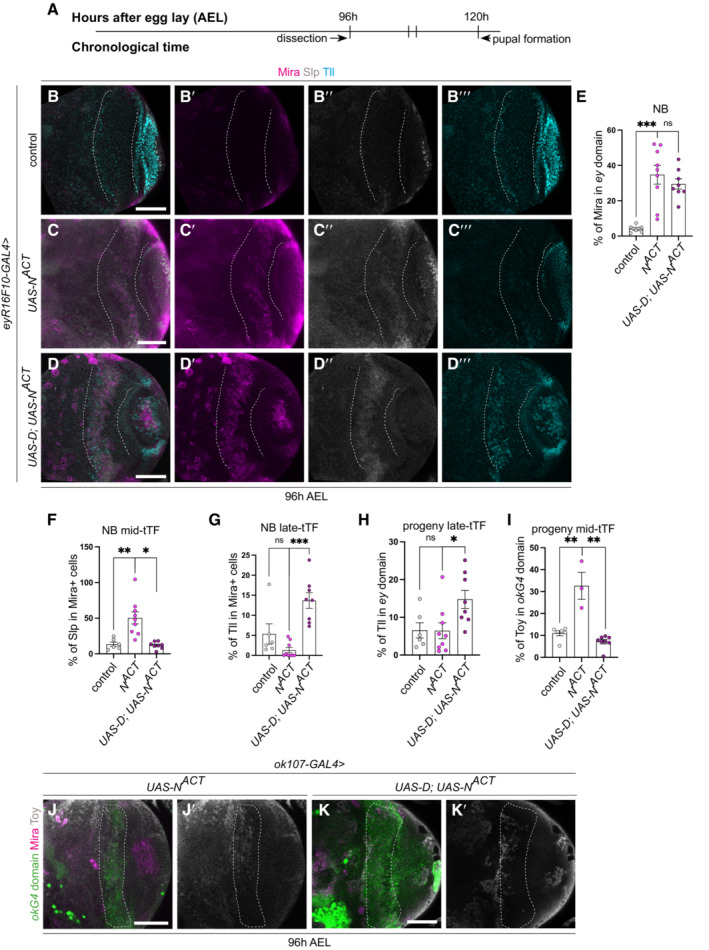
Dichaete re‐initiates the temporal series in dedifferentiated NBs caused by Notch activation ATimeline depicting age of ectopic neuroblasts (NBs). Larvae are dissected at 96 h AEL.B–D‴Representative images of the deep medulla neuronal layer in the larval optic lobe, in which control (*UAS‐luc*), *UAS‐N* ^*ACT*^, and *UAS‐D; UAS‐N* ^*ACT*^ are driven by *eyR16F10‐GAL4* (outlined). Miranda (Mira, magenta), Sloppy paired (Slp, grey), Tailless (Tll, cyan). *UAS‐N* ^*ACT*^ NBs express Slp and not Tll. *UAS‐D; UAS‐N* ^*ACT*^ NBs express Slp and Tll, quantified in (E–H).EQuantification of % Mira‐positive cells within *eyR16F10‐GAL4* expression domain in control, *UAS‐N* ^*ACT*^, and *UAS‐D; UAS‐N* ^*ACT*^ (calculated as the ratio of Mira^+^ cell volume as a percentage of total volume of *eyR16F10‐GAL4* domain). Control *n* = 6, m = 4.077, ±2.103, *UAS‐N* ^*ACT*^ *n* = 9, m = 34.71, ±5.271, *UAS‐D*; *UAS‐N* ^*ACT*^ *n* = 8, m = 29.5, ±2.931.F, GQuantification of % Slp^+^ or Tll^+^ cells in Mira‐positive cells within the *eyR16F10‐GAL4* expression domain in control, *UAS‐N* ^*ACT*^, and *UAS‐D; UAS‐N* ^*ACT*^ (calculated as % of Slp^+^ or Tll^+^ cellular volume that are also Mira^+^ within *eyR16F10‐GAL4* domain). Slp (Control *n* = 6, m = 13.62 ± 2.974, *UAS‐N* ^*ACT*^ *n* = 9, m = 13.62 ± 2.974, *UAS‐D*; *UAS‐N* ^*ACT*^ *n* = 8, m = 11.98 ± 1.741), Tll (Control *n* = 6, m = 5.363 ± 2.531, *UAS‐N* ^*ACT*^ *n* = 9, m = 1.316 ± 0.643, *UAS‐D*; *UAS‐N* ^*ACT*^ *n* = 8, m = 13.71 ± 1.955).HQuantification of % Tll^+^ cells within *eyR16F10‐GAL4* expression domain in control,*UAS‐N* ^*ACT*^, and *UAS‐D; UAS‐N* ^*ACT*^ (calculated as the ratio of Tll^+^ cellular volume as a percentage of total volume of *eyR16F10‐GAL4* domain). Control *n* = 6, m = 6.554 ± 2.018, *UAS‐N* ^*ACT*^ *n* = 9, m = 6.449 ± 2.099, *UAS‐D*; *UAS‐N* ^*ACT*^ *n* = 8, m = 14.77 ± 2.404.IQuantification of % Toy^+^ cells within *ok107‐GAL4* expression domain in control (*UAS‐luc*), *UAS‐N* ^*ACT*^ and *UAS‐ N* ^*ACT*^ *; UAS‐dpn* (calculated as the ratio of Toy^+^ cell volume as a percentage of total *ok107‐GAL4* domain volume). The column for Control uses the same data points as in Fig 3K. Control *n* = 6, m = 11.03 ± 1.169, *UAS‐N* ^*ACT*^ *n* = 3, m = 32.65 ± 6.176, *UAS‐N* ^*ACT*^ *; UAS‐dpn n* = 8, m = 7.178 ± 1.023).J–K′Representative images of the deep medulla neuronal layer in the larval optic lobe, in which *UAS‐N* ^*ACT*^ and *UAS‐N* ^*ACT*^ *; UAS‐dpn* are driven by *ok107‐GAL4* (marked by GFP and outlined) and stained with the stem cell marker, Mira (magenta), and mid‐temporal progeny marker, Toy‐GFP (grey). Fewer cells express Toy^+^ in *UAS‐N* ^*ACT*^ *; UAS‐dpn* compared to *UAS‐N* ^*ACT*^, quantified in (I). Data information: Data are represented as mean ± SEM. *P*‐values were obtained performing unpaired *t*‐test, and Welch's correction was applied in case of unequal variances. ****P < 0.0001, ***P < 0.001, **P < 0.005. Scale bars: 50 μm.

We next asked whether dedifferentiation mediated by the downregulation of Lola also stalled the temporal series. As previously reported, the expression of *lola‐*RNAi caused neuron to NB dedifferentiation in the medulla (Fig 9A–E, Southall *et al*, 2014; Zhu *et al*, 2022). Furthermore, the dedifferentiated NBs expressed the mid‐temporal series marker Slp (Fig 9A–F), which produced an excess of Toy^+^ neurons (Fig 9A–C‴ and G), at the expense of Tll^+^ neurons and Repo^+^ glial cells (Fig 9H–J‴, K and L). Overexpression of D, known to repress Slp, was able to promote the re‐initiation of the temporal series, by reducing Slp expressing (Fig 9F), triggering the onset of Tll in the dedifferentiated NBs (Fig 9K), and the production of Tll^+^ neurons and Repo^+^ glial cells (Fig 9L), however, not Toy^+^ neurons (Fig 9G). Together, our data suggest that D overexpression can promote temporal progression stalled via Dpn overexpression, Notch activation or Lola knockdown.

**Figure 9:**
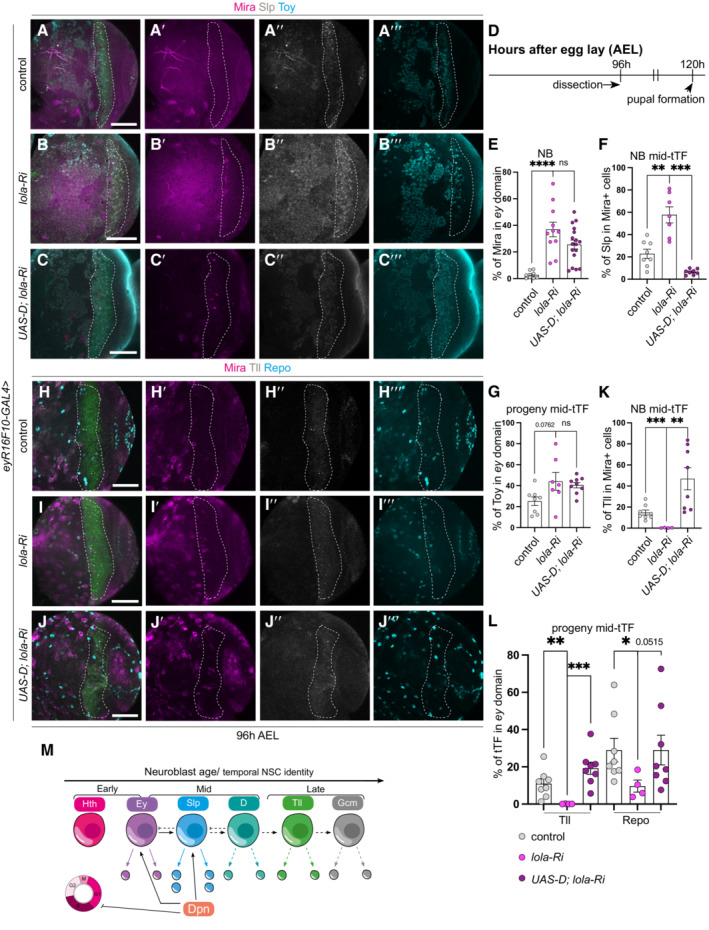
Dichaete re‐initiates the temporal series in dedifferentiated NBs caused by the loss of Lola A–C‴Representative images of the deep medulla neuronal layer in the larval optic lobe, in which control (*UAS‐lacz*), *lola‐Ri*, and *UAS‐D; lola‐Ri* are driven by *eyR16F10‐GAL4* (outlined). Miranda (Mira, magenta), Sloppy‐paired (Slp, grey), Twin of eyeless (Toy, cyan). *lola‐Ri* induces ectopic Mira^+^neuroblasts (NBs) in the deep medulla layers, compared to control, quantified in (E). Dedifferentiated *lola‐Ri* NBs express excess Slp, fewer Tll, and slightly more Toy^+^ neurons compared to control. *UAS‐D; lola‐Ri* NBs express less Slp and similar amount of Toy in *eyR16F10‐GAL4* domain compared to *lola‐Ri* alone, quantified in (F, G).DTimeline depicting the age of ectopic neuroblasts (NBs). Larvae are dissected at 96 h AEL.EQuantification of % Mira‐positive cells within *eyR16F10‐GAL4* expression domain in control, *lola‐Ri*, and *UAS‐D; lola‐Ri* (calculated as the ratio of Mira^+^ cell volume as a percentage of total volume of *eyR16F10‐GAL4* domain). Control *n* = 8, m = 2.717, ±0.9933, *lola‐Ri n* = 11, m = 36.95, ±5.447, *UAS‐D*; *lola‐Ri n* = 17, m = 25.57, ±3.303.FQuantification of % Slp^+^ cells in Mira‐positive cells within the *eyR16F10‐GAL4* expression domain in control, *lola‐Ri*, and *UAS‐D; lola‐Ri* (calculated as % of Slp^+^ cellular volume that are also Mira^+^ within *eyR16F10‐GAL4* domain). Control *n* = 8, m = 22.80 ± 4.065, *lola‐Ri n* = 7, m = 57.68 ± 7.234, *UAS‐D*; *lola‐Ri n* = 8, m = 6.482 ± 0.8840.GQuantification of % Toy^+^ cells within *eyR16F10‐GAL4* expression domain in control, *lola‐Ri*, and *UAS‐D; lola‐Ri* (calculated as the ratio of Toy^+^ cellular volume as a percentage of total volume of *eyR16F10‐GAL4* domain). Control *n* = 8, m = 25.14 ± 4.109, *lola‐Ri n* = 7, m = 44.16 ± 8.518, *UAS‐D*; *lola‐Ri n* = 9, m = 40.53 ± 2.633.H–J‴Representative images of the deep medulla neuronal layer in the larval optic lobe, in which control (*UAS‐lacz*), *lola‐Ri*, and *UAS‐D; lola‐Ri* are driven by *eyR16F10‐GAL4* (outlined). Miranda (Mira, magenta), Tailless (Tll, grey), Reversed polarity (Repo, cyan). *lola‐Ri* NBs express less Tll compared with control. There are fewer Tll^+^ and Repo^+^ progeny in the *eyR16F10‐GAL4* domain in *lola‐Ri* compared to control. *UAS‐D; lola‐Ri* NBs express more Tll as well as more Tll^+^ and Repo^+^ progeny in *eyR16F10‐GAL4* domain compared to *lola‐Ri* alone, quantified in (K, L).KQuantification of % Tll^+^ cells in Mira‐positive cells within the *eyR16F10‐GAL4* expression domain in control, *lola‐Ri*, and *UAS‐D; lola‐Ri* (calculated as % of Tll^+^ cellular volume that are also Mira^+^ within *eyR16F10‐GAL4* domain). Control *n* = 8, m = 14.82 ± 2.400, *lola‐Ri n* = 4, m = 0.2982 ± 0.1217, *UAS‐D*; *lola‐Ri n* = 8, m = 46.85 ± 10.46.LQuantification of % Tll^+^ and Repo cells within *eyR16F10‐GAL4* expression domain in control, *lola‐Ri*, and *UAS‐D; lola‐Ri* (calculated as the ratio of Tll^+^ and Repo^+^ cellular volume as a percentage of total volume of *eyR16F10‐GAL4* domain). Tll (Control *n* = 8, m = 10.94 ± 2.629, *lola‐Ri n* = 4, m = 0.1024 ± 0.05082, *UAS‐D*; *lola‐Ri n* = 8, m = 19.26 ± 3.264), Repo (Control *n* = 8, m = 28.95 ± 6.330, *lola‐Ri n* = 4, m = 9.648 ± 3.228, *UAS‐D*; *lola‐Ri n* = 8, m = 29.00 ± 7.984).MUpon Dpn overexpression, ectopic NBs were induced. These ectopic NBs expressed the mid‐temporal tTF, Slp, and did not express early tTFs or late tTFs. Consequently, an excess of progeny was produced from the Slp^+^ temporal window at the expense of the progeny produced from late tTF time windows. DamID analysis demonstrated that Dpn directly bind to Ey and Slp, but not to Hth or Tll. Therefore, Dpn may be directly responsible for the increased expression of mid‐temporal identity TFs in dedifferentiated NBs at the expense of early or late temporal TFs. Data information: Data are represented as mean ± SEM. *P*‐values were obtained performing unpaired *t*‐test, and Welch's correction was applied in case of unequal variances. ****P < 0.0001, ***P < 0.001, **P < 0.005, *P < 0.05. Scale bars: 50 μm.

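In the medulla NB list, ey and slp had peaks, and so did hth and tll. The highest-scoring peak at ey had a score of 12.87 and rank 17, and ran from 699351 to 699823 on chromosome 4. At hth the highest-scoring peak ran from 10570917 to 10571705 on 3R, with a score of 11.7 and rank 42, and the other 3 had ranks 611, 1970 and 2515. At slp1 the highest rank was 537 and at slp2 it was 1964. At tll the medulla NB peaks had ranks 1131 and 1511, and at D the peak had rank 1269. The scores rank peaks within the list, are the authors' own and carry no replicate error.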

Finally, we investigated whether *nerfin‐1* loss‐of‐function clones also exhibited stalled temporal identity. In contrast to Dpn, N overexpression and Lola knockdown, *nerfin‐1* mutant clones exhibited normal progression through the Hth → Ey → Slp → D temporal transcription factor widows (Fig EV5A–G′ and J). However, as previously reported (Zhu *et al*, 2022), the loss of *nerfin‐1* caused stalling of the temporal series at Tll (Fig EV5A–G′ and J), preventing the Tll^+^ neurogenesis to gliogenesis transition, as indicated by a deficit of Repo^+^ glial cells at 96‐h AEL (Fig EV5H–I′ and K).

**Figure EV5:**
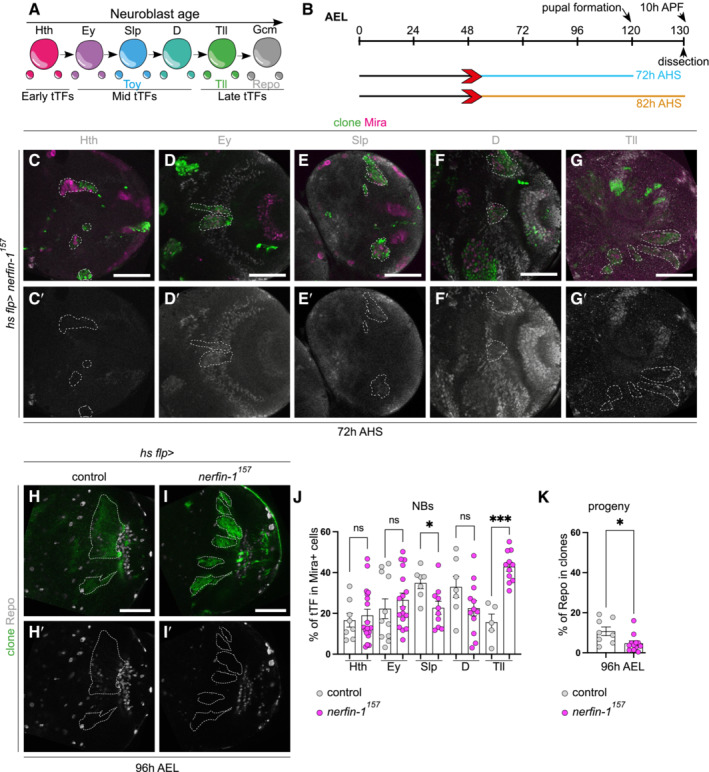
Ectopic NBs generated via *nerfin‐1* express excess Tll at the expense of Repo ASchematic representation of temporal series in neuroblasts (NBs). NBs express temporal transcription factors (tTFs) (Hth, Ey, Slp, D, Tll) as they age. These can be categorised into early, mid, and late tTFs.BSchematic depicting the heat shock regimes used in (C–G′, H–K′). Clones were induced via heat shock (red arrows) and dissected at 72 h (96 h AEL, blue) or 82 h (10 h APF, orange) after heat shock.C–I′(C–G′, H–I′) Representative images of the deep medulla neuronal layer in the larval and pupal optic lobe, in which *nerfin‐1* ^*157*^ is driven in clones by *hs flp* (marked by GFP and outlined) and stained with the stem cell marker, Miranda (Mira, magenta), and various temporal transcription factors (tTFs) (grey). (C–G′) At 72 h AHS, in deep sections of the clone induced via *nerfin‐1* ^*157*^, Mira^+^ NBs express all temporal series transcription factors. Quantified in (J). (H–I′) At 72 and 82 h AHS, there is less Repo^+^ (grey) progeny in *nerfin‐1* ^*157*^ mutant clones compared with the control. Quantified in (K).JQuantification of volume of cells that express a specific tTF as % of total Mira^+^ NB volume within a clone. Hth (Control, *n* = 8, m = 16.63 ± 3.335, *nerfin‐1* ^*157*^, *n* = 18, m = 18.96 ± 3.083), Ey (Control, *n* = 11, m = 22.28 ± 4.833, *nerfin‐1* ^*157*^, *n* = 17, m = 26.59 ± 3.32), Slp (Control, *n* = 7, m = 34.87 ± 2.753, *nerfin‐1* ^*157*^, *n* = 10, m = 22.71 ± 3.18), D (Control, *n* = 7, m = 32.97 ± 5.22, *nerfin‐1* ^*157*^, *n* = 12, m = 22.55 ± 3.768), Tll (Control, *n* = 5, m = 15.65 ± 4.036, *nerfin‐1* ^*157*^, *n* = 11, m = 42.87, ±2.25).KQuantification of % Repo^+^ cells within control and *nerfin‐1* ^*157*^ mutant clones (calculated as the ratio of Repo^+^ cell volume as a percentage of total clone volume). 72 h AHS (Control *n* = 8, m = 10.73 ± 2.148, *nerfin‐1* ^*157*^, *n* = 12, m = 4.741 ± 1.224), 82 h AHS (Control *n* = 6, m = 28.64 ± 6.967, *nerfin‐1* ^*157*^, *n* = 6, m = 8.246 ± 1.301). Data information: Data are represented as mean ± SEM. *P*‐values were obtained performing unpaired *t*‐test, and Welch's correction was applied in case of unequal variances. *P < 0.05 and ***P < 0.001. Scale bars: 50 μm.

## Discussion

In this study, our data argue that upon NB dedifferentiation in the OL, the proliferative potential of NBs and their ability to produce the correct neuronal subtypes is determined by cell cycle progression and correct expression of the temporal transcription factors (tTFs). When ectopic NBs are induced by Dpn overexpression, they adopt a mid‐temporal identity, leading to significantly increased numbers of mid‐temporal identity progeny. They also have delays in cell cycle progression and terminal cell cycle exit. Retriggering the temporal series via D overexpression or promoting the cell cycle was sufficient to reinstate neuronal diversity and timely NB termination.

Although ectopic NBs formed through Dpn overexpression were locked into a mid‐temporal fate, we found that temporal transitions in dedifferentiated NBs obey the feed forward activation and feedback repression that occurs in wild‐type medulla NBs (Fig EV3C–D‴). The mid‐tTFs sit within a mutually exclusive regulatory network in which only one tTF can be active at any stage (Li *et al*, 2013; Zhu *et al*, 2022), and consistent with this, we observed D to be expressed in a complementary pattern to that of Slp in ectopic NBs. The preference of Dpn binding at the mid‐tTFs in medulla NBs, together with the enrichment of the mid‐tTF fates, suggests a model in which Dpn overexpression activates the mid‐tTF network in ectopic NBs. Consistent with this, we observed enriched binding of Dpn at mid‐tTF loci in wild‐type medulla NBs, and reduced Dpn binding at early‐ and late‐tTF loci. Our data suggest that Dpn promotes the expression of mid‐tTFs such as Ey and Slp (Fig 9M). Although Dpn has been historically classed as a transcriptional repressor, a previous study profiling Dpn binding in larval NB hyperplasia via ChIP‐seq reported that half of the directly regulated targets of Dpn were upregulated in tumours, and half were downregulated, consistent with a dual activator/repressor role for this protein (Magadi *et al*, 2020).

The delay in temporal progression appears to be a general feature of dedifferentiation in the OL, as a delay in dedifferentiation was observed upon Dpn or Notch activation, as well as the downregulation of Lola and Nerfin‐1. The OL is an area of the brain where the differentiated state of the neurons appears to be less stable (Xu *et al*, 2017). However, we do not yet know whether dedifferentiation‐mediated tumours arising from other regions of the CNS would also exhibit delayed temporal progression, as different sets of temporal factors are used in the ventral nerve cord and Type II lineages (Maurange *et al*, 2008; Ren *et al*, 2017). It would be interesting to explore whether N or tumour suppressors such as Brain Tumour (Brat) similarly regulate the mid‐tTF genes, as it has previously been shown that Brat regulates both Dpn and Notch (Reichardt *et al*, 2018). However, it could be that N acts partially through Dpn, as Dpn has been shown to be a target of N in NBs (San‐Juán *et al*, 2012).

Our data support the possible links between cell cycle progression and the expression of temporal regulators controlling NB proliferation and cellular diversity. In the embryonic NBs, temporal transition can progress despite of experimentally induced cell cycle arrest (Grosskortenhaus *et al*, 2005). Whereas in Type I larval NBs, it was shown that G1/S‐cell cycle delay resulted in stalled temporal patterning and reduced neuronal diversity (van den Ameele & Brand, 2019). In dedifferentiated OL NBs, it appears that the temporal series also lies downstream of the cell cycle. However, in this context, we show that the cell cycle can direct and regulate the progression of the temporal series and is responsible for restoring neuronal diversity caused by temporal series delay. However, re‐initiation of the temporal series was not sufficient to rescue cycle cycle progression.

Perturbation of different neuronal factors can impact different points of the neurogenesis temporal series. It is so far unclear why *nerfin‐1* mutant clones differ from the other dedifferentiation factors, where they are stalled at the Tll^+^ window rather than Slp^+^ window. Future studies using ATAC‐seq to examine the chromatin accessibility of the temporal transcription factors for each of these dedifferentiation factors may shed light on the specificity. However, our work together with previous work using another dedifferentiation tumour model (*pros* loss of function) shows that specification of the correct temporal cascade is instrumental to tumour malignancy and is a key mechanism underlying tumourigenesis (Narbonne‐Reveau *et al*, 2016; Genovese *et al*, 2019; Maurange, 2020; Gaultier *et al*, 2022).

Recent studies suggest that a bidirectional conversion between tumour‐initiating stem cells and differentiated cells exist, where non‐cancer stem cells can dedifferentiate and acquire stem cell‐like properties under genetic and environmental stress (Friedmann‐Morvinski & Verma, 2014). Dedifferentiation of mature cells to induce their proliferation and re‐differentiation has also been shown to be a promising means of tissue repair and regeneration. Therefore, dedifferentiation may have either positive or negative consequences for tissue repair and tumorigenesis. Our work shows that appropriate temporal and cell cycle progression controls are key to regulating the fine balance between tumorigenesis and controlled dedifferentiation.

## Materials and Methods

### Fly husbandry

Fly stocks were reared on standard *Drosophila* media at 25°C. For larval dissection, brains were dissected at wandering L3 stages. For pupal dissection, white pupae were selected and then allowed to age at 29°C, dissections were made at 6, 10, 16 or 24 h after pupal formation (APF).

GAL4 lines *GMR31H08‐GAL4*, *ey* ^*OK107*^ *‐GAL4* and *eyR16F10‐GAL4* were used to induce dedifferentation. *GMR31H08‐Gal4* (Jenett *et al*, 2012) is a neuronal‐specific driver (Fig EV1E–F‴), this line together with a GAL80‐ts was used to demonstrate that mature neurons can undergo dedifferentiation (Fig EV1A–D). *ey* ^*OK107*^ *‐GAL4* (Morante *et al*, 2011) is expressed in both neurons and NBs during larval neurogenesis (Fig EV1I–J‴), *and eyR16F10‐GAL4* is expressed in both neurons and NBs (Fig EV1O–P‴). *eyR16F10‐GAL4* but not *ey* ^*OK107*^ *‐GAL4* was strongly expressed in the medulla neurons during pupal development (Fig EV1Q and R, and K and L); therefore, *eyR16F10‐GAL4* was utilised in all the pupal analysis. *ey* ^*OK107*^ *‐GAL4* was used to make compound stocks with *Toy‐GFP* and was restricted to larval analysis (Morante *et al*, 2011; Jenett *et al*, 2012). Knockdown or overexpression CNS clones were generated using the flpout system. *hsFLP; actc5 > CD2 > Gal4*, *UAS‐GFP/TM6b* (Vissers *et al*, 2018). Flpout clones were induced by heat shock at 16, 24, 48 h, 72 or 96 h after egg lay (AEL) for 6 min, shifted to 29°C and dissected at 120 h AEL. The fly strains used were as follows: *UAS‐deadpan* (A. Baonza), (#1776, Bloomington), *UAS‐Nerfin‐1 RNAi* (VDRC), *UAS‐mCherry RNAi* (#35785, Bloomington), *Toy‐GFP* (#83390, Bloomington), *UAS‐N* ^*ACT*^ (#52309, Bloomington), *UAS‐Cdk4; UAS‐CycD* (Helena Richardson), *UAS‐E2f1; UAS‐CycE* (Helena Richardson), *UAS‐D* (#8861, Bloomington), *UAS‐lola* RNAi (#35721, Bloomington). *Nerfin‐1* ^*157*^ mutant clones (Froldi *et al*, 2015) were generated using the MARCM system (w, tub‐Gal4, UAS‐nlsGFP::6xmyc::NLS, hs‐flp; FRT2A, tubP‐Gal80LL9/TM6B).

### Immunostaining

Larval and pupal brains were dissected out in phosphate buffered saline (PBS), fixed for 20 min in 4% formaldehyde in PBS and rinsed in 0.2% PBST (PBS + 0.2% TritonX‐100). For immunostaining, brains were incubated with primary antibodies overnight at 4°C, followed by an overnight secondary antibody incubation at 4°C. Samples were mounted in 80% glycerol in PBS for image acquisition. The primary antibodies used were mouse anti‐Mira (1:50; gift of Alex Gould), rat anti‐Mira (1:100, Abcam), rat anti‐pH3 (1:500; Abcam), chick anti‐GFP (1:2000; Abcam), rabbit anti‐RFP (1:100, Abcam), mouse anti‐Repo (1:50, DSHB), guineapig anti‐Hth (1:100, Claude Desplan), mouse anti‐Ey (1:50, DSHB), guineapig anti‐Slp (1:500, Kuniaki Saito), rabbit anti‐D (1:1,000, Steve Russell), guineapig anti‐Tll (1:100, Kuniaki Saito), rabbit anti‐Tll (1:100, Kuniaki Saito) and guineapig anti‐Toy (1:50, Uwe Walldorf). Secondary donkey antibodies conjugated to Alexa 555 and Alexa 647, and goat antibody conjugated to Alexa 405, 488, 555 and 647 (Molecular Probes) were used at 1:500.

### EdU pulse/chas

Control and *UAS‐d*pn clones were induced 48 h AEL. 48 h after clone induction, larvae were fed with 100 mg/ml EdU for 3 h. They were then transferred to standard medium for a 3h EdU‐free chase. Larvae were dissected, fixed and processed for antibody staining, followed by EdU detection with Click‐iT Plus EdU Cell Proliferation Kit for imaging, Alexa Fluor 647 dye (Invitrogen, #C10640) according to the manufacturer's instruction.

### Imaging and image processing

Images were collected on a Leica SP5/Olympus FV3000 confocal microscope and processed using Fiji (https://imagej.net/Fiji). Z stacks of optic lobes were imaged, and single sections were shown as the representative image in the figures. All images represent the medulla deep section unless specifically stated.

GFP^+^, Mira^+^ NBs, Toy^+^ neurons, *ey* ^*OK107*^ *‐GAL4* expressing domain and TF volume were measured using flurescence intensity from three‐dimensional reconstructions of 2‐μm spaced confocal Z‐stacks with Volocity software (Improvision) or Imaris (Bitplane). The rate of dedifferentiation was represented as the volume of Mira^+^ cells as a percentage of clone volume. The percentage of TFs was calculated as the volume of TF^+^ cells as a percentage of clone volume or domain volume. The percentage of Toy^+^ neurons was calculated as the volume of Toy^+^ neurons as a percentage of *ey* ^*OK107*^ *‐GAL4* expressing domain volume. *eyR16F10‐GAL4* domain was not labelled with a fluorescent marker, a Region of Interest (ROI) was manually selected in each of the slice across the Z sections, as guided by the outline of the overlaying superficial NBs.

### Statistical analysis

At least three animals per genotype were used for all experiments. Volume of clones or regions of interest was estimated from three‐dimensional reconstructions of 2‐mm spaced confocal Z stacks with the Volocity software (Improvision).

In all graphs and histograms, error bars represent the standard error of the mean (SEM) and *P*‐values are calculated by performing two‐tailed, unpaired Student's *t*‐test. The Welch's correction was applied in case of unequal variances.

### Targeted DamID

FlyORF‐TaDa‐Dpn flies were created from the FlyORF‐Dpn‐3xHA line (FlyORF stock# F000086) with the FlyORF‐TaDa system as previously described (Aughey *et al*, 2021). Targeted DamID for Dpn in 3rd instar larval neuroblasts was performed as previously described (Marshall & Brand, 2015; Marshall *et al*, 2016), crossing FlyORF‐TaDa‐Dpn flies with the neuroblast‐specific wor‐Gal4;tub‐GAL80ts driver. NanoDam (Tang *et al*, 2022) for Dpn in 3^rd^ instar larval medulla NBs was performed using *TaDaM‐traNLS‐vhhGFP* (preprint: Delandre *et al*, 2022) crossing *TaDaM‐traNLS‐vhhGFP*, *tub‐GAL80ts; eyR16F10‐GAL4* to either *Dpn‐GFP* (BL# 65295) or the *w* ^*1118*^ genetic background. In both cases, flies were allowed to lay on apple juice plates with yeast for 4 h at 25°C, before transferring plates to 18°C for 2 days. 100 larvae from each plate were transferred to food plates and grown at 18°C for a further 5 days, before shifting to the permissive temperature of 29°C. Two biological replicates were collected, of 30 dissected brains per replicate (Dpn TaDa) or 40 brains per replicate (Dpn NanoDam).

Samples were processed for DamID as previously described (Marshall *et al*, 2016). Briefly, genomic DNA was extracted, cut with DpnI and cut fragments isolated. DamID adaptors were ligated to the isolated DNA, fragments were digested with DpnII, and amplified via PCR. Following PCR, samples were sonicated in a Bioruptor Plus (Diagenode) to reduce the average DNA fragment size to 300 bp, and DamID adaptors were removed via overnight AlwI digestion. The resulting DNA was purified via magnetic bead cleanup and 500 ng of DNA was end‐repaired, A‐tailed, ligated to NGS adaptors and amplified via six PCR cycles. The final libraries, multiplexed to yield ~20 million mappable fragments per sample, were sequenced as paired‐end reads (MGI platform, BGI).

NGS reads in FASTQ format were aligned using damidseq_pipeline (Marshall & Brand, 2015) using default options, and replicates were averaged to give the final binding profile. Significantly enriched peaks were called for each replicate using find_peaks (Marshall *et al*, 2016) with parameters ‐‐min‐quant = 0.8 and ‐‐unified_peaks = min with otherwise default options; peaks were considered significant at FDR < 0.01. Peaks for all replicates and conditions were combined using the GenomicRanges R package, the per‐replicate binding occupancy across each region determined, and diferentially bound peaks were called using NOISeq (Tarazona *et al*, 2015) at *q* = 0.85. Peaks were associated with genes within ±1 kb of a peak. Datasets were visualised using pyGenomeTracks (Cubeñas‐Potts *et al*, 2017).

## Author contributions

**Kellie Veen:** Conceptualization; data curation; formal analysis; investigation; methodology; writing – original draft; writing – review and editing. **Phuong‐Khanh Nguyen:** Data curation; formal analysis; investigation; methodology. **Francesca Froldi:** Data curation; formal analysis; supervision; investigation; methodology; writing – original draft; writing – review and editing. **Qian Dong:** Data curation; formal analysis; investigation. **Edel Alvarez‐Ochoa:** Data curation; formal analysis; methodology. **Kieran F Harvey:** Writing – review and editing. **John PD McMullen:** Data curation; formal analysis; investigation; methodology. **Owen Marshall:** Conceptualization; formal analysis; investigation; methodology; writing – original draft; project administration; writing – review and editing. **Patricia R Jusuf:** Supervision. **Louise Y Cheng:** Conceptualization; data curation; supervision; funding acquisition; writing – original draft; project administration; writing – review and editing.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## Supporting information

Appendix

Expanded View Figures PDF

PDF+

## Data Availability

NGS data have been deposited in the NCBI Gene Expression Omnibus (GEO) and are available under accession number GSE225409.

# Supplementary material for: Dedifferentiation‐derived neural stem cells exhibit perturbed temporal progression
**Source:** EMBO Rep. 2023 Apr 11;24(6):e55837. doi: 10.15252/embr.202255837
**Supplement:** Supplementary file 3 — PDF+

Dedifferentiation-derived neural stem cells exhibit perturbed temporal progression

Kellie Veen^{1,2,3} , Phuong-Khanh Nguyen^{1,2} , Francesca Froidi^{1,2}, Qian Dong^{1,2} ,
Edel Alvarez-Ochoa^{1,2} , Kieran F Harvey^{1,2,4}, John PD McMullen⁵ , Owen Marshall^{5,†} ,
Patricia R Jusuf^{3,†} , & Louise Y Cheng^{1,2,6,*} Abstract

Dedifferentiation is the reversion of mature cells to a stem cell-like fate, whereby gene expression programs are altered and genes associated with multipotency are (re)expressed. Misexpression of multipotency factors and pathways causes the formation of ectopic neural stem cells (NSCs). Whether dedifferentiated NSCs faithfully produce the correct number and types of progeny, or undergo timely terminal differentiation, has not been assessed. Here, we show that ectopic NSCs induced via bHLH transcription factor Deadpan (Dpn) expression fail to undergo appropriate temporal progression by constantly expressing mid-temporal transcription factor (tTF), Sloppy-paired 1/2 (Slp). Consequently, this resulted in impaired terminal differentiation and generated an excess of Twin of eyeless (Toy)-positive neurons at the expense of Reversed polarity (Repo)-positive glial cells. Preference for a mid-temporal fate in these ectopic NSCs is concordant with an enriched binding of Dpn at mid-tTF loci and a depletion of Dpn binding at early- and late-tTF loci. Retriggering the temporal series via manipulation of the temporal series or cell cycle is sufficient to reinstate neuronal diversity and timely termination.

Keywords dedifferentiation; *Drosophila*; neuroblast; temporal transcription factors; terminal differentiation

Subject Categories Development; Neuroscience; Stem Cells & Regenerative Medicine

DOI 10.15252/embr.202255837 | Received 22 July 2022 | Revised 6 March 2023 | Accepted 20 March 2023 | Published online 11 April 2023

EMBO Reports (2023) 24: e55837

Introduction

The central nervous system (CNS) is the cognitive control centre of the body and is generated by neural stem cells (NSCs) during

development. *Drosophila* NSCs, called neuroblasts (NBs), exhibit key properties of mammalian NSCs such as self-renewal, temporal control of proliferation and production of different neural subtypes that will form the adult brain. Thus, NBs serve as a powerful model to study the mechanisms that underlie the determination of overall brain size and neuronal diversity (Harding & White, 2018).

Molecular differences such as the mode of division and the temporal identity exist between different NB populations located in different parts of the brain. NBs within the ventral nerve cord (VNC) and the central brain (CB) of the larval CNS undergo Type I divisions, whereby the NB divides asymmetrically to generate a NB and a smaller ganglion mother cell (GMC). The GMC then divides to produce two daughter cells, which terminally differentiate into neurons or glia. A subset of NBs in the larval CB undergo Type II division, in which the NB's asymmetric division generates a NB and an intermediate neural progenitor (INP). Intermediate neural progenitors mature prior to dividing asymmetrically to produce another progenitor and a GMC. Within the optic lobes (OLs), the medulla outer proliferation centre (OPC) NBs are formed from a pseudostratified neuroepithelium through a differentiation wave characterised by proneural factor expression, termed the "proneural wave" (Egger *et al*, 2007; Yasugi *et al*, 2008). These NBs undergo asymmetric division and are broadly thought to behave similarly to Type I NBs.

In addition to positional identity, NBs can also be temporally defined by the expression pattern of sequential markers, known as the temporal series or temporal transcription factors (tTFs). The tTFs confer temporal identity to neurons born within each tTF window, and their cross-regulation ensures unidirectional progression through the temporal series (Li *et al*, 2013; Suzuki *et al*, 2013). Type I, II and medulla NBs all express unique sets of tTFs; however, in all the regions of the CNS, tTFs play conserved roles to control neuronal diversity and proliferative potential of NBs (Maurange *et al*, 2008; Bayraktar & Doe, 2013; Li *et al*, 2013; Suzuki *et al*, 2013; Eroglu *et al*, 2014; Liu *et al*, 2015; Ren *et al*, 2017; Syed *et al*, 2017;

1 Peter MacCallum Cancer Centre, Melbourne, VIC, Australia

2 Sir Peter MacCallum Department of Oncology, The University of Melbourne, Melbourne, VIC, Australia

3 School of Biosciences, The University of Melbourne, Melbourne, VIC, Australia

4 Department of Anatomy and Developmental Biology, Monash University, Clayton, VIC, Australia

†These authors contributed equally to this work as senior authors

Abdusselamoglu *et al*, 2019; Pahl *et al*, 2019; Konstantinides *et al*, 2022; Zhu *et al*, 2022).

One of the key regulatory mechanisms of brain size and neuronal diversity is the control of neuronal cell fate maintenance. We and others have shown that a number of transcription factors including Longitudinals Lacking (Lola), Midlife crisis and Nervous fingers 1 (Nerfin-1) prevent neuron-to-NB reversion by repressing the expression of NB and cell-cycle genes in post-mitotic neurons in the OLs (Carney *et al*, 2013; Southall *et al*, 2014; Frolidi *et al*, 2015, 2019; Xu *et al*, 2017; Vissers *et al*, 2018). Additionally, signalling pathways such as Notch can influence the differentiation status of neurons as expression of hyperactivated Notch can induce neuronal dedifferentiation and the formation of ectopic NBs (Xu *et al*, 2017; Vissers *et al*, 2018). However, the molecular mechanisms by which these factors regulate neuronal fate is not well-understood. This is important for defining the logic by which NSCs mature into neurons and what prevents them from reverting into NSCs. Such knowledge is necessary for understanding normal CNS development, as well as in disease settings such as cancer. Furthermore, it could potentially be harnessed to promote regeneration. In this study, we identified the basic helix–loop–helix (bHLH) transcription factor, Deadpan (Dpn), as a mediator of dedifferentiation downstream of Nerfin-1 in the OL. Overexpression of Dpn caused the formation of supernumerary NBs in deep neuronal layers of the medulla. The dedifferentiated NBs acquired and maintained an Eyeless (Ey)/Sloppy paired (Slp)-positive mid-temporal identity throughout larval neurogenesis, delaying the onset of the late-tTF Tailless (Tll)-positive fate. As a result, excessive Twin of eyeless (Toy)-positive progeny was made at the expense of Tll-positive neurons and Reversed polarity (Repo) glial cells. Furthermore, ectopic NBs generated via Dpn overexpression underwent slower cell cycle progression, and failed to terminally differentiate in a timely fashion. Mechanistically, our DamID analysis showed that Dpn binds preferentially to the mid-temporal tTFs, where we observed a depletion of Dpn binding at early- and late-tTF loci. Furthermore, retriggering the progression of the tTFs via Dichaete (D) was able to rescue both neuronal diversity and terminal differentiation. Similarly, promoting NB progression through G1/S phase of the cell cycle was able to restore temporal progression, neuronal diversity and terminal differentiation. Finally, we show that dedifferentiation induced by inhibition of Lola, Nerfin-1, as well as hyperactivation of Notch in the OL similarly caused stalled temporal progression.

Together, our findings suggest that cell cycle regulators and temporal transcription factors are key determinants of proliferation and termination profiles of dedifferentiated NBs. To utilise dedifferentiated NSCs for regenerative purposes, we will have to recreate the correct temporal profiles and ensure cell cycle progression occurs appropriately.

Results

Deadpan overexpression induces ectopic neuroblasts in the optic lobe medulla region

We and others have previously shown that the Nerfin-1 transcription factor maintains neuronal differentiation in Type I, II and medulla neuronal lineages (Frolidi *et al*, 2015; Xu *et al*, 2017; Vissers

et al, 2018). In the absence of Nerfin-1, neurons undergo dedifferentiation to acquire a NB-like fate, by turning on bona-fide NB markers such as Deadpan (Dpn) and Miranda (Mira; Frolidi *et al*, 2015; Xu *et al*, 2017; Vissers *et al*, 2018). In the OLs, symmetrically dividing neuroepithelial cells differentiate into medulla NBs located at the superficial CNS surface (0 μ m, Fig 1A and B, pink), which in turn generates medulla neurons that occupy the deep layers of the CNS at around 8–12 μ m from the superficial surface (Fig 1A–C, green; Egger *et al*, 2007; Yasugi *et al*, 2008). The pan-neural bHLH transcription factor, Dpn, lies downstream of Notch signalling (San-Juán & Baonza, 2011; San-Juán *et al*, 2012) and was identified to be a Nerfin-1 target gene in our previous DamID analyses (Vissers *et al*, 2018). To assess whether Dpn lies functionally downstream of Nerfin-1, we tested whether *UAS-dpn* caused neuronal dedifferentiation. Using three different neuronal/NB drivers (See Fig EV1 and methods for detailed expression analysis of the *GAL4s*) – *GMR31H08-GAL4* (Jenett *et al*, 2012), *ey^{OK107}-GAL4* (Morante *et al*, 2011) and *eyR16F10-GAL4* (Jenett *et al*, 2012), we found that Dpn overexpression in the medulla region of the brain induced the formation of ectopic NBs in deep sections of the CNS (Fig EV1A and B, G and H, and M and N, Vissers *et al*, 2018). Further confirmation of dedifferentiation was made through temporally restricted expression of Dpn during L3 using *GAL80ts;GMR31H08-GAL4*. In this scenario, transgene expression in mature neurons also induced dedifferentiation (Fig EV1C and D). Finally, we confirmed that Dpn overexpression is capable of inducing neuronal dedifferentiation using clonal analysis (Fig 1D, via heat shock-induced *actin-Gal4 flip-out*). Ectopic NBs (Mira⁺) were first recovered in clones 24 h after heat shock (AHS) in deep sections of the CNS (Fig 1F–I, quantified in Fig 1E). This demonstrates that wild-type NBs first generated mature neurons (indicated by the lack of ectopic NBs at 16 h AHS), which then underwent dedifferentiation to give rise to ectopic NBs by 24 h AHS. These ectopic NBs failed to express the neuronal marker *Elav* (Appendix Fig S1B–B’), and actively divided, as indicated by the M-phase marker phospho-Histone H3 (pH3, Appendix Fig S1A–A’). By 72 h AHS, clones that overexpressed Dpn possessed multiple Mira⁺ cells (Fig 1J and K).

As Dpn was identified to be a target of Nerfin-1, we next investigated the epistatic relationship between Dpn and Nerfin-1. We induced clones expressing Nerfin-1 RNAi and compared the level of dedifferentiation with that of Nerfin-1 RNAi clones additionally expressing Dpn RNAi. We found that Dpn RNAi expression significantly reduced the number of ectopic NBs induced by Nerfin-1 knockdown, suggesting that Dpn lies downstream of Nerfin-1 to mediate neuronal cell fate maintenance (Appendix Fig S1C–F).

Ectopic neuroblasts generated via Dpn overexpression express mid-temporal transcription factors

NBs contribute to the sequential generation of different neuron types by changing the expression of temporal transcription factors (tTFs) in a defined sequence (Apitz & Salecker, 2014). In the OLs, medulla NBs sequentially express a series of tTFs including the early factor Homothorax (Hth), mid-tTFs Eyeless (Ey), Sloppy paired 1/2 (Slp) and Dichaete (D), and late-tTF Tailless (Tll; Li *et al*, 2013; Suzuki *et al*, 2013). The tTFs contribute to the progression of the temporal series by activating the next tTF while repressing the previous tTF (Fig 2A). Medulla NBs continuously

transit through the temporal cascade as they age; therefore, at any given time, different NBs in the superficial layer of the medulla would express Hth, Ey, Slp, D, Tll or a combination of these tTFs

(Fig 2C–G'). As expected, 72 h after clone induction (Fig 2B), about 20–30% the superficial NBs were positive for either Hth, Ey, Slp, D or Tll (or a combination of these factors, Fig 2M).

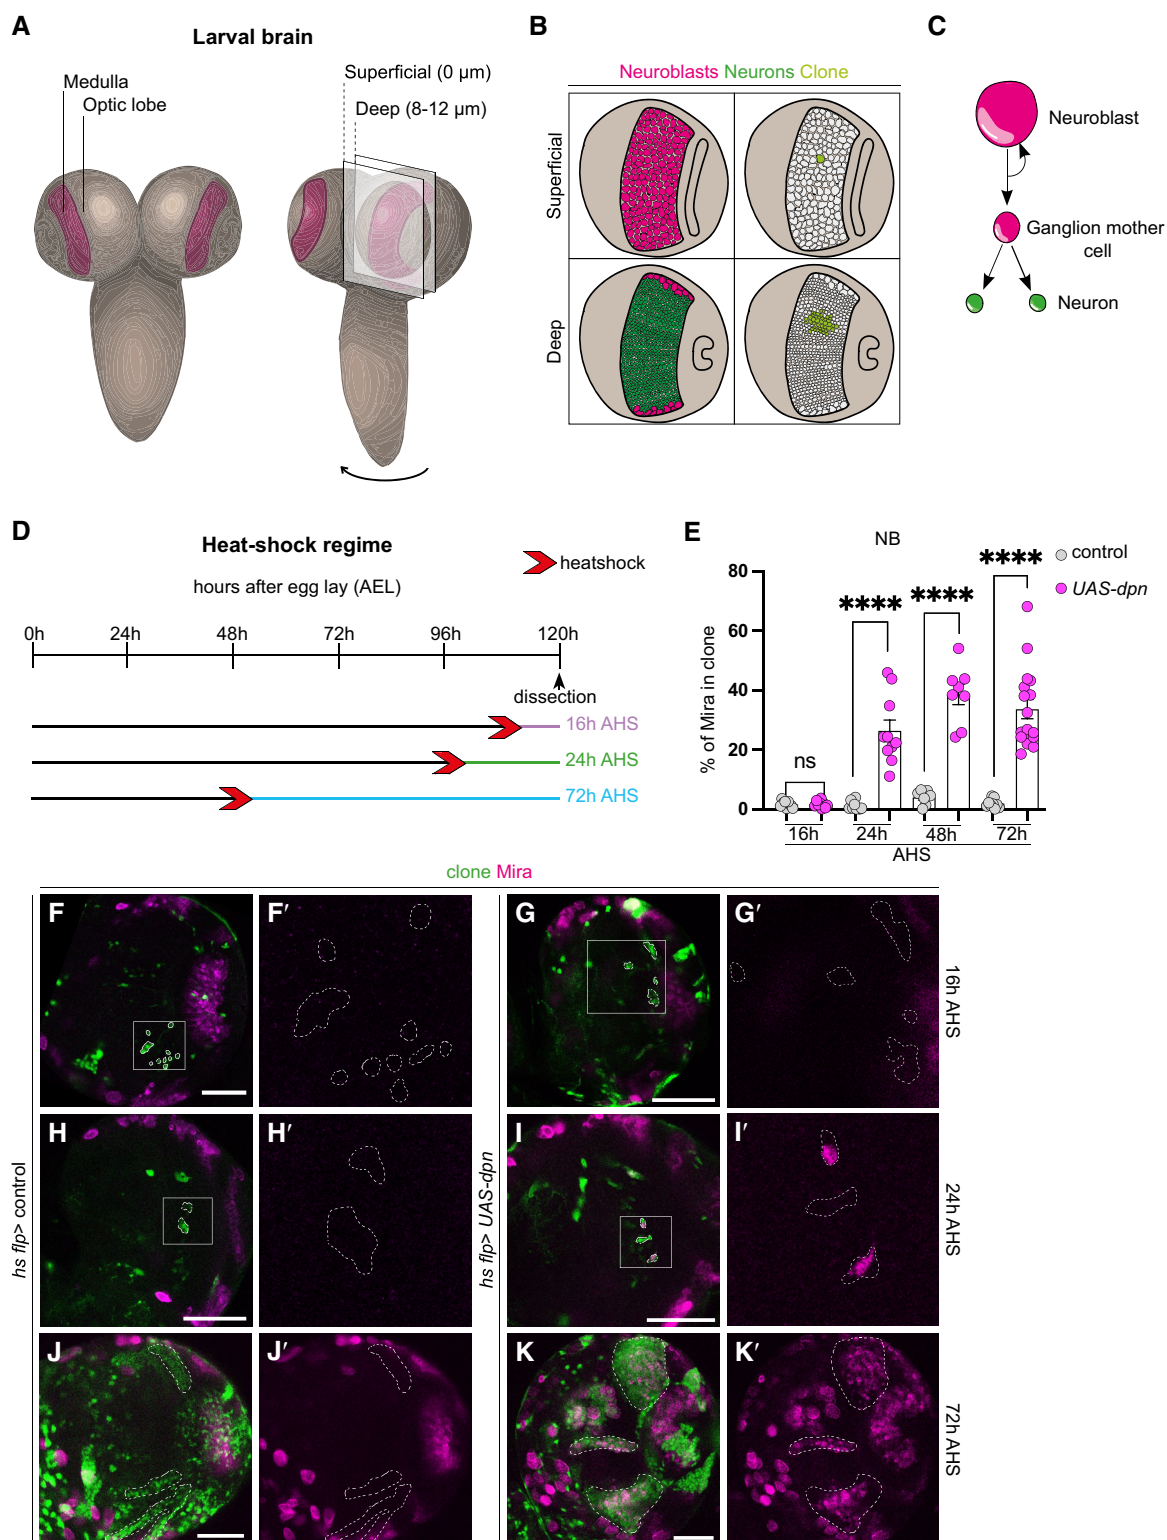

Figure 1.

Figure 1. Dpn overexpression causes reversion of neurons to NBs in the deep layers of the developing CNS.

- A Schematic representation of the larval central nervous system (CNS). Medulla (depicted in maroon) is located with the optic lobes (OLs) of the CNS. Cross section and cell composition at superficial surface (0 μm) and deep layer (8–12 μm) of the OLs are depicted in (B).
- B (left) Superficial surface is occupied by neuroblasts (NBs, pink), and deep layers are occupied by neurons (green). (right) Cross section through a *hs flip* clone (light green) showing the clone consists of a single NB in the superficial layer and its neuronal progeny in the deep layer.
- C Schematic representation of NB divisions: NBs undergo asymmetric division to give rise to a Ganglion mother cell (GMC) that produces two neurons.
- D Schematic depicting the heat shock regimes used in (E–K). Clones were induced via heat shock (red arrows), and dissected at 16 h (purple), 24 h (green), and 72 h (blue) after heat shock.
- E Quantification of % *Mira*⁺ cells in control and *UAS-dpn* clones (calculated as the ratio of *Mira*⁺ cell volume as a percentage of total clone volume). Sixteen hours (Control $n = 9$, $m = 1.584 \pm 0.3779$, *UAS-dpn* $n = 9$, $m = 1.657 \pm 0.37$), 24 h (Control $n = 9$, $m = 1.150 \pm 0.4781$, *UAS-dpn* $n = 10$, $m = 26.37 \pm 3.629$), 48 h (Control $n = 7$, $m = 3.971 \pm 0.9249$, *UAS-dpn* $n = 8$, $m = 38.56 \pm 3.446$), 72 h (Control $n = 9$, $m = 1.874 \pm 0.4897$, *UAS-dpn* $n = 17$, $m = 33.62 \pm 3.243$).
- F–K' (F', G', H', I') are the magnified images of the square region outlined in (F, G, H, I). (F–K) are merged images, (F'–K') are single channel images of (F–K) depicting the presence of NBs (*Mira*⁺). Clones (green) are outlined by dotted lines. All images in this figure, and all following figures are single confocal sections. (F–F' and G–G') No *Mira*⁺ NBs are recovered in deep sections of control or *UAS-dpn* clones at 16 h after clone induction. Quantified in (E). (H–H' and I–I') At 24 h after clone induction, *Mira*⁺ NBs are recovered in *UAS-dpn* but not control clones. Quantified in (E). (J–J' and K–K') At 72 h after clone induction, numerous *Mira*⁺ NBs are recovered in *UAS-dpn* but not in control clones. Quantified in (E).

Data information: Data are represented as mean $\pm$ SEM. *P*-values were obtained using unpaired *t*-test, and Welch's correction was applied in case of unequal variances. ****p < 0.0001. Scale bars: 50 μm .

Surprisingly, the ectopic NBs in *UAS-dpn* clones mostly expressed the mid-tTFs Ey and Slp (Fig 2I–J' and M), while some ectopic NBs expressed D and very few expressed the early-tTF Hth or the late-tTF Tll (Fig 2H–H', K–L' and M).

As NBs age, they are expected to undergo sequential transition through the sequence of Hth $\rightarrow$ Ey $\rightarrow$ Slp $\rightarrow$ D $\rightarrow$ Tll tTFs (Li *et al*, 2013; Suzuki *et al*, 2013). To assess whether ectopic NBs induced via Dpn overexpression also underwent sequential expression of these transcription factors, we induced *UAS-dpn* clones, and examined their temporal profile at 24, 48, 72 and 96 h AHS (Fig 3A–F'', H–H' and J–J'). At all time points examined, we found that between 40 and 70% of the dedifferentiated NBs expressed Slp (used as a proxy for midtemporal identity as it is specifically expressed in the NBs and not in neurons; Fig 3B). In addition, only 5% of the ectopic NBs generated via Dpn overexpression were positive for the late-tTF Tll at 96 h AHS, compared to ~50% of control NBs at the same time (Fig 3G–K). Together, this indicates that ectopic NBs induced by Dpn overexpression adopt a mid-temporal identity shortly after clone induction and maintain this identity throughout larval development.

Neuroblasts generated via Dpn overexpression exhibit delayed terminal differentiation

Medulla NBs progress through the series of temporal factors until the oldest medulla NBs express Glial cells missing (*Gcm*) and transition from neurogenesis to gliogenesis and exit the cell cycle (Li *et al*, 2013; preprint: Zhu *et al*, 2021). Medulla NB cell cycle exit occurred around 16 h after pupal formation (APF) in control OLs (29°C, Fig 4A–D and J, no *Mira*⁺ NBs are recovered at this time point). When Dpn was overexpressed with *eyR16F10-GAL4* (Jenett *et al*, 2012), which strongly drives gene expression in the pupal CNS (Fig EV1Q and R), significantly more NBs were recovered at 16 h, indicating that NBs termination was delayed (Fig 4H and J). *UAS-dpn* NBs maintained the expression of the mid-tTF Slp until at least 10 h APF (Fig EV2A–C'', E and F–G''), but prior to their terminal differentiation they began to reduce Slp expression and expressed the late-tTF Tll (Fig EV2D and E). These data suggest that ectopic NBs generated via Dpn overexpression exhibit a prolonged mid-temporal identity before eventually switching on late-tTFs, and undergoing

terminal differentiation and exiting the cell cycle, as no NBs were detected by 24 h APF (Fig 4E–J).

Dpn overexpression induces neuroblasts to generate Toy⁺ progeny at the expense of Tll⁺ neurons and Repo⁺ glial cells

Hth, Ey, Slp, D and Tll are each required for the sequential generation of different medulla neurons through the production of Brain-specific homeobox (*Bsh*), Drifter (*Dfr*), Toy/Sox102F, Ets at 65A (*Ets65a*) and Tll, respectively (Morante & Desplan, 2008; Hasegawa *et al*, 2011; Li *et al*, 2013; Suzuki *et al*, 2013; Fig 4N). We next assessed the neuronal subtypes made by Dpn-induced ectopic NBs. To better assess the cumulative effect of the neurons that are made throughout CNS development, *ey^{OK107}-GAL4* was used to drive the expression of Dpn. About 50% more Toy⁺ progeny were made by Dpn-induced ectopic NBs than by control NBs (Fig 4K–M). Consistent with this, *UAS-dpn* clones produced very few Tll⁺ neurons or Repo⁺ glial cells (Fig 4O–T). This indicates that Dpn overexpression in the medulla stalls the temporal progression of NBs, causing them to produce an excess of Toy⁺ progeny at the expense of Tll⁺ neurons and Repo⁺ glial cells.

Genome-wide profiling of Dpn binding reveals a bias towards mid-temporal identity genes in medulla neuroblasts

To understand why NBs dedifferentiated from medulla neurons specifically adopt a mid-temporal fate, we profiled the genome-wide binding of Dpn in 3rd instar larval NBs using Targeted DamID (TaDa; Southall *et al*, 2013; Marshall *et al*, 2016). Using the NB-specific *wor-GAL4* driver line, and a Dpn-Dam profiling line generated via FlyORF-TaDa (Aughey *et al*, 2021), we profiled the binding sites of Dpn in all larval NBs. We then compared this to the binding of Dpn profiled only in medulla NBs, obtained using the NanoDam technique (Tang *et al*, 2022), a BAC-recombined Dpn-GFP line under endogenous control, and the medulla-specific *eyR16F10-GAL4* driver line. We found that although Dpn bound in proximity to all five temporal cascade TFs in all NBs (Fig 5A–E and G), the binding of Dpn was lost or significantly reduced at *hth* and *tll* in medulla NBs, and

significantly increased at *ey* and *slp1* (Fig 5F). Extending this analysis to the recently described complete medulla temporal patterning TF network (Zhu et al, 2022) showed a significant

enrichment of Dpn binding at almost all mid-temporal identity TFs, and a significant depletion at early and late tTFs (Figs EV3A and EV4A–C). Collectively, our genomics and genetic data

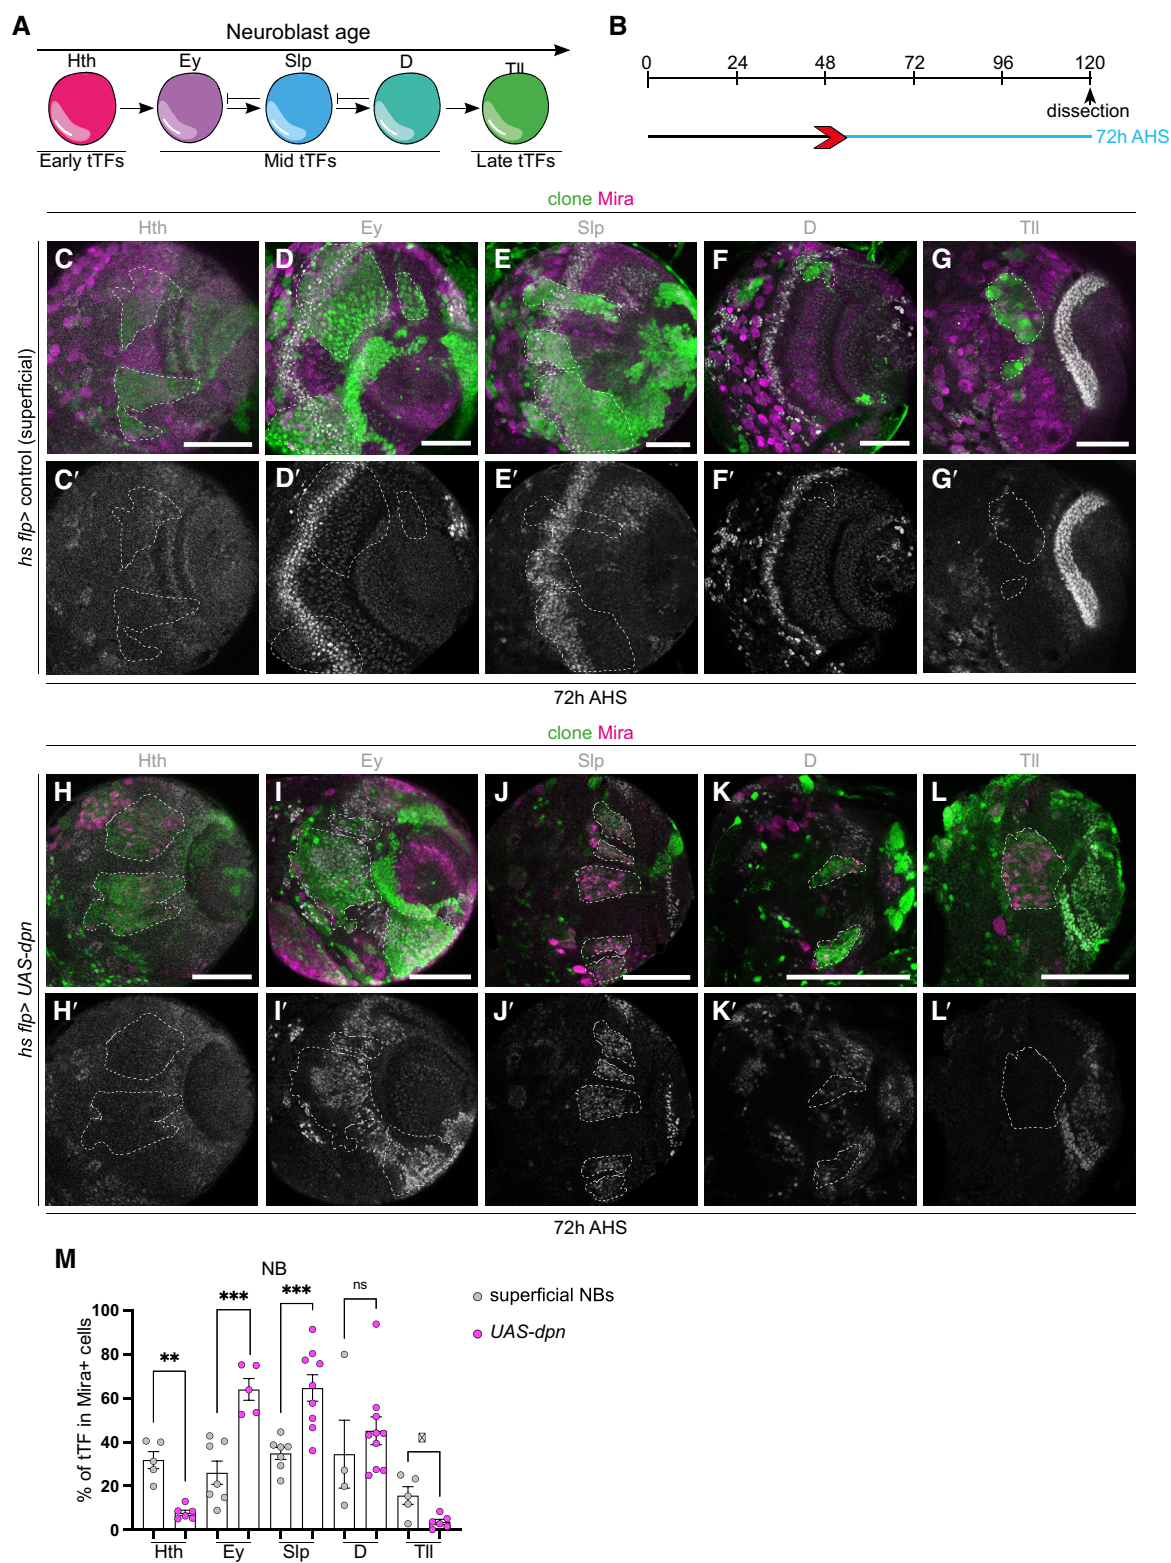

Figure 2.

Figure 2. Ectopic NBs generated via *dpn* overexpression express mid-temporal transcription factors.

- A Schematic representation of temporal series in neuroblasts (NBs). NBs express temporal transcription factors (tTFs; Hth, Ey, Slp, D, Tll) as they age. These can be categorised into early, mid, and late tTFs.
- B Schematic depicting the heat shock regimes used in (C–L'). Clones were induced via heat shock (red arrows) and dissected at 72 h (blue) after heat shock.
- C–L' Representative images of the deep medulla neuronal layer or NB superficial layer in the larval optic lobe, in which *UAS-dpn* or control are driven in clones by *hs flip* (marked by GFP and outlined) and stained with the stem cell marker, Miranda (Mira, magenta), and various temporal transcription factors (tTFs) (grey). (C–C') In superficial sections of control clones, Mira⁺ superficial NBs express the tTF: Hth, Ey, Slp, D, Tll in concentric patterns. Quantified in (M). (H–L') In deep sections of the NB clone induced via *UAS-dpn*, Mira⁺ NBs do not express early tTF Hth or late-tTF Tll, but are positive for mid-tTFs Ey, Slp and D. Quantified in (M).
- M Quantification of volume of cells that express a specific tTF as % of total Mira⁺ NB volume within a clone. Hth (Control *n* = 5, *m* = 31.86 ± 3.89, *UAS-dpn* *n* = 6, *m* = 7.779 ± 1.212), Ey (Control *n* = 7, *m* = 26.05 ± 5.302, *UAS-dpn* *n* = 5, *m* = 64.08 ± 4.936), Slp (Control *n* = 7, *m* = 34.87 ± 2.753, *UAS-dpn* *n* = 9, *m* = 64.72 ± 6.045), D (Control *n* = 4, *m* = 34.57 ± 15.49, *UAS-dpn* *n* = 10, *m* = 45.2 ± 6.339), Tll (Control, *n* = 5, *m* = 15.65 ± 4.036, *UAS-dpn* *n* = 6, *m* = 3.584, ±1.87).
- Data information: Data are represented as mean ± SEM. *P*-values were obtained performing unpaired *t*-test, and Welch's correction was applied in case of unequal variances. ***P < 0.001, **P < 0.005, *P < 0.05. Scale bars: 50 μm.

suggest that the mid-temporal identity tTFs are direct targets of Dpn in the medulla and are activated upon Dpn overexpression.

Dichaete triggers the re-initiation of the temporal series

The mid-temporal identity tTFs form a mutually exclusive regulatory network, where the expression of one inhibits the others (Li *et al*, 2013; Suzuki *et al*, 2013; Zhu *et al*, 2022). Consistent with this, we found that D and Slp were expressed in a complementary pattern in *UAS-Dpn* clones, where high expression of D correlated with low expression of Slp (Fig EV3B–D''', closed arrows), and vice versa (Fig EV3B–D''', open arrows). Next, we investigated whether inhibiting Slp expression via overexpression of D was sufficient to promote temporal progression in stalled Dpn-overexpressing NBs. Overexpression of D in *UAS-dpn* clones caused a significant reduction in Slp expression, and a corresponding increase in Tll expression in NBs, indicating that D can promote NB temporal progression towards a late temporal identity (Fig 6A–B'', F and I). This also induced an increase in the production of Tll⁺ neurons and Repo⁺ glial cells (Fig 6G–H'', J and K), indicating that D promoted NB temporal progression towards a late temporal fate. While a reduction in Toy⁺ progeny was also observed (Fig 6C–E'), this reduction was not significant, as neurons produced by D⁺ NBs can also express Toy (Bertet *et al*, 2014). Consistent with the model that D causes premature termination of the neurogenesis programme, we found that D overexpression in *UAS-dpn* NBs did not increase cell death (Fig EV3E–G), but an earlier cessation of neurogenesis, as indicated by a reduction in Mira⁺ cells at 6 h APF (*eyR16F10-GAL4* (Fig 6L–N), flip-out clones (Fig EV3H–J)).

Temporal progression of dedifferentiated neuroblasts is regulated by the cell cycle

Cell division is essential for neurogenesis, and the progression through the cell cycle is important for temporal transition in Type I NBs (van den Amelee & Brand, 2019). We performed an EdU pulse chase experiment, which showed that *UAS-dpn* clones produced significantly fewer progeny compared with control clones (the number of EdU⁺ cells was normalised to the number of NBs), suggesting that the pace of the cell cycle was slower in dedifferentiated NBs compared with wild-type NBs (Fig 7A–B'', D and E). In addition, our DamID analysis showed that the cell cycle genes *cyclin D* (*cycD*), *cyclin E* (*cycE*) and *string* (*stg*) are direct targets of

Dpn (Fig EV4D–F). Therefore, it is possible that Dpn can directly inhibit cell cycle progression, which in turn prevents temporal transition. To test this hypothesis, we overexpressed the key cell cycle regulators E2F transcription factor 1 (E2f1) and CycE, which can promote cell cycle progression at both the G2/M and G1/S check points (Fig 7L). This manipulation induced a small increase in Mira⁺ NBs (Fig 7G–I) and was able to promote temporal progression in Dpn-expressing NBs, as indicated by fewer Slp⁺ NBs and a significant increase in Repo⁺ glial cells (Fig 7G–H'', J and K).

Interestingly, overexpression of CycD and Cyclin-dependent kinase 4 (Cdk4), which promotes G1/S progression (Fig 7L), had an even stronger effect on temporal transition, resulting in premature neurogenesis (Appendix Fig S2B–D) to gliogenesis (Appendix Fig S2E–G) at 96h AEL. As both D and cell cycle genes can promote temporal progression in *UAS-dpn* clones, we next assessed whether *UAS-D* also affected cell cycle progression in *UAS-dpn* clones. By performing an EdU pulse chase assay, we found that D overexpression did not significantly increase the rate of neuronal production in dedifferentiated NBs (Fig 7C–C'' and F). Together, this data suggest that in the OL, cell cycle progression lies upstream of the temporal series, to promote the generation of neurons.

Notch, Lola and Nerfin-1-mediated dedifferentiation also causes temporal series progression defects

To determine whether dedifferentiated NBs commonly exhibit defects in their temporal identity, we next examined other models of neuronal dedifferentiation. Notch (N) lies upstream of Dpn (San-Juan & Baonza, 2011) and is a Nerfin-1 target gene. N activation phenocopied loss of Nerfin-1, resulting in neuron to NB dedifferentiation (Vissers *et al*, 2018; Fig 8A–E). Furthermore, it was recently shown that the N pathway regulates Slp1 and Slp2 expression in medulla NBs through direct binding to Slp1/2 enhancers (preprint: Ray & Li, 2021). To test whether N activation, such as Dpn overexpression, stalled tTF progression, we assessed Slp expression in medulla regions where *UAS-N^{ACT}* was expressed under the control of *eyR16F10-GAL4*. We found that the ectopic NBs induced via N^{ACT} exhibited significantly increased expression of the mid-tTF Slp (Fig 8C–C'' and F), and resulted in an increase in the number of Toy⁺ neurons (Fig 8I–J'). Similar to Dpn overexpression, dedifferentiated NBs caused by N activation failed to undergo timely terminal cell cycle exit. At 24 h APF, when all wild-type NBs have exited the

cell cycle, NBs generated via N^{ACT} continued to persist (Appendix Fig S2A and H). Next, we asked whether overexpression of D, known to repress Slp, could re-initiate temporal progression, restore neuronal progeny composition and complete timely terminal

differentiation in Notch-mediated dedifferentiation. Overexpression of D did not significantly affect the rate of dedifferentiation (Fig 8E), but significantly increased the proportion of NBs that expressed the late-tTF Tll and reduced the proportion of NBs that expressed the

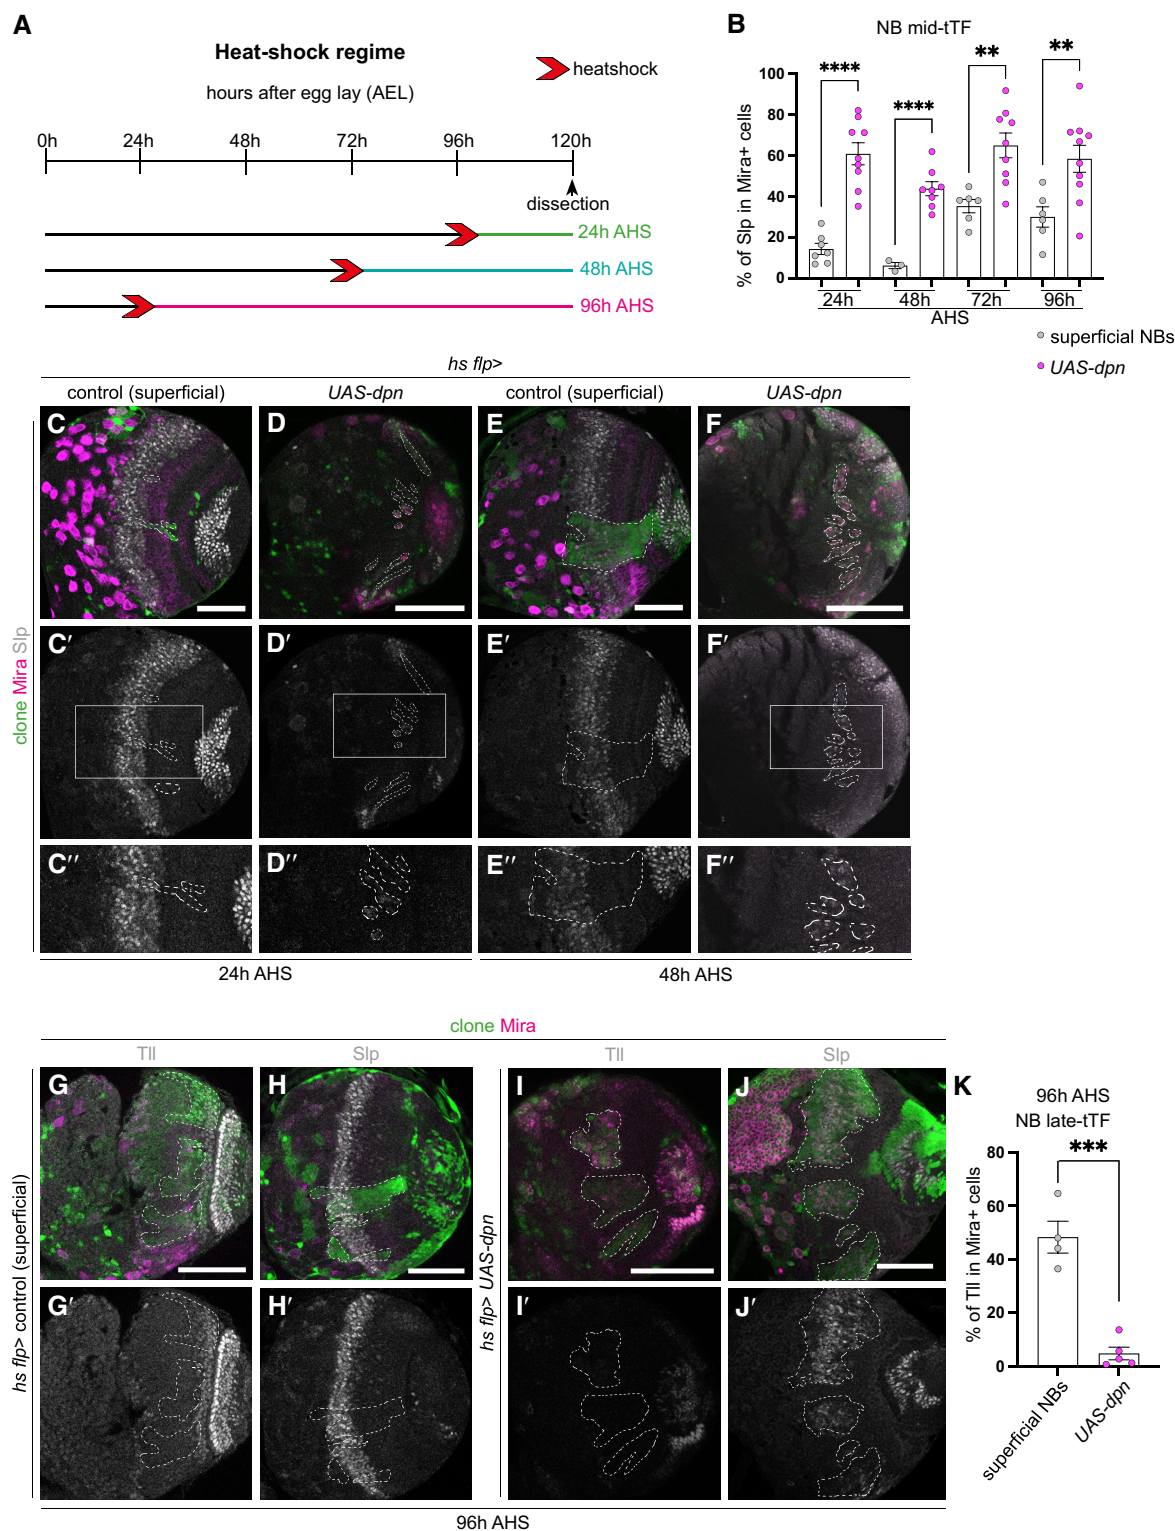

Figure 3.

Figure 3. Ectopic NBs generated via *dpn* overexpression immediately adopt a mid-temporal identity.

- A Schematic depicting the heat shock regimes used in (B–F'') and (G–K'). Clones were induced via heat shock (red arrows) and dissected at 24 h (green), 48 h (turquoise), or 96 h (pink) after heat shock.
- B Quantification of % of Slp⁺ cells in Mira⁺ cells in control and *UAS-dpn* clones (expressed as the ratio between Slp⁺ volume and total Mira⁺ volume within a clone). 24 h (Control *n* = 7, *m* = 14.25 ± 2.696, *UAS-dpn* *n* = 9, *m* = 60.66 ± 5.384), 48 h (Control *n* = 3, *m* = 6.096 ± 1.509, *UAS-dpn* *n* = 8, *m* = 43.64 ± 3.398), 72 h (Control *n* = 6, *m* = 35.13 ± 3.242, *UAS-dpn* *n* = 9, *m* = 64.72 ± 6.045), 96 h (Control *n* = 6, *m* = 29.85 ± 4.951, *UAS-dpn* *n* = 10, *m* = 58.2 ± 6.603).
- C–F'' Representative images of the deep medulla neuronal layer in the larval optic lobe, in which *UAS-dpn* or control are driven by *hs flp* (marked by GFP and outlined) and dissected and stained with the stem cell marker, Miranda (Mira, magenta), and Sloppy-paired (Slp, grey). At 24 and 48 h after clone induction, Mira⁺ NBs express mid tTF Slp compared to superficial NB control, quantified in (B). (C', D', E', F'') are the magnified images of the square region outlined in (C', D', E', F'), respectively.
- G–J' At 96 h after clone induction, Mira⁺ NBs express mid tTF Slp and do not express late tTF Tll, compared to control, quantified in (B and K).
- K Quantification of % of Tll⁺ cells in Mira⁺ cells in control and *UAS-dpn* clones (expressed as the ratio between Tll⁺ volume and total Mira⁺ volume within a clone). Control *n* = 4, *m* = 48.34 ± 5.956, *UAS-dpn* *n* = 5, *m* = 4.805 ± 2.375.

Data information: Data are represented as mean ± SEM. *P*-values were obtained performing unpaired *t*-test, and Welch's correction was applied in case of unequal variances. ****P < 0.0001, ***P < 0.001, **P < 0.005, *P < 0.05. Scale bars: 50 μm.

mid-tTF Slp (Fig 8F and G). Consequently, this also resulted in an increase in the amount of Tll⁺ neurons (Fig 8D–D'' and H) and a reduction in Toy⁺ progeny (Fig 8I–K').

We next asked whether dedifferentiation mediated by the down-regulation of Lola also stalled the temporal series. As previously reported, the expression of *lola*-RNAi caused neuron to NB dedifferentiation in the medulla (Fig 9A–E, Southall *et al*, 2014; Zhu *et al*, 2022). Furthermore, the dedifferentiated NBs expressed the mid-temporal series marker Slp (Fig 9A–F), which produced an excess of Toy⁺ neurons (Fig 9A–C'' and G), at the expense of Tll⁺ neurons and Repo⁺ glial cells (Fig 9H–J'', K and L). Overexpression of D, known to repress Slp, was able to promote the re-initiation of the temporal series, by reducing Slp expressing (Fig 9F), triggering the onset of Tll in the dedifferentiated NBs (Fig 9K), and the production of Tll⁺ neurons and Repo⁺ glial cells (Fig 9L), however, not Toy⁺ neurons (Fig 9G). Together, our data suggest that D overexpression can promote temporal progression stalled via Dpn overexpression, Notch activation or Lola knockdown.

Finally, we investigated whether *nerfin-1* loss-of-function clones also exhibited stalled temporal identity. In contrast to Dpn, N overexpression and Lola knockdown, *nerfin-1* mutant clones exhibited normal progression through the Hth → Ey → Slp → D temporal transcription factor widows (Fig EV5A–G' and J). However, as previously reported (Zhu *et al*, 2022), the loss of *nerfin-1* caused stalling of the temporal series at Tll (Fig EV5A–G' and J), preventing the Tll⁺ neurogenesis to gliogenesis transition, as indicated by a deficit of Repo⁺ glial cells at 96-h AEL (Fig EV5H–I' and K).

Discussion

In this study, our data argue that upon NB dedifferentiation in the OL, the proliferative potential of NBs and their ability to produce the correct neuronal subtypes is determined by cell cycle progression and correct expression of the temporal transcription factors (tTFs). When ectopic NBs are induced by Dpn overexpression, they

Figure 4. NBs generated via Dpn overexpression delays the timing of their terminal differentiation and generates Toy⁺ progeny at the expense of Tll⁺ neurons and Repo⁺ glial cells.

- A Schematic depicting the timeline of experiments performed in (B–L'). Larval brains are dissected at 96 h, pupal brains are dissected at 126 h (6 h APF), 130 h (10 h APF), 136 h (16 h APF), and 144 h AEL (24 h APF). Heat shock regime for (Q–T'). Clones were induced by heat shock (red) at 48-h AEL and dissected 72 h (blue) after heat shock.
- B–M (B–I, K–L') Representative images of the superficial medulla neuroblast (NB) layer or deep medulla neuronal layer in the larval or pupal optic lobe, in which *UAS-dpn* or control (*UAS-luciferase*) are driven by *eyR16F10-GAL4*, or *ok107-GAL4* (outlined) and stained with the stem cell marker, Miranda (Mira, magenta), and mid-temporal progeny marker, Toy-GFP (grey). (B–E) Mira⁺ NBs are recovered in superficial sections of control under *eyR16F10-GAL4* expression at 6 h APF and 10 h APF but not from 16 h APF onwards, quantified in (J). (F–I) Mira⁺ NBs are recovered in deep sections of *UAS-dpn* driven by *eyR16F10-GAL4* at 6 h APF, 10 h APF, and 16 h APF but not at 24 h APF, quantified in (J). Arrow in (H) points to the NBs. (J) Quantification of % Mira⁺ cells within *eyR16F10-GAL4* expression domain in control and *UAS-dpn* (calculated as the ratio of Mira⁺ cell volume as a percentage of total *eyR16F10-GAL4* domain volume). Six hours APF (Control, *n* = 3, *m* = 14.82 ± 3.521, *UAS-dpn* *n* = 6, *m* = 18.13 ± 1.46), 10 h APF (Control *n* = 4, *m* = 11.65 ± 1.605, *UAS-dpn* *n* = 5, *m* = 19.11 ± 4.609), 16 h APF (Control *n* = 4, *m* = 0.8897 ± 0.239, *UAS-dpn* *n* = 7, *m* = 16.64 ± 3.065), 24 h APF (Control *n* = 4, *m* = 1.174, ±0.7226, *UAS-dpn* *n* = 6, *m* = 0.8518 ± 0.4849). (K–L') More Toy⁺ progeny (grey) are present within the *ok107-GAL4* domain (green, outlined) in *UAS-dpn* compared to control. Quantified in (M). (M) Quantification of % Toy⁺ progeny within *ok107-GAL4* expression domain in control and *UAS-dpn* (calculated as the ratio of Toy⁺ cell volume as a percentage of total *ok107-GAL4* domain volume). Control *n* = 6, *m* = 11.03 ± 1.169, *UAS-dpn* *n* = 9, *m* = 22.78 ± 4.174.
- N Schematic representation of temporal series in NBs and their progeny. NBs express temporal transcription factors (tTFs; Hth, Ey, Slp, D, Tll) as they age. Slp⁺ NBs create Toy⁺ progeny; Tll⁺ NBs create Tll⁺ progeny; Gcm⁺ NBs create Repo⁺ progeny.
- O–R' Representative images of the deep medulla neuronal layer in the larval optic lobe, in which heat shock-induced *UAS-dpn* or control (*UAS-luciferase*) clones are stained with the stem cell marker, Mira (magenta), late neuronal marker Tll (grey) or glial marker Repo (grey). Arrow points towards the small band of Tll⁺ neurons in control clones. (O–P') At 72 h after clone induction, there is less Tll expression within *UAS-dpn* clones than control clone, quantified in (S). (Q–R') At 72 h after clone induction, there is less Repo expression within *UAS-dpn* clones than control clones, quantified in (T).
- S, T Quantification of % Tll or Repo⁺ cells within control and *UAS-dpn* clones (calculated as the ratio of Tll⁺ or Repo⁺ cell volume as a percentage of total clone volume). Tll (Control *n* = 6, *m* = 12.26 ± 3.449, *UAS-dpn* *n* = 5, *m* = 1.881 ± 0.9293), Repo (Control *n* = 7, *m* = 10.94 ± 2.203, *UAS-dpn* *n* = 4, *m* = 1.89 ± 0.2754).

Data information: Data are represented as mean ± SEM. *P*-values were obtained by unpaired *t*-test, and Welch's correction was applied in case of unequal variances. **P < 0.005, *P < 0.05. Scale bars: 50 μm.

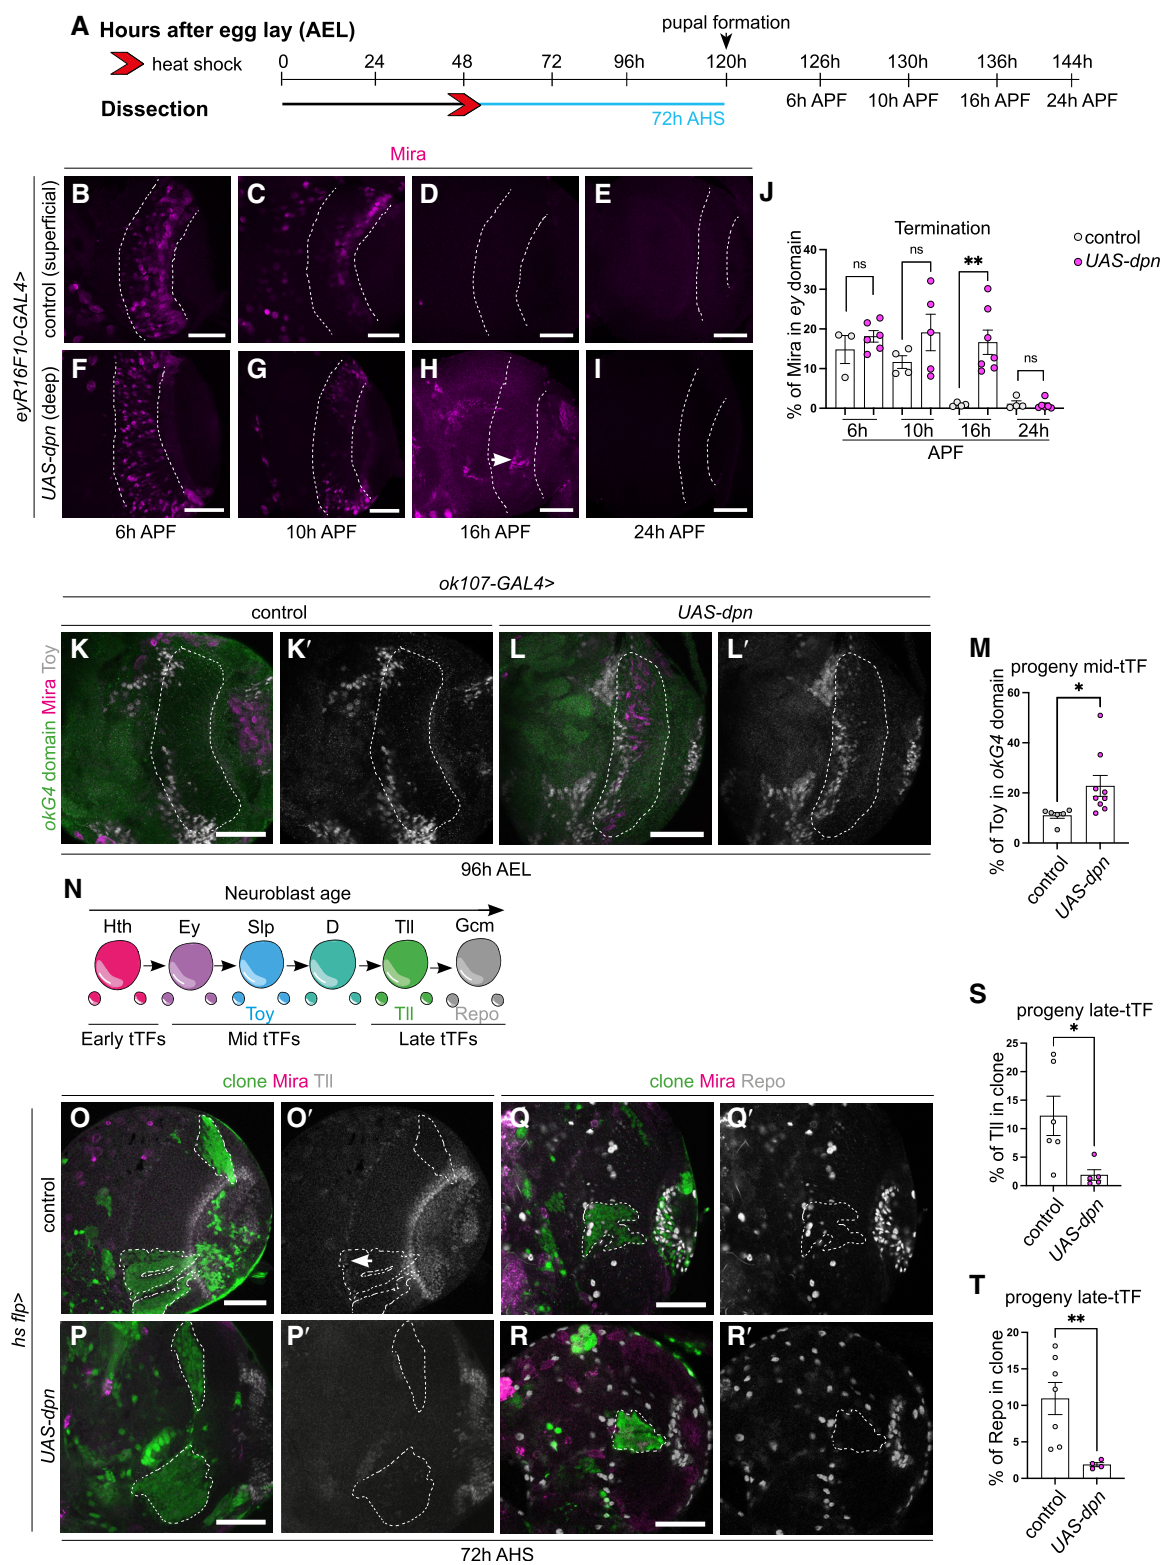

Figure 4.

adopt a mid-temporal identity, leading to significantly increased numbers of mid-temporal identity progeny. They also have delays in cell cycle progression and terminal cell cycle exit. Retriggering

the temporal series via D overexpression or promoting the cell cycle was sufficient to reinstate neuronal diversity and timely NB termination.

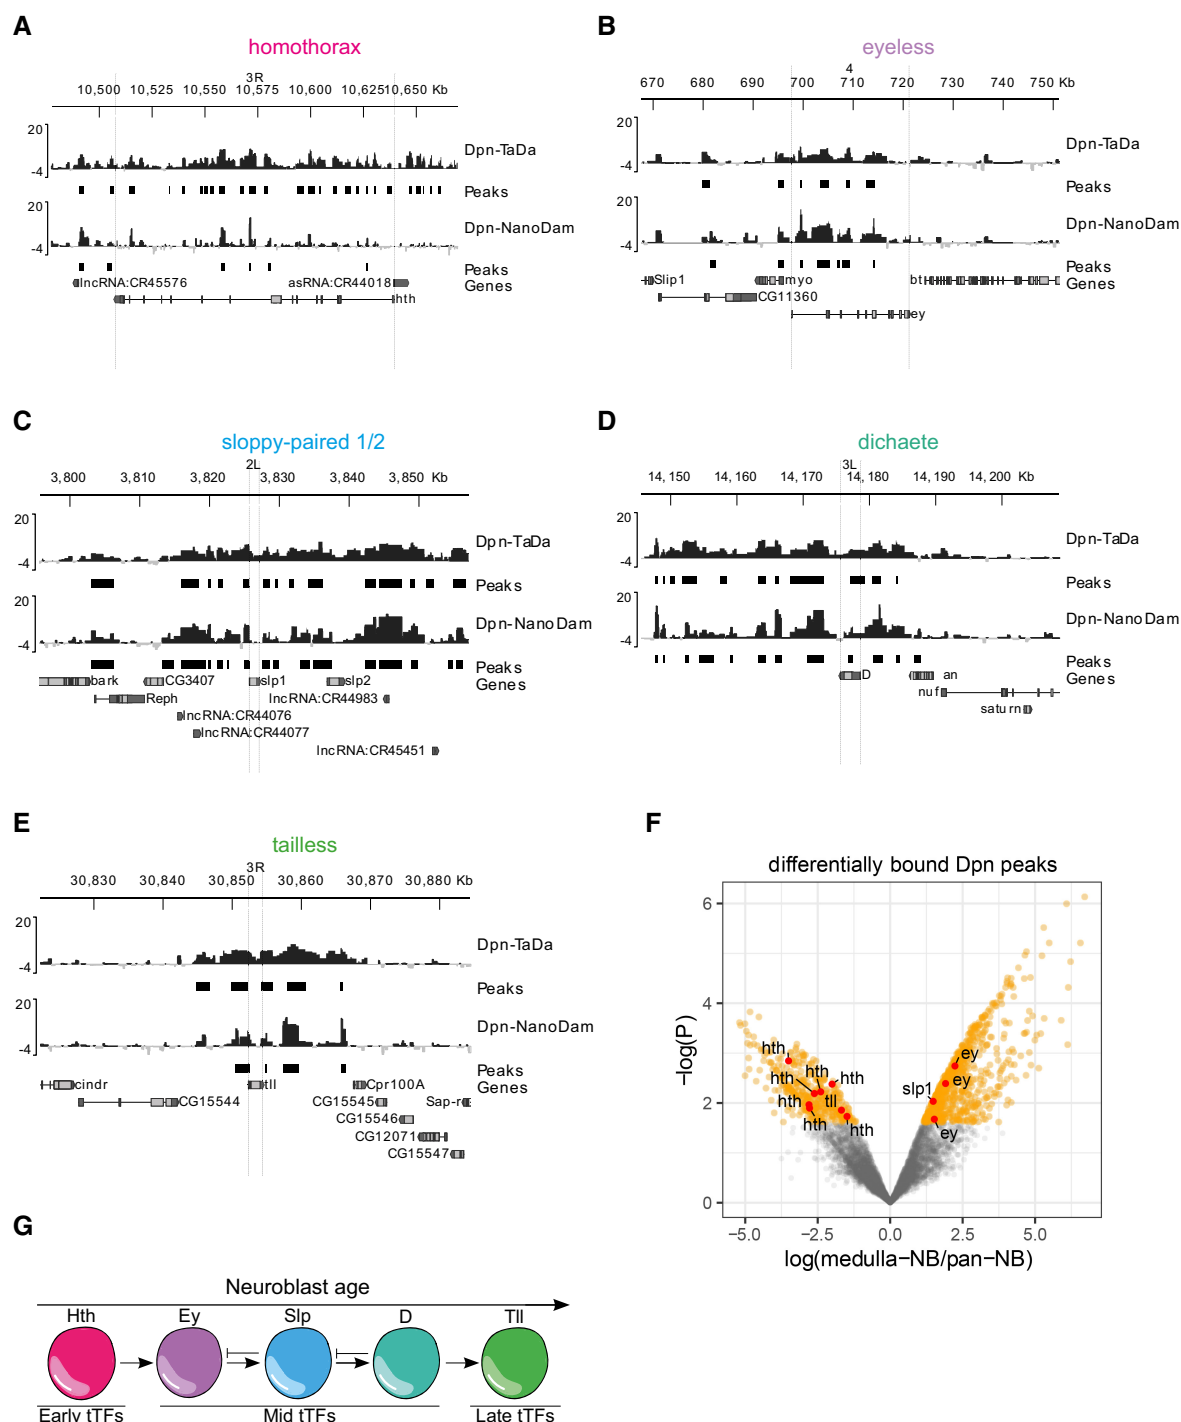

Figure 5. Dpn binds to tTFs with preference to mid-tTFs.

A–E Mean Targeted DamID Dpn (pan-neuroblast, NB) and Dpn-NanoDam (medulla specific) binding profiles ($\log_2(\text{Dam-fusion}/\text{Dam})$) are shown for the optic lobe temporal TFs (A) homothorax (B) eyeless (C) sloppy-paired 1/2 (D) dictyate and (E) tailless. Peaks with FDR < 0.01 are shown.

F Volcano plot of differentially-bound Dpn peaks in the medulla show that Dpn preferentially bind preferentially to mid-tTFs Slp1/2 and Ey, but not to early or late tTFs Hth or Tll.

G Schematic representation of temporal series in NBs. NBs express temporal transcription factors (tTFs; Hth, Ey, Slp, D, Tll) as they age.

Although ectopic NBs formed through Dpn overexpression were locked into a mid-temporal fate, we found that temporal transitions in dedifferentiated NBs obey the feed forward activation and

feedback repression that occurs in wild-type medulla NBs (Fig EV3C–D’). The mid-tTFs sit within a mutually exclusive regulatory network in which only one tTF can be active at any stage (Li

et al, 2013; Zhu et al, 2022), and consistent with this, we observed D to be expressed in a complementary pattern to that of Slp in ectopic NBs. The preference of Dpn binding at the mid-tTFs in medulla NBs, together with the enrichment of the mid-tTF fates,

suggests a model in which Dpn overexpression activates the mid-tTF network in ectopic NBs. Consistent with this, we observed enriched binding of Dpn at mid-tTF loci in wild-type medulla NBs, and reduced Dpn binding at early- and late-tTF loci. Our data

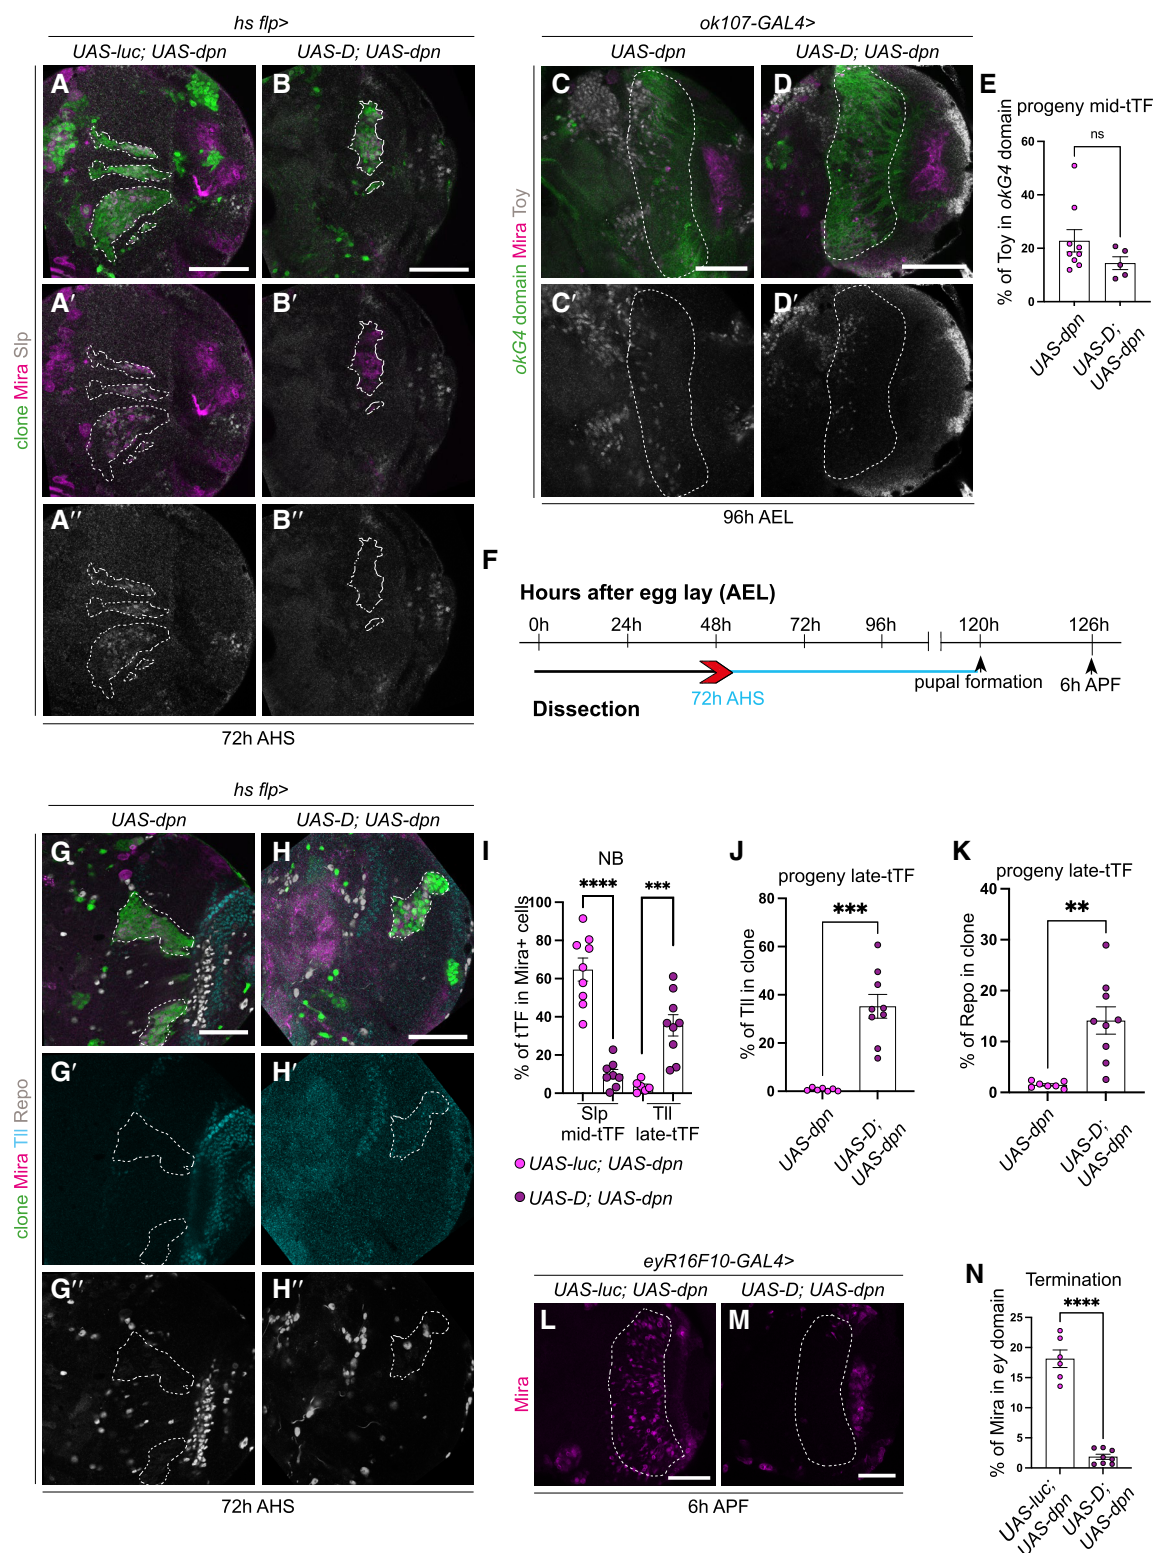

Figure 6.

Figure 6. Dichaete triggers the re-initiation of the temporal series.

- A–H" (A–B" and G–H") Representative images of deep medulla neuronal layer in the larval optic lobe, in which *UAS-luc*; *UAS-dpn* and *UAS-D*; *UAS-dpn* are expressed in clones by *hs flp*, and stained with the stem cell marker, Miranda (Mira, magenta), and/or Slp, Tll or Repo (grey). (A–B") At 72 h after clone induction, Mira⁺ neuroblasts (NBs) within *UAS-luc*; *UAS-dpn* clones express Slp; Mira⁺ NBs within *UAS-D*; *UAS-dpn* clones do not express Slp, quantified in (I). (C–D') Representative images of deep medulla neuronal layer in the larval optic lobe, in which *UAS-dpn* and *UAS-D*; *UAS-dpn* are expressed in the *ok107-GAL4* expression domain, and stained with the stem cell marker, Mira (magenta), and mid-temporal progeny marker, Toy-GFP (grey). Fewer Toy⁺ cells were recovered within the *ok107-GAL4* domain (outlined) in *UAS-D*; *UAS-dpn* compared to *UAS-dpn*, quantified in (E). (E) Quantification of % Toy⁺ cells within *ok107-GAL4* expression domain in *UAS-dpn* and *UAS-D*; *UAS-dpn* (calculated as the ratio of Toy⁺ cell volume as a percentage of total *ok107-GAL4* domain volume). *UAS-dpn* *n* = 9, *m* = 22.78 ± 4.174, *UAS-D*; *UAS-dpn* *n* = 5, *m* = 14.42 ± 2.394. (F) Timeline depicting the age of ectopic neuroblasts. Pupal formation occurs at 120 h AEL. Pupae are dissected at 126-h AEL (6-h APF). Heat shock regime for (A–B") and (G–H"). Clones were induced by heat shock (red) at 48 h AEL and dissected at 72-h (blue) after heat shock. (G–H") At 72 h after clone induction, more Tll⁺ and Repo⁺ cells were recovered within *UAS-D*; *UAS-dpn* clones compared to *UAS-dpn* clones, quantified in (I–K).
- I Quantification of % of Slp⁺ or Tll⁺ cells in Mira⁺ cells *UAS-luc*; *UAS-dpn* clones compared to *UAS-D*; *UAS-dpn* clones (expressed as the ratio between tTF⁺ volume and total Mira⁺ volume within a clone). Slp (*UAS-luc*; *UAS-dpn* *n* = 9, *m* = 64.72 ± 6.045, *UAS-D*; *UAS-dpn* *n* = 8, *m* = 9.99 ± 2.463), Tll (*UAS-luc*; *UAS-dpn* *n* = 6, *m* = 3.584 ± 1.187, *UAS-D*; *UAS-dpn* *n* = 9, *m* = 35.53 ± 5.596).
- J, K Quantification of % Tll⁺ or Repo⁺ cells within *UAS-dpn* clones compared with *UAS-D*; *UAS-dpn* clones (calculated as the ratio of Tll⁺ or Repo⁺ cell volume as a percentage of total clone volume). Tll (*UAS-dpn* *n* = 7, *m* = 0.7198 ± 0.2389, *UAS-D*; *UAS-dpn* *n* = 9, *m* = 35.22 ± 4.917), Repo (*UAS-dpn* *n* = 7, *m* = 1.488 ± 0.2368, *UAS-D*; *UAS-dpn* *n* = 9, *m* = 14.13 ± 2.672).
- L, M Mira⁺ NBs are present in deep sections of *UAS-dpn* driven by *eyR16F10-GAL4* at 126 h but are absent in *UAS-D*; *UAS-dpn*, quantified in (N).
- N Quantification of % Mira cells within *eyR16F10-GAL4* expression domain in *UAS-dpn* and *UAS-D*; *UAS-dpn* (calculated as the ratio of Mira⁺ cell volume as a percentage of total *eyR16F10-GAL4* domain volume). *UAS-dpn* *n* = 6, *m* = 18.13 ± 1.46, *UAS-D*; *UAS-dpn* *n* = 8, *m* = 1.859 ± 0.4215.
- Data information: Data are represented as mean ± SEM. *P*-values were obtained via unpaired *t*-test, and Welch's correction was applied in cases of unequal variances. ****P < 0.0001, ***P < 0.001, **P < 0.005. Scale bars: 50 μm.

suggest that Dpn promotes the expression of mid-tTFs such as Ey and Slp (Fig 9M). Although Dpn has been historically classed as a transcriptional repressor, a previous study profiling Dpn binding in larval NB hyperplasia via ChIP-seq reported that half of the directly regulated targets of Dpn were upregulated in tumours, and half were downregulated, consistent with a dual activator/repressor role for this protein (Magadi *et al*, 2020).

The delay in temporal progression appears to be a general feature of dedifferentiation in the OL, as a delay in dedifferentiation was observed upon Dpn or Notch activation, as well as the downregulation of Lola and Nerfin-1. The OL is an area of the brain where the differentiated state of the neurons appears to be less stable (Xu *et al*, 2017). However, we do not yet know whether dedifferentiation-mediated tumours arising from other regions of the CNS would also exhibit delayed temporal progression, as different

sets of temporal factors are used in the ventral nerve cord and Type II lineages (Maurange *et al*, 2008; Ren *et al*, 2017). It would be interesting to explore whether N or tumour suppressors such as Brain Tumour (Brat) similarly regulate the mid-tTF genes, as it has previously been shown that Brat regulates both Dpn and Notch (Reichardt *et al*, 2018). However, it could be that N acts partially through Dpn, as Dpn has been shown to be a target of N in NBs (San-Juán *et al*, 2012).

Our data support the possible links between cell cycle progression and the expression of temporal regulators controlling NB proliferation and cellular diversity. In the embryonic NBs, temporal transition can progress despite of experimentally induced cell cycle arrest (Grosskortenhaus *et al*, 2005). Whereas in Type I larval NBs, it was shown that G1/S-cell cycle delay resulted in stalled temporal patterning and reduced neuronal

Figure 7. Temporal progression of dedifferentiated NBs is regulated by the cell cycle.

- A–C" Representative images of the deep medulla neuronal layer in the larval optic lobe, in which control (*UAS-luc*) and *UAS-dpn* and *UAS-D*; *UAS-dpn* are expressed in *hs flp* clones (72 h after clone induction). Miranda (Mira, magenta) and EdU (grey). Despite increased number of Mira⁺ cells in *UAS-dpn* compared to control, each neuroblast (NB) underwent slower cell cycle progression, as indicated by EdU⁺ incorporation. Quantified in (E). This slow cell cycle speed was not rescued in *UAS-D*; *UAS-dpn* clones. Quantified with *UAS-luc*; *UAS-dpn* in (F).
- D Heat shock regime for (A–C"). Clones were induced by heat shock (red) at 48-h AEL and dissected 72-h (blue) after heat shock.
- E Quantification of % of EdU-positive cells in control (*UAS-luc*) and *UAS-dpn* clones (expressed as the amount of EdU⁺ cells per Mira⁺ volume within the clone). Control *n* = 6, *m* = 4.96 ± 0.5433, *UAS-dpn* *n* = 10, *m* = 0.5927 ± 0.08484.
- F Quantification of % of EdU-positive cells in *UAS-luc*; *UAS-dpn* and *UAS-D*; *UAS-dpn* clones (expressed as the amount of EdU⁺ cells per Mira⁺ volume within the clone). *UAS-luc*; *UAS-dpn* *n* = 9, *m* = 0.7807 ± 0.1311, *UAS-D*; *UAS-dpn* *n* = 10, *m* = 0.4866 ± 0.3579.
- G–H" Representative images of the deep medulla neuronal layer in the larval optic lobe, where *UAS-E2f1*; *UAS-CycE*; *UAS-dpn* or *UAS-dpn* are expressed in the *ok107-GAL4* domain (outlined), and stained with the stem cell marker, Mira (magenta), mid-tTF, Slp (grey) and late progeny marker, Repo (Cyan). Quantified in (I–K). *UAS-dpn* NBs express Slp and do not create Repo⁺ progeny, whereas *UAS-E2f1*; *UAS-CycE*; *UAS-dpn* NBs do not express Slp and create Repo⁺ progeny.
- I Quantification of % Mira⁺ cells within *ok107-GAL4* expression domain in *UAS-dpn* control and *UAS-E2f1*; *UAS-CycE*; *UAS-dpn* (calculated as the ratio of Mira⁺ cell volume as a percentage of total *ok107-GAL4* volume). *UAS-dpn* control *n* = 8, *m* = 27.99 ± 5.288, *UAS-E2f1*; *UAS-CycE*; *UAS-dpn* *n* = 7, *m* = 42.37 ± 3.999.
- J Quantification of % Slp⁺ cells in Mira-positive cells within the *ok107-GAL4* expression domain in *UAS-dpn*; *UAS-luc* and *UAS-E2f1*; *UAS-CycE*; *UAS-dpn* (calculated as the ratio of Slp⁺ cellular volume as a percentage of total Mira⁺ volume within *ok107-GAL4* domain). *UAS-dpn* control *n* = 7, *m* = 50.76 ± 2.582, *UAS-E2f1*; *UAS-CycE*; *UAS-dpn* *n* = 8, *m* = 2.907 ± 0.5755.
- K Quantification of % Repo⁺ progeny in within the *ok107-GAL4* expression domain in *UAS-dpn*; *UAS-luc* and *UAS-E2f1*; *UAS-CycE*; *UAS-dpn* (calculated as the ratio of Repo⁺ cellular volume within *ok107-GAL4* domain). *UAS-dpn* control *n* = 10, *m* = 2.567 ± 0.491, *UAS-E2f1*; *UAS-CycE*; *UAS-dpn* *n* = 7, *m* = 6.977 ± 0.8049.
- L Schematic representation of the cell cycle. Cdk4/CycD and E2f/CycE play roles in G1/S phase transition. E2f/CycE play a role in G1/S and G2/M phase transitions.
- Data information: Data are represented as mean ± SEM. *P*-values were obtained performing unpaired *t*-test, and Welch's correction was applied in case of unequal variances. ****P < 0.0001, ***P < 0.001, **P < 0.005, *P < 0.05. Scale bars: 50 μm.

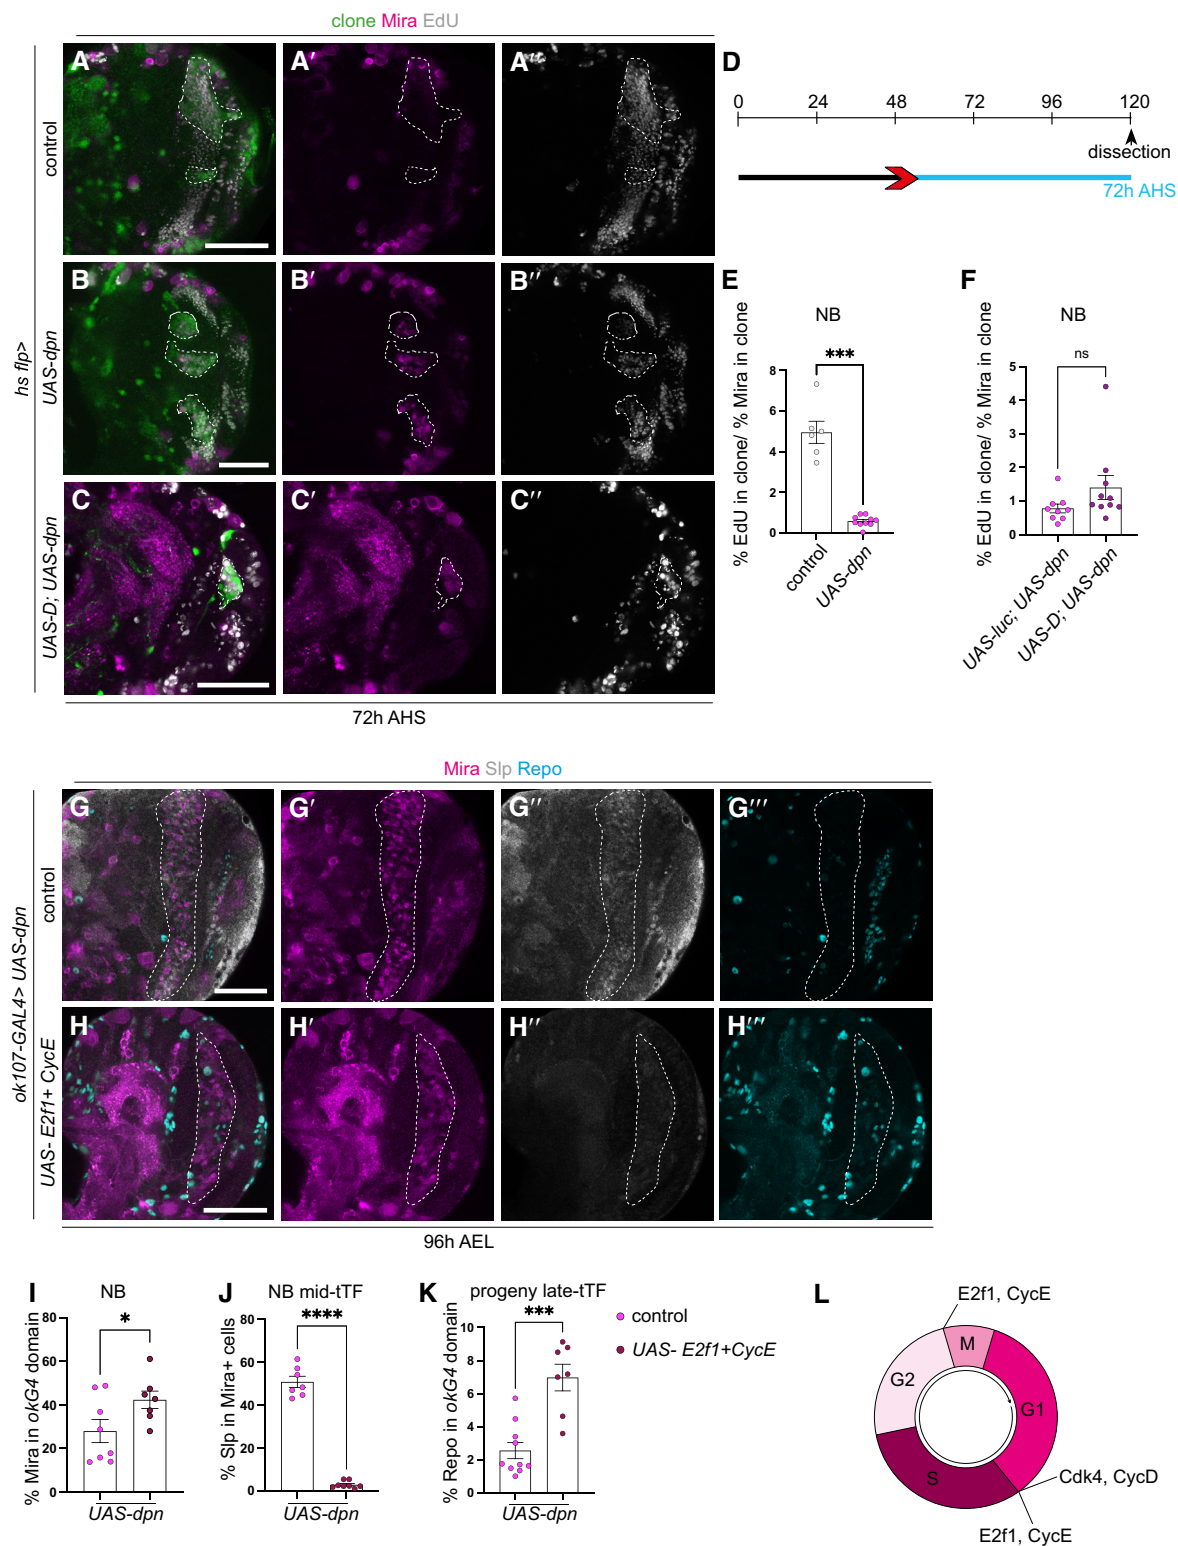

Figure 7.

diversity (van den Amelee & Brand, 2019). In dedifferentiated OL NBs, it appears that the temporal series also lies downstream of the cell cycle. However, in this context, we show that the cell cycle can direct and regulate the progression of the

temporal series and is responsible for restoring neuronal diversity caused by temporal series delay. However, re-initiation of the temporal series was not sufficient to rescue cycle progression.

Perturbation of different neuronal factors can impact different points of the neurogenesis temporal series. It is so far unclear why *nerfin-1* mutant clones differ from the other dedifferentiation factors,

where they are stalled at the Tll⁺ window rather than Slp⁺ window. Future studies using ATAC-seq to examine the chromatin accessibility of the temporal transcription factors for each of these dedifferentiation

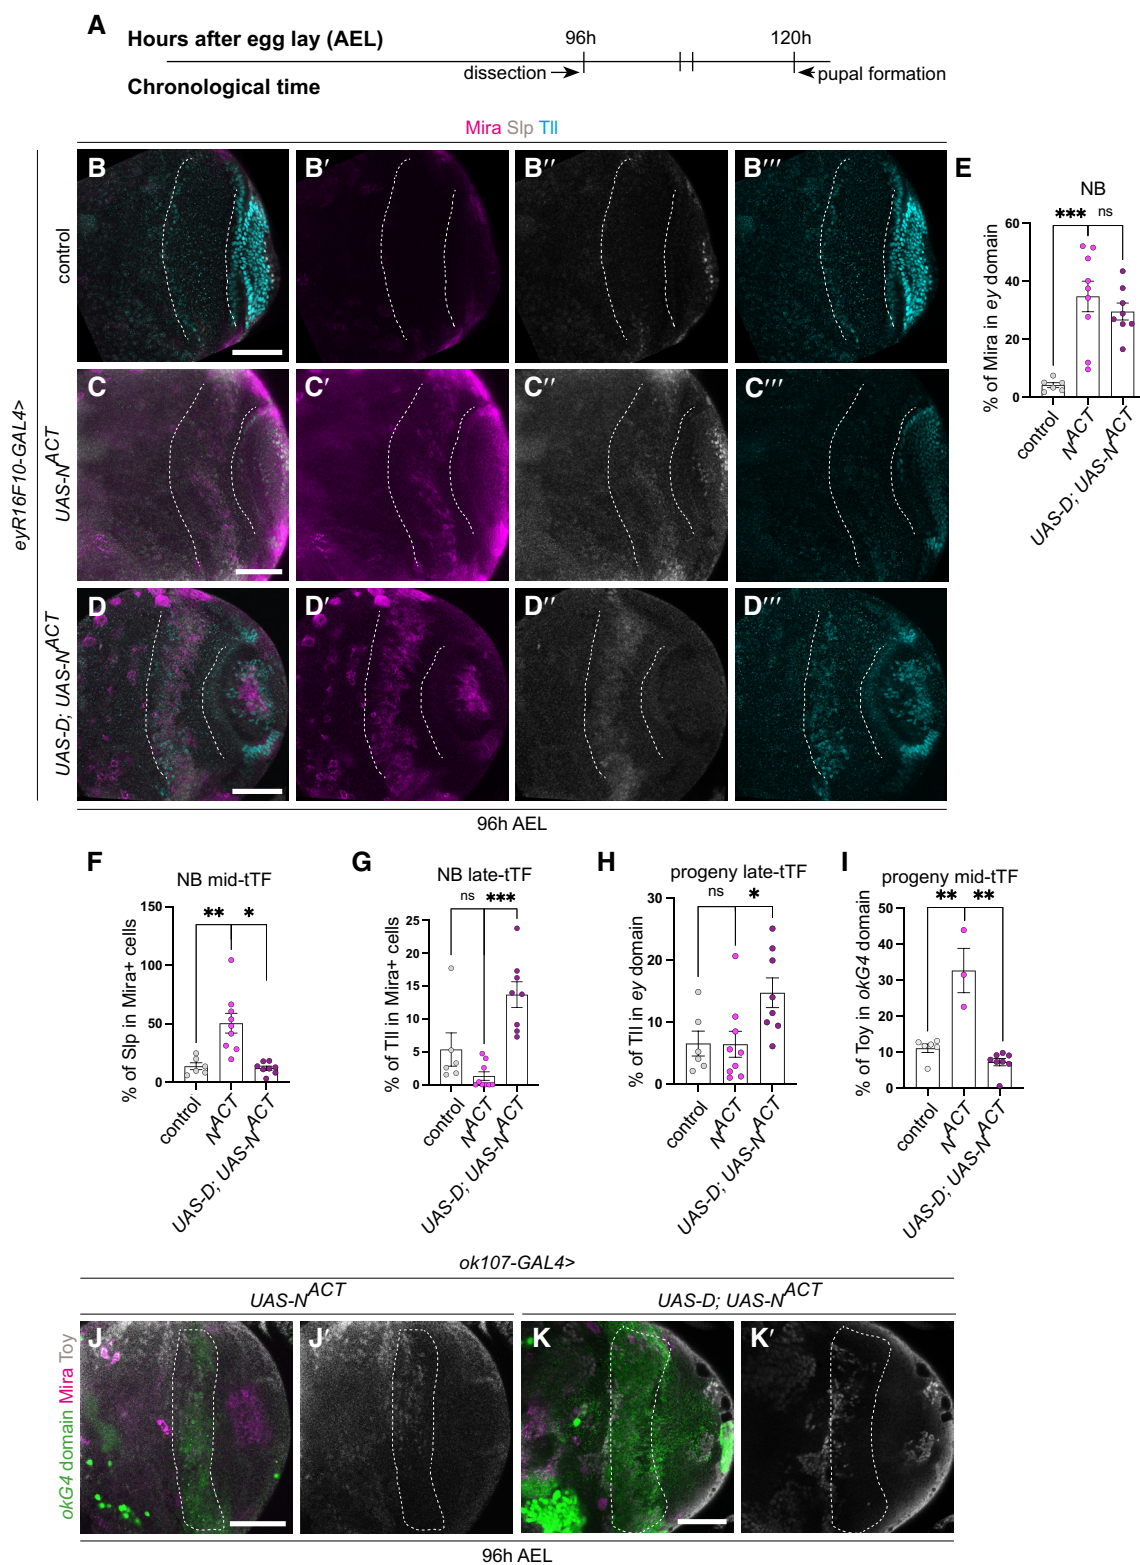

Figure 8.

Figure 8. Dichaete re-initiates the temporal series in dedifferentiated NBs caused by Notch activation.

- A Timeline depicting age of ectopic neuroblasts (NBs). Larvae are dissected at 96 h AEL.
- B–D''' Representative images of the deep medulla neuronal layer in the larval optic lobe, in which control (*UAS-luc*), *UAS-N^{ACT}*, and *UAS-D*; *UAS-N^{ACT}* are driven by *eyR16F10-GAL4* (outlined). Miranda (Mira, magenta), Sloppy paired (Slp, grey), Tailless (Tll, cyan). *UAS-N^{ACT}* NBs express Slp and not Tll. *UAS-D*; *UAS-N^{ACT}* NBs express Slp and Tll, quantified in (E–H).
- E Quantification of % Mira-positive cells within *eyR16F10-GAL4* expression domain in control, *UAS-N^{ACT}*, and *UAS-D*; *UAS-N^{ACT}* (calculated as the ratio of Mira⁺ cell volume as a percentage of total volume of *eyR16F10-GAL4* domain). Control *n* = 6, *m* = 4.077, ± 2.103 , *UAS-N^{ACT}* *n* = 9, *m* = 34.71, ± 5.271 , *UAS-D*; *UAS-N^{ACT}* *n* = 8, *m* = 29.5, ± 2.931 .
- F, G Quantification of % Slp⁺ or Tll⁺ cells in Mira-positive cells within the *eyR16F10-GAL4* expression domain in control, *UAS-N^{ACT}*, and *UAS-D*; *UAS-N^{ACT}* (calculated as % of Slp⁺ or Tll⁺ cellular volume that are also Mira⁺ within *eyR16F10-GAL4* domain). Slp (Control *n* = 6, *m* = 13.62 $\pm$ 2.974, *UAS-N^{ACT}* *n* = 9, *m* = 13.62 $\pm$ 2.974, *UAS-D*; *UAS-N^{ACT}* *n* = 8, *m* = 11.98 $\pm$ 1.741), Tll (Control *n* = 6, *m* = 5.363 $\pm$ 2.531, *UAS-N^{ACT}* *n* = 9, *m* = 1.316 $\pm$ 0.643, *UAS-D*; *UAS-N^{ACT}* *n* = 8, *m* = 13.71 $\pm$ 1.955).
- H Quantification of % Tll⁺ cells within *eyR16F10-GAL4* expression domain in control, *UAS-N^{ACT}*, and *UAS-D*; *UAS-N^{ACT}* (calculated as the ratio of Tll⁺ cellular volume as a percentage of total volume of *eyR16F10-GAL4* domain). Control *n* = 6, *m* = 6.554 $\pm$ 2.018, *UAS-N^{ACT}* *n* = 9, *m* = 6.449 $\pm$ 2.099, *UAS-D*; *UAS-N^{ACT}* *n* = 8, *m* = 14.77 $\pm$ 2.404.
- I Quantification of % Toy⁺ cells within *ok107-GAL4* expression domain in control (*UAS-luc*), *UAS-N^{ACT}* and *UAS-N^{ACT}*; *UAS-dpn* (calculated as the ratio of Toy⁺ cell volume as a percentage of total *ok107-GAL4* domain volume). The column for Control uses the same data points as in Fig 3K. Control *n* = 6, *m* = 11.03 $\pm$ 1.169, *UAS-N^{ACT}* *n* = 3, *m* = 32.65 $\pm$ 6.176, *UAS-N^{ACT}*; *UAS-dpn* *n* = 8, *m* = 7.178 $\pm$ 1.023).
- J–K' Representative images of the deep medulla neuronal layer in the larval optic lobe, in which *UAS-N^{ACT}* and *UAS-N^{ACT}*; *UAS-dpn* are driven by *ok107-GAL4* (marked by GFP and outlined) and stained with the stem cell marker, Mira (magenta), and mid-temporal progeny marker, Toy-GFP (grey). Fewer cells express Toy⁺ in *UAS-N^{ACT}*; *UAS-dpn* compared to *UAS-N^{ACT}*, quantified in (I).
- Data information: Data are represented as mean $\pm$ SEM. *P*-values were obtained performing unpaired *t*-test, and Welch's correction was applied in case of unequal variances. ****P < 0.0001, ***P < 0.001, **P < 0.005, *P < 0.05. Scale bars: 50 μ m.

factors may shed light on the specificity. However, our work together with previous work using another dedifferentiation tumour model (*pros* loss of function) shows that specification of the correct temporal cascade is instrumental to tumour malignancy and is a key mechanism underlying tumourigenesis (Narbonne-Reveau *et al*, 2016; Genovese *et al*, 2019; Maurange, 2020; Gaultier *et al*, 2022).

Recent studies suggest that a bidirectional conversion between tumour-initiating stem cells and differentiated cells exist, where non-cancer stem cells can dedifferentiate and acquire stem cell-like properties under genetic and environmental stress (Friedmann-Morvinski & Verma, 2014). Dedifferentiation of mature cells to induce their proliferation and re-differentiation has also been shown

Figure 9. Dichaete re-initiates the temporal series in dedifferentiated NBs caused by the loss of Lola.

- A–C''' Representative images of the deep medulla neuronal layer in the larval optic lobe, in which control (*UAS-lacz*), *lola-Ri*, and *UAS-D*; *lola-Ri* are driven by *eyR16F10-GAL4* (outlined). Miranda (Mira, magenta), Sloppy-paired (Slp, grey), Twin of eyeless (Toy, cyan). *lola-Ri* induces ectopic Mira⁺ neuroblasts (NBs) in the deep medulla layers, compared to control, quantified in (E). Dedifferentiated *lola-Ri* NBs express excess Slp, fewer Tll, and slightly more Toy⁺ neurons compared to control. *UAS-D*; *lola-Ri* NBs express less Slp and similar amount of Toy in *eyR16F10-GAL4* domain compared to *lola-Ri* alone, quantified in (F, G).
- D Timeline depicting the age of ectopic neuroblasts (NBs). Larvae are dissected at 96 h AEL.
- E Quantification of % Mira-positive cells within *eyR16F10-GAL4* expression domain in control, *lola-Ri*, and *UAS-D*; *lola-Ri* (calculated as the ratio of Mira⁺ cell volume as a percentage of total volume of *eyR16F10-GAL4* domain). Control *n* = 8, *m* = 2.717, ± 0.9933 , *lola-Ri* *n* = 11, *m* = 36.95, ± 5.447 , *UAS-D*; *lola-Ri* *n* = 17, *m* = 25.57, ± 3.303 .
- F Quantification of % Slp⁺ cells in Mira-positive cells within the *eyR16F10-GAL4* expression domain in control, *lola-Ri*, and *UAS-D*; *lola-Ri* (calculated as % of Slp⁺ cellular volume that are also Mira⁺ within *eyR16F10-GAL4* domain). Control *n* = 8, *m* = 22.80 $\pm$ 4.065, *lola-Ri* *n* = 7, *m* = 57.68 $\pm$ 7.234, *UAS-D*; *lola-Ri* *n* = 8, *m* = 6.482 $\pm$ 0.8840.
- G Quantification of % Toy⁺ cells within *eyR16F10-GAL4* expression domain in control, *lola-Ri*, and *UAS-D*; *lola-Ri* (calculated as the ratio of Toy⁺ cellular volume as a percentage of total volume of *eyR16F10-GAL4* domain). Control *n* = 8, *m* = 25.14 $\pm$ 4.109, *lola-Ri* *n* = 7, *m* = 44.16 $\pm$ 8.518, *UAS-D*; *lola-Ri* *n* = 9, *m* = 40.53 $\pm$ 2.633.
- H–J''' Representative images of the deep medulla neuronal layer in the larval optic lobe, in which control (*UAS-lacz*), *lola-Ri*, and *UAS-D*; *lola-Ri* are driven by *eyR16F10-GAL4* (outlined). Miranda (Mira, magenta), Tailless (Tll, grey), Reversed polarity (Repo, cyan). *lola-Ri* NBs express less Tll compared to control. There are fewer Tll⁺ and Repo⁺ progeny in the *eyR16F10-GAL4* domain in *lola-Ri* compared to control. *UAS-D*; *lola-Ri* NBs express more Tll as well as more Tll⁺ and Repo⁺ progeny in *eyR16F10-GAL4* domain compared to *lola-Ri* alone, quantified in (K, L).
- K Quantification of % Tll⁺ cells in Mira-positive cells within the *eyR16F10-GAL4* expression domain in control, *lola-Ri*, and *UAS-D*; *lola-Ri* (calculated as % of Tll⁺ cellular volume that are also Mira⁺ within *eyR16F10-GAL4* domain). Control *n* = 8, *m* = 14.82 $\pm$ 2.400, *lola-Ri* *n* = 4, *m* = 0.2982 $\pm$ 0.1217, *UAS-D*; *lola-Ri* *n* = 8, *m* = 46.85 $\pm$ 10.46.
- L Quantification of % Tll⁺ and Repo cells within *eyR16F10-GAL4* expression domain in control, *lola-Ri*, and *UAS-D*; *lola-Ri* (calculated as the ratio of Tll⁺ and Repo⁺ cellular volume as a percentage of total volume of *eyR16F10-GAL4* domain). Tll (Control *n* = 8, *m* = 10.94 $\pm$ 2.629, *lola-Ri* *n* = 4, *m* = 0.1024 $\pm$ 0.05082, *UAS-D*; *lola-Ri* *n* = 8, *m* = 19.26 $\pm$ 3.264), Repo (Control *n* = 8, *m* = 28.95 $\pm$ 6.330, *lola-Ri* *n* = 4, *m* = 9.648 $\pm$ 3.228, *UAS-D*; *lola-Ri* *n* = 8, *m* = 29.00 $\pm$ 7.984).
- M Upon Dpn overexpression, ectopic NBs were induced. These ectopic NBs expressed the mid-temporal tTF, Slp, and did not express early tTFs or late tTFs. Consequently, an excess of progeny was produced from the Slp⁺ temporal window at the expense of the progeny produced from late tTF time windows. DamID analysis demonstrated that Dpn directly bind to Ey and Slp, but not to Hth or Tll. Therefore, Dpn may be directly responsible for the increased expression of mid-temporal identity TFs in dedifferentiated NBs at the expense of early or late temporal TFs.
- Data information: Data are represented as mean $\pm$ SEM. *P*-values were obtained performing unpaired *t*-test, and Welch's correction was applied in case of unequal variances. ****P < 0.0001, ***P < 0.001, **P < 0.005, *P < 0.05. Scale bars: 50 μ m.

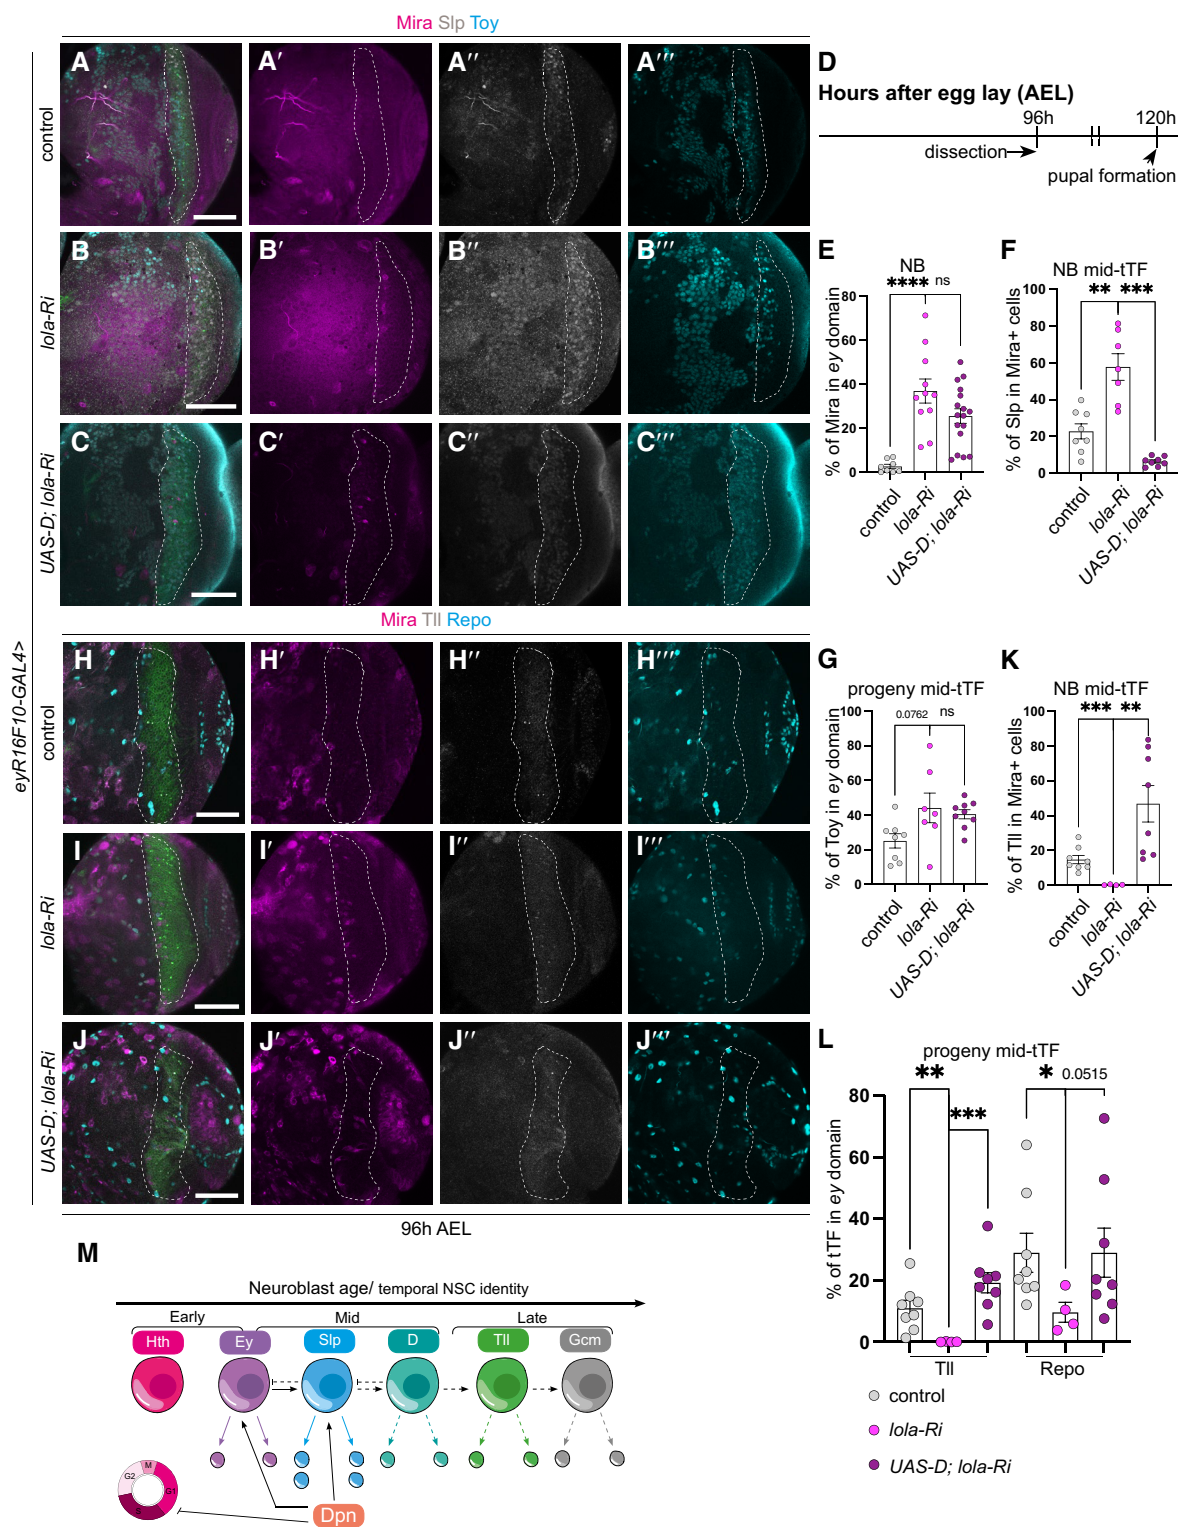

Figure 9.

to be a promising means of tissue repair and regeneration. Therefore, dedifferentiation may have either positive or negative consequences for tissue repair and tumorigenesis. Our work shows that

appropriate temporal and cell cycle progression controls are key to regulating the fine balance between tumorigenesis and controlled dedifferentiation.

Materials and Methods

Fly husbandry

Fly stocks were reared on standard *Drosophila* media at 25°C. For larval dissection, brains were dissected at wandering L3 stages. For pupal dissection, white pupae were selected and then allowed to age at 29°C, dissections were made at 6, 10, 16 or 24 h after pupal formation (APF).

GAL4 lines *GMR31H08-GAL4*, *ey^{OK107}-GAL4* and *eyR16F10-GAL4* were used to induce dedifferentiation. *GMR31H08-Gal4* (Jenett et al, 2012) is a neuronal-specific driver (Fig EV1E–F^{'''}), this line together with a GAL80-ts was used to demonstrate that mature neurons can undergo dedifferentiation (Fig EV1A–D). *ey^{OK107}-GAL4* (Morante et al, 2011) is expressed in both neurons and NBs during larval neurogenesis (Fig EV1I–J^{'''}), and *eyR16F10-GAL4* is expressed in both neurons and NBs (Fig EV1O–P^{'''}). *eyR16F10-GAL4* but not *ey^{OK107}-GAL4* was strongly expressed in the medulla neurons during pupal development (Fig EV1Q and R, and K and L); therefore, *eyR16F10-GAL4* was utilised in all the pupal analysis. *ey^{OK107}-GAL4* was used to make compound stocks with *Toy-GFP* and was restricted to larval analysis (Morante et al, 2011; Jenett et al, 2012). Knockdown or overexpression CNS clones were generated using the flpout system. *hsFLP; act5 > CD2 > Gal4, UAS-GFP/TM6b* (Visser et al, 2018). Flpout clones were induced by heat shock at 16, 24, 48 h, 72 or 96 h after egg lay (AEL) for 6 min, shifted to 29°C and dissected at 120 h AEL. The fly strains used were as follows: *UAS-deadpan* (A. Baonza), (#1776, Bloomington), *UAS-Nerfin-1 RNAi* (VDRC), *UAS-mCherry RNAi* (#35785, Bloomington), *Toy-GFP* (#83390, Bloomington), *UAS-N^{ACT}* (#52309, Bloomington), *UAS-Cdk4; UAS-CycD* (Helena Richardson), *UAS-E2f1; UAS-CycE* (Helena Richardson), *UAS-D* (#8861, Bloomington), *UAS-lola RNAi* (#35721, Bloomington). *Nerfin-1¹⁵⁷* mutant clones (Froldi et al, 2015) were generated using the MARCM system (w, tub-Gal4, UAS-nlsGFP::6xmyc::NLS, hs-flp; FRT2A, tubP-Gal80LL9/TM6B).

Immunostaining

Larval and pupal brains were dissected out in phosphate buffered saline (PBS), fixed for 20 min in 4% formaldehyde in PBS and rinsed in 0.2% PBST (PBS + 0.2% TritonX-100). For immunostaining, brains were incubated with primary antibodies overnight at 4°C, followed by an overnight secondary antibody incubation at 4°C. Samples were mounted in 80% glycerol in PBS for image acquisition. The primary antibodies used were mouse anti-Mira (1:50; gift of Alex Gould), rat anti-Mira (1:100, Abcam), rat anti-pH3 (1:500; Abcam), chick anti-GFP (1:2000; Abcam), rabbit anti-RFP (1:100, Abcam), mouse anti-Repo (1:50, DSHB), guineapig anti-Hth (1:100, Claude Desplan), mouse anti-Ey (1:50, DSHB), guineapig anti-Slp (1:500, Kuniaki Saito), rabbit anti-D (1:1,000, Steve Russell), guineapig anti-Tll (1:100, Kuniaki Saito), rabbit anti-Tll (1:100, Kuniaki Saito) and guineapig anti-Toy (1:50, Uwe Walldorf). Secondary donkey antibodies conjugated to Alexa 555 and Alexa 647, and goat antibody conjugated to Alexa 405, 488, 555 and 647 (Molecular Probes) were used at 1:500.

EdU pulse/chase

Control and *UAS-dpn* clones were induced 48 h AEL. 48 h after clone induction, larvae were fed with 100 mg/ml EdU for 3 h. They

were then transferred to standard medium for a 3h EdU-free chase. Larvae were dissected, fixed and processed for antibody staining, followed by EdU detection with Click-iT Plus EdU Cell Proliferation Kit for imaging, Alexa Fluor 647 dye (Invitrogen, #C10640) according to the manufacturer's instruction.

Imaging and image processing

Images were collected on a Leica SP5/Olympus FV3000 confocal microscope and processed using Fiji (<https://imagej.net/Fiji>). Z stacks of optic lobes were imaged, and single sections were shown as the representative image in the figures. All images represent the medulla deep section unless specifically stated.

GFP⁺, Mira⁺ NBs, Toy⁺ neurons, *ey^{OK107}-GAL4* expressing domain and TF volume were measured using fluorescence intensity from three-dimensional reconstructions of 2-μm spaced confocal Z-stacks with Volocity software (Improvision) or Imaris (Bitplane). The rate of dedifferentiation was represented as the volume of Mira⁺ cells as a percentage of clone volume. The percentage of TFs was calculated as the volume of TF⁺ cells as a percentage of clone volume or domain volume. The percentage of Toy⁺ neurons was calculated as the volume of Toy⁺ neurons as a percentage of *ey^{OK107}-GAL4* expressing domain volume. *eyR16F10-GAL4* domain was not labelled with a fluorescent marker, a Region of Interest (ROI) was manually selected in each of the slice across the Z sections, as guided by the outline of the overlaying superficial NBs.

Statistical analysis

At least three animals per genotype were used for all experiments. Volume of clones or regions of interest was estimated from three-dimensional reconstructions of 2-mm spaced confocal Z stacks with the Volocity software (Improvision).

In all graphs and histograms, error bars represent the standard error of the mean (SEM) and P-values are calculated by performing two-tailed, unpaired Student's *t*-test. The Welch's correction was applied in case of unequal variances.

Targeted DamID

FlyORF-TaDa-Dpn flies were created from the FlyORF-Dpn-3xHA line (FlyORF stock# F000086) with the FlyORF-TaDa system as previously described (Aughey et al, 2021). Targeted DamID for Dpn in 3rd instar larval neuroblasts was performed as previously described (Marshall & Brand, 2015; Marshall et al, 2016), crossing FlyORF-TaDa-Dpn flies with the neuroblast-specific wor-Gal4;tub-GAL80ts driver. NanoDam (Tang et al, 2022) for Dpn in 3rd instar larval medulla NBs was performed using *TaDaM-traNLS-vhhGFP* (preprint: Delandre et al, 2022) crossing *TaDaM-traNLS-vhhGFP, tub-GAL80ts; eyR16F10-GAL4* to either *Dpn-GFP* (BL# 65295) or the *w¹¹¹⁸* genetic background. In both cases, flies were allowed to lay on apple juice plates with yeast for 4 h at 25°C, before transferring plates to 18°C for 2 days. 100 larvae from each plate were transferred to food plates and grown at 18°C for a further 5 days, before shifting to the permissive temperature of 29°C. Two biological replicates were collected, of 30 dissected brains per replicate (Dpn TaDa) or 40 brains per replicate (Dpn NanoDam).

Samples were processed for DamID as previously described (Marshall et al, 2016). Briefly, genomic DNA was extracted, cut with

DpnI and cut fragments isolated. DamID adaptors were ligated to the isolated DNA, fragments were digested with DpnII, and amplified via PCR. Following PCR, samples were sonicated in a Bioruptor Plus (Diagenode) to reduce the average DNA fragment size to 300 bp, and DamID adaptors were removed via overnight AlwI digestion. The resulting DNA was purified via magnetic bead cleanup and 500 ng of DNA was end-repaired, A-tailed, ligated to NGS adaptors and amplified via six PCR cycles. The final libraries, multiplexed to yield ~20 million mappable fragments per sample, were sequenced as paired-end reads (MGI platform, BGI).

NGS reads in FASTQ format were aligned using `damidseq_pipeline` (Marshall & Brand, 2015) using default options, and replicates were averaged to give the final binding profile. Significantly enriched peaks were called for each replicate using `find_peaks` (Marshall *et al*, 2016) with parameters `--min-quant = 0.8` and `--unified_peaks = min` with otherwise default options; peaks were considered significant at $FDR < 0.01$. Peaks for all replicates and conditions were combined using the `GenomicRanges` R package, the per-replicate binding occupancy across each region determined, and differentially bound peaks were called using `NOISEq` (Tarazona *et al*, 2015) at $q = 0.85$. Peaks were associated with genes within ± 1 kb of a peak. Datasets were visualised using `pyGenomeTracks` (Cubenas-Potts *et al*, 2017).

Data availability

NGS data have been deposited in the NCBI Gene Expression Omnibus (GEO) and are available under accession number [GSE225409](https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE225409).

Expanded View for this article is available [online](#).

Acknowledgements

We are grateful to C. Desplan, H. Richardson, S. Russell, X. Li, U. Walldorf, K. Saito, for generous sharing of antibodies and fly stocks. LYC is funded by an Australian Research Council (ARC) Future Fellowship (FT180100255), LYC's laboratory is supported by funding from the National Health and Medical Research Council of Australia (NHMRC 1182847), Australian Research Council (190101743) and the Peter MacCallum Cancer Foundation. KFH was supported by an NHMRC Investigator grant (APP1194467) and Australian Research Council (190101743). Confocal Microscopy was performed at the Centre for Advanced Histology & Microscopy (CAHM) at the Peter MacCallum Cancer Centre and the Biological Optical Microscopy Platform at the University of Melbourne. We thank CAHM and Research Laboratory Support Services and acknowledge support to them by the Peter MacCallum Cancer Foundation and the Australian Cancer Research Foundation. Open access publishing facilitated by The University of Melbourne, as part of the Wiley - The University of Melbourne agreement via the Council of Australian University Librarians.

Author contributions

Kellie Veen: Conceptualization; data curation; formal analysis; investigation; methodology; writing – original draft; writing – review and editing. **Phuong-Khanh Nguyen:** Data curation; formal analysis; investigation; methodology. **Francesca Foldi:** Data curation; formal analysis; supervision; investigation; methodology; writing – original draft; writing – review and editing. **Qian Dong:** Data curation; formal analysis; investigation. **Edel Alvarez-Ochoa:** Data curation; formal analysis; methodology. **Kieran F Harvey:** Writing – review and editing. **John PD McMullen:** Data curation; formal analysis;

investigation; methodology. **Owen Marshall:** Conceptualization; formal analysis; investigation; methodology; writing – original draft; project administration; writing – review and editing. **Patricia R Jusuf:** Supervision. **Louise Y Cheng:** Conceptualization; data curation; supervision; funding acquisition; writing – original draft; project administration; writing – review and editing.

Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

References

- Abdusselamoglu MD, Eroglu E, Burkard TR, Knoblich JA (2019) The transcription factor odd-paired regulates temporal identity in transit-amplifying neural progenitors via an incoherent feed-forward loop. *Elife*8: e46566
- Apitz H, Salecker I (2014) A challenge of numbers and diversity: neurogenesis in the *Drosophila* optic lobe. *J Neurogenet*28: 233–249
- Aughey GN, Delandre C, McMullen JPD, Southall TD, Marshall OJ (2021) FlyORF-TaDa allows rapid generation of new lines for in vivo cell-type-specific profiling of protein–DNA interactions in *Drosophila melanogaster*. *G3 Genes, Genomes, Genetics*11: jkaa005
- Bayraktar OA, Doe CQ (2013) Combinatorial temporal patterning in progenitors expands neural diversity. *Nature*498: 1–8
- Bertet C, Li X, Erclik T, Cavey M, Wells B, Desplan C (2014) Temporal patterning of neuroblasts controls notch-mediated cell survival through regulation of hid or reaper. *Cell*158: 1173–1186
- Carney TD, Struck AJ, Doe CQ (2013) Midlife crisis encodes a conserved zinc-finger protein required to maintain neuronal differentiation in *Drosophila*. *Development*140: 4155–4164
- Cubenas-Potts C, Rowley MJ, Lyu X, Li G, Lei EP, Corces VG (2017) Different enhancer classes in *Drosophila* bind distinct architectural proteins and mediate unique chromatin interactions and 3D architecture. *Nucleic Acids Res*45: 1714–1730
- Delandre C, McMullen JP, Marshall OJ (2022) Membrane-bound fluorophore-labelled vectors for Targeted DamID allow simultaneous profiling of expression domains and DNA binding. *bioRxiv*<https://doi.org/10.1101/2020.04.17.045948> [PREPRINT]
- Egger B, Boone JQ, Stevens NR, Brand AH, Doe CQ (2007) Regulation of spindle orientation and neural stem cell fate in the *Drosophila* optic lobe. *Neural Dev*2: 1
- Eroglu E, Burkard TR, Jiang Y, Saini N, Homem CCF, Reichert H, Knoblich JA (2014) SWI/SNF complex prevents lineage reversion and induces temporal patterning in neural stem cells. *Cell*156: 1259–1273
- Friedmann-Morvinski D, Verma IM (2014) Dedifferentiation and reprogramming: origins of cancer stem cells. *EMBO Rep*15: 244–253
- Foldi F, Szuperak M, Weng C-F, Shi W, Papenfuss AT, Cheng LY (2015) The transcription factor Nerfin-1 prevents reversion of neurons into neural stem cells. *Genes Dev*29: 129–143
- Foldi F, Pachnis P, Szuperak M, Costas O, Fernando T, Gould AP, Cheng LY (2019) Histidine is selectively required for the growth of Myc-dependent dedifferentiation tumours in the *Drosophila* CNS. *EMBO J*38: e99895
- Gaultier C, Foppolo S, Maurange C (2022) Regulation of developmental hierarchy in *Drosophila* neural stem cell tumors by COMPASS and Polycomb complexes. *Sci Adv*8: eabi4529
- Genovese S, Clément R, Gaultier C, Besse F, Narbonne-Reveau K, Daian F, Foppolo S, Luis NM, Maurange C (2019) Coopted temporal patterning

How the deposited data were processed for this re-analysis (not part of the article)

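Dpn binding was measured by DamID in larval brains of Drosophila, in 4 conditions with 2 replicates each: Dam-only and Dam-Dpn in all NBs (wor-GAL4, 30 brains per replicate), and w1118 and Dpn-GFP NanoDam for medulla NBs (eyR16F10-GAL4, which the study describes as expressed in neurons and NBs, 40 brains per replicate). Eggs were laid for 4 h at 25°C, kept at 18°C for 2 days, and 100 larvae per plate were grown at 18°C for 5 more days before the shift to 29°C. The authors aligned the reads with damidseq_pipeline, whose version and genome build are not given in the sources used here, averaged the binding profiles of the replicates and called peaks with find_peaks, with min-quant 0.8 and an FDR below 0.01. The methods describe peaks for each replicate, whereas the lists used here are of the averaged profiles. Each list gives, per peak, a position, the score that the authors' peak caller gave it, and its FDR. The score has no stated scale and is not comparable between the lists. Averaging hides differences between replicates, and a common FDR threshold can give lists of different length from profiles of different quality. Depth per sample is unknown here beyond an aim stated by the study, so no counting interval is given.

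From the lists, peaks on 2L, 2R, 3L, 3R, 4 and X were kept. Gene positions came from the RefSeq table of Release 6, with 17673 genes on these arms, 13911 of them protein-coding. The lists name no build. Gene positions on the axes of Fig 5 and Fig EV4 match that release, and gene coordinates of the table are not printed. The table gives no exons, introns, TSSs or strand, and no genome sequence was used here, so the place of a peak is given only as inside or beside a gene. The planned shares of peaks near TSSs, in exons and in introns, the density of E-boxes and N-boxes and the match of peak ends to GATC sites were not run. Overlap means at least 1 shared bp. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

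Overlap of the lists was set beside 1000 circular shifts. At single genes, the share of pan-NB peaks that overlap a medulla NB peak was set beside all runs of as many consecutive peaks. Covered length is the length of the parts of peaks that lie within 1 kb of a gene, and the medulla share is its part in the sum of both lists. Gene lists were compared with 10000 random lists matched in 20 bins on gene length, or on covered length for the medulla share. Score-matched draws of pan-NB peaks, in 10000 draws, and, for hth, a pan-NB list limited to the length of the medulla NB list were added after the data were seen. Fisher's exact test per gene compared pan-NB only with medulla NB only peaks for 1068 genes with at least 3 peaks, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fisher's test called 0 genes. At an unadjusted p under 0.05 it gave 2 genes with a pan-NB surplus, hth and Antp, and 17 with a medulla NB surplus. On simulated data, with 54 loci of at least 6 pan-NB peaks made pan-NB only, it also called 0%, and with 5 times as many peaks at these loci it called 100%, so a count of 0 says little at these numbers of peaks. The measure based on runs recovered 100% of the 54 simulated loci, and with overlaps assigned at random it called 0% of them. The simulated overlaps were drawn independently for each peak, without the clustering of neighbouring peaks that runs are meant to keep. Both values therefore do not show how the measure behaves on these data. For random lists of unrelated genes 6% lay beyond the 95% range.

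The genes named are, by a rule set before the data were examined, the genes of the panels of Fig 5 and Fig EV4, the early, mid and late tTFs, other genes the study names, up to 4 members of each other list with the highest-scoring peaks and those without a peak in both lists, and the genes at the 5 highest-scoring peaks of each list. The part of the rule on genes past Fisher's threshold named none. The genes in the study's figures had been seen before. Genes named outside the rule were chosen after their values were seen. Of the names in the 17 lists, 4 were not matched in the table and are not analysed here. Alternatives were the distance to the gene (0, 5 and, added after the data were seen, 20 kb), 50% overlap, the higher-scoring 50% of each list, the 1737 highest-scoring peaks of each list (as many peaks in both lists, where the medulla NB peaks are those of the higher-scoring 50%), an FDR below 0.001, joining of peaks closer than 500 bp, random placement, protein-coding genes, at least 5 peaks per gene, other groupings of the tTFs and unmatched random lists. The closing section gives their effect.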

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

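The draws of score-matched peaks, the test on other patterning genes, the tests of list length at hth, the share on chromosome 4 in other settings and the margin at dpn were chosen after the patterns they address were seen. Gene lists that the study does not discuss as groups of Dpn targets had a peak within 1 kb at a share past the upper end of the 95% range of random lists matched on gene length, by their percentile with ties counted in part, and each is given with its share. In the pan-NB list these were neuroblast identity (100%), the Notch pathway and E(spl) (92.9%), larval neuroblast temporal genes of other lineages (92.9%), type II lineage genes (100%), the Hox genes (100%), optic lobe position and neuroepithelium (80%), medulla neuron fate (91.7%) and ribosomal proteins (48.9%). In the medulla NB list they were neuroblast identity (100%), the Notch pathway and E(spl) (92.9%), larval neuroblast temporal genes (71.4%), type II lineage genes (100%), optic lobe position and neuroepithelium (60%) and ribosomal proteins (33.0%). Single members are genes at which the study does present Dpn binding, tll and erm in the type II lineage list and nerfin-1 in the neuroblast identity list. The share for optic lobe position equals the upper bound of its range in the medulla NB list, at percentile 98.1, while medulla neuron fate (66.7%, percentile 96.2) and glia (54.5%, percentile 95.7) equal theirs at lower percentiles and are not counted. The call for the ribosomal proteins ended in both lists with the higher-scoring 50% of peaks (10.2% and 9.09%) and with as many peaks in both lists (6.82% and 9.09%), and in the medulla NB list with an FDR below 0.001 (15.9%). That for the Hox genes ended with the higher-scoring 50% and with as many peaks (37.5% in each) and with an FDR below 0.001 (50%). That for larval temporal genes in the medulla NB list ended with peaks that overlap the gene itself (64.3%). The pan-NB list also had 7 peaks on the Y chromosome, and the medulla NB list had 0.

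Peaks at hth and at the Hox genes were mostly absent from the medulla NB list. Of the 32 pan-NB peaks at the 8 Hox genes, 2 overlapped a medulla NB peak (6.25%). Weak pan-NB peaks may have fallen below the threshold of the medulla NB list. The lower 2.5% bound of score-matched peaks was 47.8% for hth and 31.2% for the Hox genes. The observed shares lay below both, which by the rule set for this test spoke against that explanation. The draws treat peaks as independent, whereas the peaks at hth lie at a single gene and Antp and Ubx hold 14 and 8 of the Hox peaks. Runs at hth, which keep clustering but not score, gave 0.0771 two-sided. For such clustered peaks the draws cannot settle the question. For list length at hth, the pan-NB list was limited to its 3474 highest-scoring peaks and the medulla NB list kept whole. A share of 0.0298 of runs then had as few overlapped (0.0596 two-sided). It was 0.0133 (0.0266 two-sided) with the 1737 highest-scoring peaks of each list, where list length and score changed together. With an FDR below 0.001, which shortens both lists, it was 0.0746 (0.149 two-sided). Runs elsewhere were set against the same medulla NB list as hth, so they cannot show what a longer one would hold. Whether the shorter medulla NB list contributes at hth stays open. A candidate explanation for the Hox genes is that patterning genes silenced outside their own region of the body lose Dpn peaks as a class. At 42 other patterning genes, listed for this test, 37.1% of 97 pan-NB peaks were shared, below the 49.5% lower bound for matched scores. Silencing itself was not measured. The test was set for the Hox genes and not for hth, whose protein the paper shows in some medulla NBs. The difference in technique and that between the cell populations stay open, since both differ between the lists together.

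The medulla share of covered length was 54.6% at ey and 44.8% over all peaks. A general medulla surplus on chromosome 4 is a candidate explanation, since the share on that chromosome without the peaks at ey was 52.2%, with a bootstrap range over peaks from 41.2% to 62.8%. The odds ratio for a medulla NB peak on chromosome 4 was 1.38 (Fisher's exact test, p = 0.103). With the higher-scoring 50% of each list the share on chromosome 4 without ey turned to 36.1% (21.9% to 51.2%) and the odds ratio to 0.954, while the share at ey rose to 66.5%, which speaks against the chromosome, but with 4 pan-NB and 5 medulla NB peaks or fewer the range at ey ran from 15.9% to 100%. These ranges overlap each other, and each holds the value over all peaks in its setting, so the gene and its chromosome cannot be told apart.

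At dpn itself, 7 medulla NB peaks lay within 20 kb, among them those of rank 2, 9 and 28 in the list, and 6 of the 7 overlapped a pan-NB peak. A candidate explanation is extra dpn sequence carried by the BAC of the Dpn-GFP line and absent from w1118, which could raise the ratio there. The Dam-Dpn line also carries a dpn open reading frame, which could raise the pan-NB ratio at the exons of dpn. The prediction that pan-NB peaks would then cover its exons and not its flanks was not examined, because exons were not used here. For the BAC, the bounds set in advance spoke against extra sequence, since peaks covered 29.6% of the 20 kb around dpn, where 95% of other genes bound in both lists had at most 31.4%, and at most 65.5% of any 10 kb stretch that holds part of dpn, where over 80% had been set as the mark. A margin was added after the value was seen, because 1 peak of median width covers 7.09% of that window, more than the distance to the bound. Within it, extra sequence and binding at dpn cannot be told apart.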

How the results depend on the processing

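No paired analysis was possible because each list averages its replicates, and for that reason leaving out single replicates was not run. The distance to a TSS, the E-box and N-box settings and the 500 bp TSS window were not run because the sequence, strand and TSSs were not used here. The distance of 20 kb, the score-matched draws and the pan-NB list limited to the length of the medulla NB list were chosen after the data were seen. Depth per sample is unknown, so what it limits cannot be given. Overlap of the lists stayed above shifted positions in each setting run, from 50.9% to 61.9% of pan-NB peaks and from 63.5% to 72.5% of medulla NB peaks. Measured as covered length, the shared part was 42.1% of the pan-NB list and 51.8% of the medulla NB list, also above shifted positions. Fisher's test per gene called 0 genes in each setting, with 1 to 6 genes of pan-NB surplus and 1 to 25 of medulla NB surplus at an unadjusted p under 0.05. The share of bound tTF genes (80% to 100%) and of bound cell cycle genes (43.3% to 76.7%) stayed above the 95% range of random lists in both lists and each setting run. The pan-NB share with a midpoint inside a gene (64.1% to 67.2%) stayed below that of shifted positions, and the medulla NB share of 69.7% fell below it with the higher-scoring 50% of peaks and with as many peaks in both lists (66.0% in each, from the same 1737 medulla NB peaks). The cause was not tested.

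At hth the shared part of pan-NB peaks ranged from 12.5% to 25%. Its two-sided share of runs of 0.0771 fell under 0.05 with the higher-scoring 50% (12.5%) and with as many peaks in both lists (13.3%), and the value of 21.7% lay below the score-matched draws and had an unadjusted p under 0.05 in Fisher's test of shared against unshared peaks, which differs from the test per gene. With an FDR below 0.001 it weakened, to a share of runs of 0.0746 (0.149 two-sided) and an unadjusted p of 0.0235. The cause was not tested. The medulla share at mid tTFs turned from above to below its random lists with the higher-scoring 50% (34.8%) and with as many peaks in both lists (45.4%), that at early tTFs (45.0%) from below to above with unmatched random lists, and the odds ratio on chromosome 4 fell to 0.954 with the higher-scoring 50%. None of these passed a threshold in any setting, and the cause was not tested.

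Shared parts at single genes with 1 to 9 peaks turned to the other side of the share of all peaks as follows, with no call at stake. For a peak that overlaps the gene itself this held for gcm (pan-NB, 0%), CycD (medulla NB, 100%) and scro (medulla NB, 66.7%). Within 5 kb it held for repo (medulla NB, 66.7%), scro (medulla NB, 60%) and B-H2 (pan-NB, 66.7%), and within 20 kb for D, repo and scro (medulla NB, 66.7% each). With the higher-scoring 50% it held for ey (medulla NB, 60%), slp1 and SoxN (pan-NB, 50%), scro (0% in both lists), B-H1 (pan-NB, 0%) and B-H2 (pan-NB, 100%), and with as many peaks in both lists for ey (60%), slp1 and SoxN (50%), scro (medulla NB, 0%) and B-H2 (100%). With an FDR below 0.001 it held for tll (pan-NB, 50%), CycD (medulla NB, 100%), dmrt99B (pan-NB, 0%), erm (medulla NB, 71.4%) and B-H2 (100%). With joined peaks it held for CycD (pan-NB, 100%) and erm (medulla NB, 66.7%), and against score-matched peaks for gcm (66.7%) and CycD (50%). The medulla NB share of bound Hox genes turned with unmatched lists (25%) and within 5 kb (62.5%). The cause was not tested. Of the remaining values for single genes and lists, 507 kept direction and side, 17 lost a call, 17 gained one and 9 counts moved by over 1.5 times.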

Differences from the paper's values

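The covered length of single genes was set beside the paper's directions after the values were seen. The paper gives few numbers for binding, and the 1 that could be compared, the count of temporal cascade TFs bound in all NBs, matched. Its statements of direction rest on per-replicate occupancy and were compared with presence and covered length of peaks, which is another measure. The paper states that binding was lost or reduced in medulla NBs at hth and tll. At hth, 18 of 23 pan-NB peaks had no medulla NB peak, in the stated direction. At tll both pan-NB peaks overlapped a medulla NB peak, and the covered length was 2240 bp in the pan-NB list and 1506 bp in the medulla NB list. With an FDR below 0.001, 1 of the 2 pan-NB peaks at tll was shared (50%). A figure legend of the paper states that Dpn binds ey and slp and does not bind hth or tll. The medulla NB list had 4 peaks within 1 kb of hth and 2 within 1 kb of tll.

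The paper states an increase at ey and slp1. At ey the covered length was 4549 bp in the pan-NB list and 5479 bp in the medulla NB list. At slp1 it was 1291 bp and 1223 bp. The pan-NB list covered more length in all, and the medulla share of covered length was 44.8% over all peaks. The medulla share at slp1 was 48.6%, above that value although fewer bp were covered. Within 20 kb, a distance chosen after the data were seen, slp1 had 13450 bp and 17851 bp, while erm, with more in the medulla NB list within 1 kb (9248 bp and 11706 bp), had less there and within 5 kb (14310 bp and 12414 bp). For the extended network the paper states enrichment at almost all mid tTFs and depletion at early and late tTFs. More length was covered in the medulla NB list at 6 of 10 mid tTFs, and less at slp1, D, hbn and B-H2. Set against the 44.8% over all peaks, the medulla share was higher at slp1 (48.6%). It was lower at D (22.5%), hbn (25.8%) and B-H2 (41.5%). At opa it was 4794 bp and 5793 bp. B-H2 had more with peaks that overlap the gene itself, with the higher-scoring 50% of each list, with as many peaks in both lists and with an FDR below 0.001. Others turned to less in the medulla NB list, slp2 and opa with the higher-scoring 50% and with as many peaks in both lists, scro with the higher-scoring 50% and with an FDR below 0.001, and B-H1 with peaks that overlap the gene itself and with the higher-scoring 50%. Over the settings run, 3 to 6 of the 10 mid tTFs had more. Of the early tTFs, dmrt99B had more (1157 bp and 3312 bp) and hth and SoxN had less, and both late tTFs had less, gcm with 1090 bp and 345 bp. The medulla share at SoxN was 48.7%, above that over all peaks. At hth (12.2%), tll (40.2%) and gcm (24.0%) it was below. In no setting run had dmrt99B less, or D or hbn more. The mean medulla share of no group lay outside the 95% range of matched random lists in the settings run. For the 2 late tTFs that range began at 0% in the main setting, so no depletion could fall below it. For the 3 early tTFs it ran from 17.9% to 75.8%, so only a large depletion could. These ranges therefore cannot decide on the stated depletion.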

Other observations

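The genes with the largest surplus and some members of the lists below were chosen after their values were seen. The lists of other gene groups show where Dpn peaks were common to both lists. In the neuroblast identity list all 15 genes had a peak in both, and the highest-scoring pan-NB peaks were at wor (8.1), insc (8.04), grh (7.95) and lola (7.7), while the highest-scoring medulla NB peaks were at dpn (13.48), pros (12.89), numb (12.37) and mira (12.15). Among 14 genes of the Notch pathway and the E(spl) complex, 13 had a peak in both lists and Su(H) had none. The E(spl) genes mdelta, mgamma, mbeta and m8, which encode HLH repressors of the same family as Dpn, lay at medulla NB peaks of ranks 18, 18, 11 and 20, the E(spl)mdelta-HLH and E(spl)mgamma-HLH genes sharing a peak. All 6 type II lineage genes, with the tTF genes tll and erm among them, had a peak in both lists.

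Among the 14 larval temporal genes of other lineages, 10 had a peak in both lists. Kr, nub and Eip93F had a pan-NB peak and no medulla NB peak, and hb had none. Covered length was greater in the pan-NB list at 11 and in the medulla NB list at 2, lin-28 (305 bp and 792 bp) and EcR (10975 bp and 11278 bp), and at svp it was 12972 bp and 5286 bp. Of the 8 Hox genes, all had a pan-NB peak and 2, Antp and abd-A, had a medulla NB peak. Antp had 14 pan-NB peaks and 1 medulla NB peak, covering 33857 bp and 3838 bp, and Ubx had 8 and 0. Among medulla neuron fate genes, 8 of 12 had a peak in both lists, vvl, run and mirr in the pan-NB list alone, and bsh had none. Lim3 had 3254 bp in the pan-NB list and 8752 bp in the medulla NB list. Among the 20 genes of optic lobe position and neuroepithelium, wg, hh, salm and shg had a pan-NB peak alone, and dpp, crb, eyg and toe had none.

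In the lists for other cell types, 10 of 14 general neuronal genes had a pan-NB peak and 9 a medulla NB peak, 5 of 11 glial genes had a pan-NB peak and 6 a medulla NB peak, and 2 of 15 genes of other tissues (bam and osk) had a pan-NB peak and 1 (bam) a medulla NB peak. None lay outside the 95% range of random lists matched on gene length, and the glial genes in the medulla NB list (54.5%) lay at its upper bound and the genes of other tissues there (6.67%) at its lower bound. With the higher-scoring 50% of each list, with as many peaks in both lists, with an FDR below 0.001 and with unmatched random lists the same 54.5% lay above the range. The general neuronal genes lay above the range of unmatched random lists in both lists (71.4% and 64.3%), and the glial genes in the pan-NB list passed by percentile, at the upper bound, with as many peaks in both lists (36.4%). The medulla neuron fate genes in the medulla NB list, also at the bound, passed by percentile in 6 settings. Of 88 ribosomal protein genes, 43 had a pan-NB peak and 29 a medulla NB peak.

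The X chromosome held 19.5% of pan-NB and 21.6% of medulla NB peaks, and chromosome 4 held 1.24% and 1.70%. Protein-coding genes with the largest surplus of pan-NB covered length after Antp and hth, and beside Ubx, were heph (23244 bp and 5490 bp) and ush (13789 bp and 0 bp), the latter 1 of the 42 other patterning genes. The largest medulla NB surpluses were at mbl (7627 bp and 23678 bp), lncRNA:CR44357 (29111 bp and 42085 bp), X11Lbeta (2869 bp and 15480 bp) and sick (5587 bp and 17091 bp). None of these genes passed Fisher's test after adjustment.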
